# Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation

**DOI:** 10.1371/journal.pbio.3003547

**Published:** 2025-12-12

**Authors:** Ludivine Vasseur, Céline Gheeraert, Julie Dubois-Chevalier, Ninon Very, Loïc Guille, Mohamed Bou Saleh, Clémence Boulet, Cyril Sobolewski, Pascal Loyer, Alexandre Berthier, Noémie Legrand, Anne Corlu, Viviane Gnemmi, Guillaume Lasailly, Emmanuelle Leteurtre, Dmitry Galinousky, Antonino Bongiovanni, Solenne Taront, Nicolaj I. Toft, Lars Grøntved, David Tulasne, Alessandro Furlan, Line Carolle Ntandja-Wandji, Bart Staels, Philippe Lefebvre, Laurent Dubuquoy, Jérôme Eeckhoute

## Abstract

The liver’s regenerative capacity is underscored by the plasticity potential of adult hepatocytes. In this context, hepatocyte-to-cholangiocyte transdifferentiation (HCT) has been ascribed with pro-regenerative functions in animal models and is a feature of end-stage human chronic liver diseases. While dampened activities of hepatocyte identity transcription factors (TFs) underlay HCT, how the cholangiocyte transcriptional program is implemented is poorly defined. Here, we identify that HCT does not involve transitioning through a hepatoblast-like transcriptional program. Furthermore, we show that HCT primarily involves induction of the archetypal transcriptional program of monopolarized epithelial cells initially repressed in hepatocytes. Indeed, HCT requires relieving H3K27me3-mediated and polycomb-dependent epigenetic silencing of epithelial TF encoding genes including *Grainyhead Like Transcription Factor 2* (*GRHL2*). Ectopic expression of GRHL2 in hepatocytes, including in vivo in the adult mouse liver, induces epithelial genes reminiscent of those activated during HCT. Finally, GRHL2 is detected in human hepatocytes undergoing HCT as evidenced using samples from end-stage chronic liver diseases. Hence, HCT is a process chiefly characterized by induction of a conventional epithelial transcriptional program originally lacking in hepatocytes promoted by derepression of the master epithelial TF GRHL2.

## Abstract 2

Hepatocyte-to-cholangiocyte transdifferentiation (HCT) is thought to play a role in liver regeneration, but how is this mediated at a transcriptional level? This study shows that HCT bypasses a hepatoblast-like state and requires derepression of a conventional epithelial transcriptional program mediated by GRHL2, to enable hepatocytes to acquire cholangiocyte-like features.

## Introduction

Hepatocytes, the predominant liver cell type, play a crucial role in the organ’s homeostatic and secretory functions. Indeed, hepatocytes are key regulators of energy and iron homeostasis, and bear critical functions related to detoxification, coagulation, and the acute phase response. These unique hepatocyte functionalities are acquired during cellular differentiation, which is itself driven by establishment of a hepatocyte-specific transcriptional program. This phenomenon is orchestrated by transcriptional regulators, primarily hepatocyte identity transcription factors (Hep-ID TFs), which are hepatocyte-specific/enriched TFs [1–3].

Hepatocytes originate from hepatoblasts, which can alternatively differentiate into cholangiocytes. Cholangiocytes line the lumen of bile ducts and control bile volume and composition [4]. Together, hepatocytes and cholangiocytes constitute the two types of epithelial cells found in the liver [5]. However, unlike cholangiocytes, which form a conventional monolayer of cuboidal or columnar epithelial cells with a single apico-basal axis (hereafter defined as monopolarized epithelial cells), hepatocytes are characterized by multiple apical (and basal) surfaces, a unique feature among epithelia [6–8]. The liver possesses unique regenerative capacities where epithelial cell plasticity is instrumental while the existence of adult liver stem cells is highly disputed [9–11]. Indeed, the plasticity of adult liver epithelial cells allows them to reciprocally transdifferentiate [9,10]. In the mouse, this has been identified as a pro-regenerative mechanism operating when repair through proliferation of the injured cell type is not sufficient and/or impaired [9].

For example, in a mouse model mimicking the phenotype of Alagille syndrome (ALGS) with a deficient intrahepatic biliary system at birth, hepatocytes transdifferentiate to fully mature cholangiocytes to form functional bile ducts [12]. Lineage tracing has provided compelling evidence for transdifferentiation of liver epithelial cells in such conditions [12]. In humans, end stages of chronic liver diseases, such as alcohol-related liver diseases (ALD) [13] and metabolic dysfunction-associated steatotic liver disease (MASLD) [11], are characterized by the presence of cells co-expressing hepatocyte and cholangiocyte marker genes. In line, transcriptomic analyses of hepatocytes from humans with end-stage ALD and MASLD revealed instances of hepatocyte-to-cholangiocyte-like cell transdifferentiation [11,14]. HCT is also observed in livers from patients with primary sclerosing cholangitis (PSC) [15]. In this context, hepatocyte-derived cells contribute to the ductular reaction, a histologically defined phenomenon of hyperplasia of bile duct-like structures [16].

Despite its pathophysiological importance, HCT remains a poorly understood phenomenon. In particular, how HCT is orchestrated at the molecular level to induce a cholangiocyte-like transcriptional program remains ill-defined.

## Results

### HCT occurs directly without transitioning through a hepatoblast-like transcriptional state

In several previous studies, HCT was proposed to involve dedifferentiation of hepatocytes into so-called bipotent liver progenitor-like cells [17–19]. To further compare gene expression changes involved in HCT with those defining developmental cholangiocyte differentiation from progenitors, we integrated single-cell RNA-seq (scRNA-seq) data obtained from embryonic, postnatal, and adult mouse livers [20,21]. In order to broadly capture the hepatocyte heterogeneity landscape, data from adult mouse livers comprised a wide range of injury models: acute exposure to acetaminophen (APAP) [22,23] or lipopolysaccharide [24], chronic exposure to 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) inducing cholestasis [25,26], western diet-induced metabolic dysfunction-associated steatohepatitis [27] and partial hepatectomy (PHx) [23,28,29] (S1 Table). Cells from the liver epithelial lineage were recovered from each dataset and batch correction was performed before visualization using uniform manifold approximation and projection (UMAP) (see Materials and methods for details). This approach resulted in the segregation of hepatoblasts from mature cholangiocytes or hepatocytes (Figs 1A and S1A). For instance, clustering analysis identified a cluster of cholangiocytes (denoted cluster 1; S1B Fig). Interestingly, this cluster was, however, connected to two other clusters comprising, on the one hand, hepatoblasts/postnatal epithelial cells (cluster 2) and, on the other hand, mostly adult hepatocytes (cluster 3) (Figs 1B and S1B). Interrogating the origin of hepatocytes from cluster 3 revealed that they almost exclusively stemmed from DDC-treated mice (95%; Fig 1C) including yellow fluorescent protein-labeled hepatocytes used for lineage tracing in this study [25] (S1C Fig). This is consistent with cluster 3 capturing HCT, which is known to be prominently induced in the chronic DDC-induced cholestasis model, most probably due to exhaustion of the cholangiocyte regenerative potential [9,30]. These data also indicated that HCT was unrelated to hepatocyte reprogramming occurring in other conditions such as APAP intoxication or PHx. This implies that induction of SOX9 in a subset of hepatocytes, commonly observed across these injury models (S1D Fig) and interpreted in the literature as hepatocytes acquiring biliary features [31], is in fact associated with different context-specific hepatocyte reprogramming events not necessarily involving transition towards a cholangiocyte-like cellular state. Using cells from clusters 1, 2, and 3, we performed RNA velocity analyses, which indicated that the developmental differentiation of cholangiocytes either from hepatoblasts or through HCT are independent (Figs 1D and S1E). In line, refined analysis of cellular trajectory and fate transition probability using CellRank2 [32] indicated that a subset of hepatocytes from DDC-treated mice (called HCT) was characterized by an extremely high probability to become cholangiocytes (Fig 1E and 1F). Further arguing against HCT involving hepatocytes to transiently adopt a progenitor-like transcriptional program, no hepatocytes from DDC-treated mice displayed significant fate probability towards hepatoblasts (Figs 1F and S1E). Finally, the fraction of variable genes showing peak expression at intermediate stages during HCT was limited (9%; S1F Fig). Moreover, these genes were enriched for biological pathways shared with both hepatocytes and cholangiocytes (S1G Fig) and were not characterized by heightened expression in hepatoblasts (S1H Fig). Indeed, hepatocytes in intermediate stages in the HCT process still express hepatocyte markers [e.g., *Apoc3* (*A*polipoprotein C-III) or *Alb* (*A*lbumin)] and start expressing cholangiocyte markers [e.g., *Epcam* (*Epithelial cell adhesion molecule*)]) while lacking expression of typical progenitor genes [e.g., *Afp* (*Alpha fetoprotein*)] (Figs 1G and S1I).

**Fig 1:**
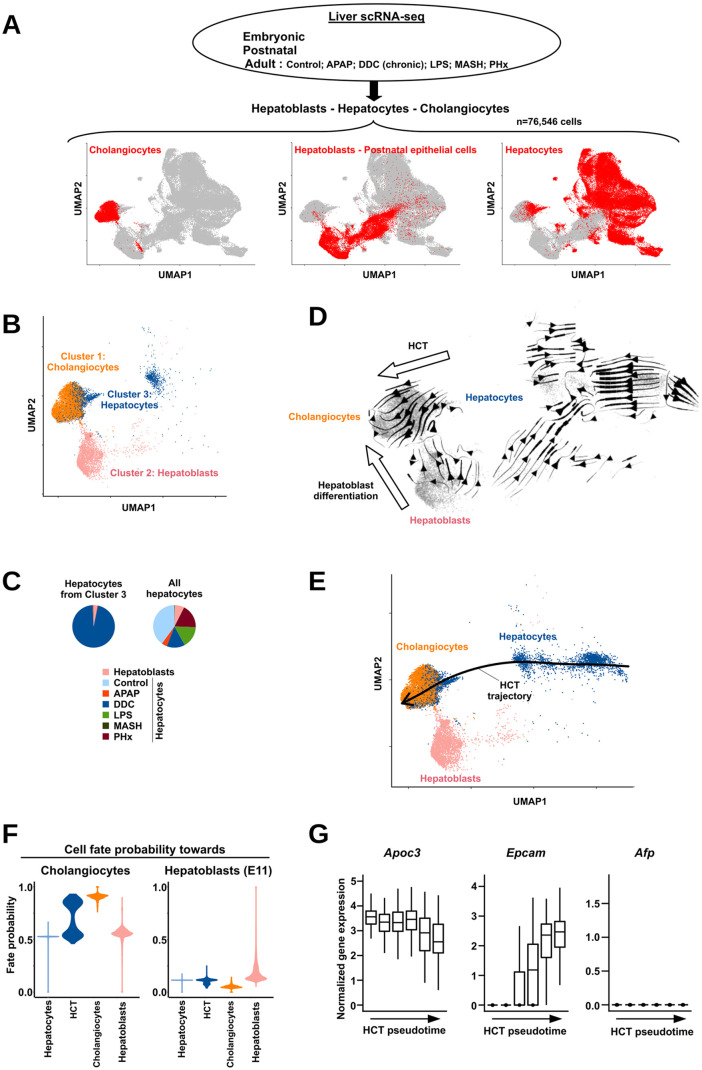
Characterization of HCT using a scRNA-seq atlas of mouse parenchymal liver cells. **(A)** Overview of datasets used to generate our mouse liver scRNA-seq atlas together with the UMAP projection of the obtained 76,546 individual cells and positioning of hepatoblasts (embryonic and postnatal cells), hepatocytes and cholangiocytes. Congruent expression of marker genes is shown in S1A Fig. **(B)** Data from A were used for cell clustering (S1B Fig). Shown here is a zoom of the UMAP projection highlighting the 3 clusters selected to further study HCT vs. developmental cholangiocyte differentiation. The indicated main cell type in clusters 1-3 stems from analyses shown in S1C Fig. **(C)** Pie charts showing the sample of origin of hepatocytes found in cluster 3 compared to all hepatocytes originally analyzed (panel A). **(D)** Results of RNA velocity analyses showing the cell transitions associated respectively with developmental differentiation of cholangiocytes from hepatoblasts and HCT. A magnification of the area containing cholangiocytes is shown in S1E Fig. **(E)** HCT trajectory inferred from pseudotime analyses is shown on the UMAP from panel A. The indicated directionality is in line with the RNA velocity data shown in panel D. **(F)** Violin plots showing the cell fate transition probabilities of individual cells from the indicated groups towards adult cholangiocytes (left) or towards hepatoblasts (embryonic day 11; right) obtained using CellRank [142]. HCT refers to hepatocytes from mice chronically exposed to DDC. **(G)** Boxplots showing the normalized expression of the indicated marker genes in discrete hepatocyte cell subsets along the course of HCT as defined using pseudotime analysis (see Materials and methods for details).

Altogether, these data indicate that HCT occurs through a process, which does not involve transient acquisition of a progenitor-like cell state.

### HCT is mainly characterized by induction of the transcriptional signature of monopolarized epithelial cells in hepatocytes

In order to characterize the transcriptional reprogramming underlying HCT, we compared the transcriptome of lineage-traced hepatocytes from DDC-treated mice with that from healthy hepatocytes and cholangiocytes obtained using bulk RNA-seq of sorted cells (see Materials and methods) [25,33]. When projected onto a space defined by the first two principal components from a principal component analysis (PCA) conducted on the transcriptomes of hepatocytes and cholangiocytes, hepatocytes undergoing HCT localized near cholangiocytes (Figs 2A and S2A). As expected, these data therefore verified that hepatocytes undergoing HCT in the liver of DDC-treated mice have a transcriptome similar to that of cholangiocytes. In line, gene set enrichment analysis (GSEA) indicated that genes characterized by enriched expression in cholangiocytes among the different liver cell-types (*n* = 57 obtained from [34] and denoted as Chol-enriched genes; S2 Table) were significantly biased towards up-regulated genes during HCT (Fig 2B). To unbiasedly assess the nature of the transcriptional reprogramming, enrichment analyses for biological or molecular pathways and their clustering by similarity was next performed using the database for annotation, visualization, and integrate discovery (DAVID) [35]. In line with a transdifferentiation process, genes down-regulated in hepatocytes undergoing HCT, when compared to healthy hepatocytes, were enriched for terms related to normal hepatocyte functions (S2B Fig). When up-regulated genes were considered, enriched terms pointed to archetypal epithelial cell features such as cilium and tight junctions (Figs 2C and S2C). GSEA further indicated that genes characterizing the human epithelial cell lineage identified in [36] (*n* = 837; hereafter denoted as Epith-Signature. See S2 Table) displayed significantly greater expression in hepatocytes undergoing HCT (Fig 2D). Similar results were obtained when using genes characteristic of the monopolar cell polarity (S2D Fig). Moreover, genes from the Epith-Signature were enriched in the subset of HCT up-regulated genes characterized by low basal expression in healthy hepatocytes and strong induction in HCT (*p*-value < 0.0001, chi-squared test; Fig 2E). Among those genes were commonly used cholangiocyte markers such as *Krt7* (*Keratin 7*), *Krt19* (*Keratin 19*), and *Epcam* (Fig 2E; over 60% of the Chol-enriched genes are comprised within the Epith-Signature). Consistent with these findings, comparing expression of genes from the Epith-Signature in different human cells from the epithelial lineage obtained from the Human Protein Atlas [37] indicated that, unlike cholangiocytes, hepatocytes were characterized by low expression levels (Figs 2F and S2E). Further indication that the transcriptome of hepatocytes differs from that of other epithelial cells, including cholangiocytes, was provided when mining the number of genes with high expression selectivity among individual epithelial cells [i.e., genes with a tau specificity index >0.9 when all individual epithelial cell types are considered [38]. Indeed, hepatocytes were characterized by the greatest number of specifically expressed genes, i.e., with low expression in the other individual epithelial cells, while cholangiocytes had very few (Fig 2G).

**Fig 2:**
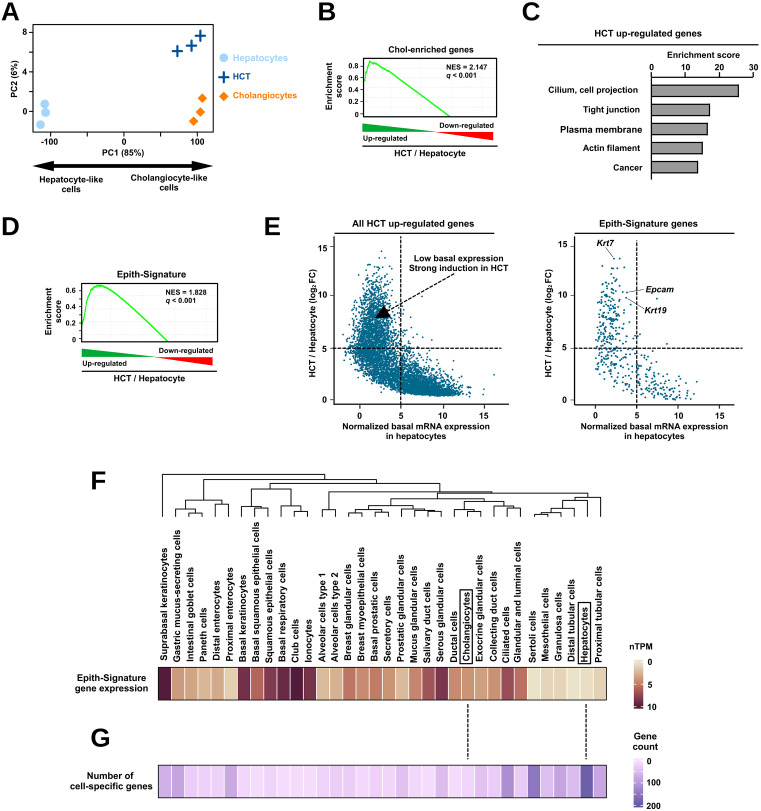
Activation of a *bona fide* epithelial gene transcriptional program characterizes HCT. **(A)** Transcriptomic changes induced in HCT were assessed by projecting datasets obtained from lineage-traced hepatocytes undergoing HCT from DDC-treated mice (denoted HCT) within a 2-dimensional space generated through a PCA performed using the transcriptome of healthy mouse cholangiocytes and hepatocytes (see the Materials and methods section for details). As indicated, the first principal component (PC1) is sufficient to separate hepatocyte-like from cholangiocyte-like cells as indicated. **(B)** Enrichment plot obtained using GSEA performed with the Chol-enriched genes [34] as the gene set and transcriptomic changes induced by HCT obtained by comparing bulk RNA-seq data from lineage-traced hepatocytes undergoing HCT from DDC-treated mice compared to that of control hepatocytes from healthy livers from [25]. NES stands for normalized enrichment score. **(C)** Functional annotation of genes up-regulated during HCT (*q*-value < 0.05; top 3,000 genes were further selected) performed using the DAVID tool [35]. Deregulated genes were obtained by mining data from [25] as described for panel B. Enriched terms were clustered by the DAVID tool and were named according to words repetitively used in the name of individual enriched terms within each cluster (S2C Fig). Top 5 clusters are displayed together with their enrichment scores (i.e., best enrichment score among individual terms within each cluster). **(D)** Enrichment plot obtained using GSEA performed with the Epith-Signature [36] as the gene set and transcriptomic changes induced by HCT defined as in panel B from [25]. NES stands for normalized enrichment score. **(E)** HCT up-regulated genes (left) or genes from the Epith-Signatures (right) were plotted according to their basal expression levels in healthy hepatocytes and their induction upon HCT. Dotted lines were used to highlight a subset of genes displaying low basal expression and strong induction during HCT. Commonly used cholangiocyte markers (i.e., *Krt7*, *Krt19*, *Epcam*) are individually highlighted. **(F)** Expression of genes from the Epith-Signature [36] was used to perform hierarchical clustering of the indicated individual human epithelial cell types (S2E Fig). The dendrogram issued from these analyses is displayed on the left of the heatmap, which shows the median expression of genes from the Epith-Signature in each individual epithelial cell types. Cholangiocytes and hepatocytes are highlighted using frames. nTPM stands for normalized transcripts per million. **(G)** Heatmap showing the number of genes specifically expressed in a given cell type among all epithelial cell types as defined using a stringent tau specificity index cut-off, i.e., tau > 0.9. Ranking of epithelial cell types is similar to that of panel F.

Altogether, these data indicate that a main event underlying HCT is induction of a conventional monopolarized epithelial cell gene signature, which is typically absent in healthy hepatocytes.

### Epithelial lineage TFs are repressed by the polycomb repressive complex 2 in hepatocytes

Mining transcriptional changes underlying HCT using a procedure similar to Fig 2A but applied only to TF-encoding genes generated similar results (Figs 3A and S3A). This revealed that changes in TF-encoding gene expression were fully informative with regards to capturing HCT, which prompted us to further characterize deregulated TFs as a mean to define drivers of HCT. Calling differentially expressed genes (*q-*value < 0.05) in hepatocytes that underwent HCT compared to healthy ones identified 115 down- and 423 up-regulated TF-encoding genes, respectively (S3 Table). As expected, down-regulated TFs comprised many Hep-ID TFs (S3B Fig) consistent with loss of hepatocyte identity upon HCT. With regards to up-regulated TFs, 82% of them were also significantly induced in cholangiocyte-like cells derived from hepatocytes in the mouse model of ALGS lacking an intrahepatic biliary system [12] (Fig 3B), consistent with a role for these identified up-regulated TFs in HCT.

**Fig 3:**
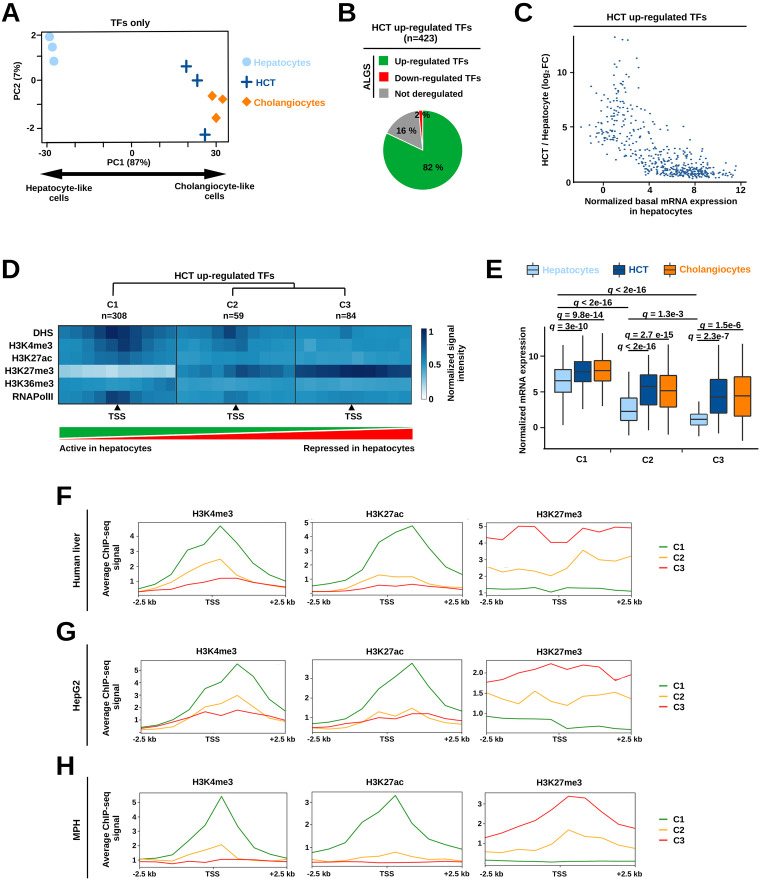
HCT involves induction of TF encoding genes epigenetically repressed in normal hepatocytes. **(A)** Analyses performed as in Fig 2A except only TF-encoding genes were considered. **(B)** TF-encoding genes up-regulated during HCT were obtained by comparing bulk RNA-seq data from lineage-traced hepatocytes undergoing HCT from DDC-treated mice compared to that of control hepatocytes from healthy livers from [25] (*q-*value < 0.05 and log_2_ FC > 0). The obtained gene list was monitored for changes in hepatocytes undergoing HCT in another mouse model, i.e., model of ALGS lacking an intrahepatic biliary system at birth [12]. In this second dataset, genes with *q-*value < 0.15 and log_2_ FC < 0 or > 0 were defined as down- or up-regulated, respectively. Genes with *q-*value > 0.15 were considered as “Not deregulated”. **(C)** Induction of TF-encoding genes upon HCT was compared to their basal expression levels in healthy mouse hepatocytes. A scatter plot showing individual TF-encoding genes is shown. **(D)** Average signal for chromatin accessibility (DHS) and indicated modified histones or RNA polymerase II (RNApolII) at TF-encoding gene promoters for the main 3 clusters identified by Spark [42]. The number of TF-encoding genes comprised in each cluster (C1 to C3) is indicated. Dendrogram of hierarchical clustering is also shown. The arrowheads indicate the position of the transcriptional start site (TSS) at the center of the 5 kb windows used for these analyses. **(E)** Box plot showing expression of TF-encoding genes from clusters C1–3 in mouse healthy hepatocytes or cholangiocytes as well as hepatocytes undergoing HCT from [25]. Statistical significance was assessed using two-way ANOVA with Dunnett’s multiple comparison post hoc test. (F**–**H) Average ChIP-Seq signals for indicated modified histones at promoters from clusters C1–3 (defined in panel D) in MPH **(E)**, human liver **(F)**, or HepG2 cells **(G)**. Low signal was arbitrarily set to 1. Signals are shown in windows of ± 2.5 kb around the genes TSS.

The up-regulated TFs displayed low basal expression levels in healthy hepatocytes, and were also the most strongly induced upon HCT (Fig 3C). These data suggest that a subset of up-regulated TFs might be originally repressed in hepatocytes. We therefore next characterized the promoters of up-regulated TFs in healthy hepatocytes by monitoring levels of chromatin accessibility [DNase I Hypersensitivity (DHS)] as well as levels of modified histones prototypically linked to gene activation [histone H3 lysine 4 trimethylation (H3K4me3) and lysine 27 acetylation (H3K27ac)], transcription (H3K36me3 and RNA Polymerase II) or repression (H3K27me3). We used DHS-seq and ChIP-seq data obtained from healthy mouse livers [hepatocytes overwhelmingly contribute to chromatin-based signals obtained using whole liver [39–41] or isolated mouse primary hepatocytes (MPH) (S4 Table). Using the Spark software [42], we identified 3 main clusters of promoters with divergent epigenetic patterns (Fig 3D). The largest cluster (C1) comprised promoters already active in normal liver with accessible chromatin and strong H3K4me3 and H3K27ac signals, while C2 and C3 gradually displayed features of inactive but transcriptionally competent or repressed promoters, respectively. In particular, promoters within C2 displayed moderate levels of both H3K4me3 and H3K27me3, i.e., potential bivalent promoters [43], while promoters in C3 were characterized by lack of any feature of gene activation concomitant with strong repressive H3K27me3 signals (Figs 3D and S4A). Mining single-nucleus ATAC sequencing data [44] confirmed the differences in promoter accessibility between the 3 clusters and did not reveal any difference between periportal and pericentral hepatocytes (S4B Fig). In line with the chromatin status of their promoters, TF-encoding genes from C2, and even more so from C3, displayed low basal expression in mouse hepatocytes but showed greater induction during HCT when compared to those from C1 (Fig 3E). Adding ChIP-seq data for the heterochromatin mark H3K9me3 to Spark did not significantly modify the clustering of up-regulated TF promoters (S5A Fig). In line, genes from C3 were not found within mouse liver chromatin domains primarily characterized by the presence of H3K9me3 [45] (S5B Fig). Consistently, promoters from C3 did not display DNA methylation, which is often found at H3K9me3 repressed genes [46] (S5C Fig). Biophysically identified heterochromatin regions in mouse hepatocytes, defined through sequencing of sonication-resistant heterochromatin [47], indicated that C3 promoters were found both in euchromatin and heterochromatin (S5D Fig). These findings further emphasize the role of H3K27me3 in repressing genes of alternative cell fates in these two chromatin compartments, independently of H3K9me3 [47,48].

We next aimed to define whether observations in mice are consistent with promoter epigenetic patterns found in humans using ChIP-seq data for H3K4me3, H3K27ac and H3K27me3 from human healthy livers [49] and human HepG2 cells [this study and [50]; S4 Table]. We found epigenetic patterns in human livers (Fig 3F) and HepG2 cells (Fig 3G) reminiscent of those observed in mouse hepatocytes (Fig 3D and 3H), which was in line with greater mRNA expression of C1 genes (S6A and S6B Fig). These data both verified the robustness of our clusters of TF-encoding gene promoters and indicated its human relevance.

Deposition of H3K27me3 is under the control of the polycomb repressive complex 2 (PRC2) and more particularly of the enzymes EZH1 and 2 (Enhancer Of Zeste 1 and 2 Polycomb Repressive Complex 2 Subunits) [51,52]. In line, mining ChIP-seq data from [53] (S4 Table) indicated that presence of H3K27me3 at TF-encoding gene promoters in mouse liver is linked to stronger recruitment of EZH2, especially for promoters from C3 (Fig 4A). Moreover, *Ezh1/2* deletion in mouse livers [47] (S4 Table) triggered both a decrease in H3K27me3 (Fig 4B) at the C2 and C3 genes and their transcriptional induction (Fig 4C). This translated into induction of the Epith-Signature and Chol-enriched gene sets (Fig 4D). Finally, treatment of HepG2 cells with pharmacological inhibitors of EZH1/2 (UNC1999 and valemetostat tosylate together referred to as EZHi), which decreased H3K27me3 levels (Fig 4E), also triggered concomitant derepression of TF-encoding genes from C2 and C3 as measured by RNA-seq analysis (Fig 4F).

**Fig 4:**
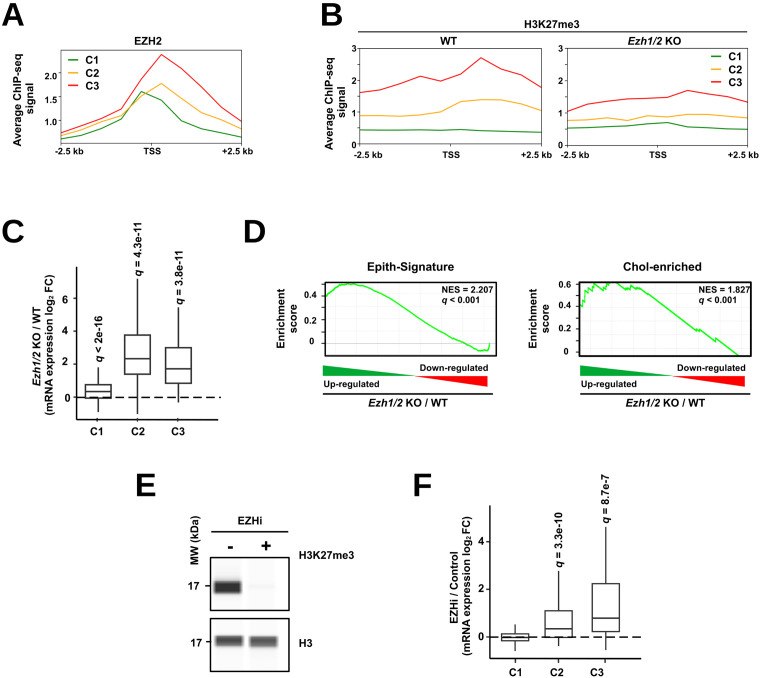
Polycomb-mediated repression of TF encoding genes up-regulated during HCT. **(A)** Average EZH2 ChIP-Seq signal at promoters from clusters C1–3 (defined in Fig 3) in the mouse liver. Low signal was arbitrarily set to 1. Signal is shown in a window of ± 2.5 kb around the genes TSS. **(B)** Average H3K27me3 ChIP-Seq signal at promoters from clusters C1–3 (defined in Fig 3) in the liver of wild-type (WT) mice or mice deleted for the *Ezh1* and *Ezh2* genes (*Ezh1/2* KO). Signal is shown in a window of ± 2.5 kb around the genes TSS. **(C)** Box plot showing transcriptional modulation of TF-encoding genes expression for clusters C1–3 (defined in Fig 3) obtained from RNA-seq performed on the livers of mice with deletion of both the *Ezh1* and *Ezh2* genes (*Ezh1/2* KO; *n* = 3) and wild-type mice (WT; *n* = 2) as the control [47]. One-sided one-sample Wilcoxon *t* test with Benjamini–Hochberg correction was used to determine if the median log_2_ FC was significantly above 0, i.e., any statistically significant increase in gene expression between livers of *Ezh1/2* ko and WT mice. **(D)** Enrichment plots obtained using GSEA performed with the Epith-Signature [36] or Chol-enriched genes [34] as the gene sets and transcriptomic changes induced by *Ezh1/2* deletion in the mouse liver (similar to panel C). NES stands for normalized enrichment score. **(E)** Immunoblotting performed using the Wes system to monitor levels of H3K27me3 and H3 in HepG2 cells treated or not with EZH1/2 inhibitors (EZHi). Data are representative of those obtained in 3 independent biological replicates. MW, molecular weight. **(F)** Box plot showing transcriptional modulation of TF-encoding genes expression for clusters C1–3 (defined in Fig 3) obtained from RNA-seq performed on HepG2 cells treated with EZH1/2 inhibitors or 0.2% DMSO as the control (*n* = 4 biological independent replicates). One-sided one sample Wilcoxon *t* test with Benjamini–Hochberg correction was used to determine if the median log_2_ FC was significantly above 0, i.e., any statistically significant increase in gene expression between EZHi-treated and control cells. The original data underlying this figure can be found at the Gene Expression Omnibus (GSE281717).

Altogether, these data indicate that HCT involves the induction of TF-encoding genes normally repressed through polycomb-dependent H3K27me3 in hepatocytes.

### Forced expression of the epithelial lineage TF GRHL2 promotes HCT

We next aimed to demonstrate a functional role for up-regulated TFs in HCT. In addition to being repressed in normal hepatocytes and highly induced upon HCT, TF-encoding genes from C3 displayed the highest tau lineage-specificity indexes calculated from gene expression in 13 human cell lineages (including the epithelial lineage) obtained from [37] (Fig 5A). We therefore reasoned that C3 comprises key TFs involved in the establishment of the alternative *bona fide* epithelial transcriptional program characterizing HCT. We therefore monitored individual TFs from C3 by simultaneously comparing: *i*) their expression enrichment in epithelial cells (ranking based on highest to lowest expression levels among aforementioned human cell lineages); *ii*) their level of induction upon HCT and *iii*) their presence in the Epith-Signature and Chol-enriched gene set. The TFs Grainyhead Like Transcription Factor 2 (GRHL2) and EHF (ETS Homologous Factor) emerged from these analyses as they were enriched in epithelial cells and cholangiocytes and strongly induced in HCT (Fig 5B). Interestingly, these TFs, together with OVOL1/2 (Ovo Like Transcriptional Repressors 1 and 2), had previously been suspected to inhibit epithelial–mesenchymal transition in cancer cells [54,55] with a hierarchically dominant position for GRHL2, which directly induces expression of EHF and OVOL2 [56,57] (Fig 5B). Moreover, GRHL2 is considered a master regulator of epithelial cell differentiation [58,59]. In line with our previous characterization of genes from C3, *Grhl2* displays H3K27me3-mediated repression in hepatocytes (Fig 5C). 

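BMEL cells are a cell line derived from embryonic mouse liver. The RNA-seq data comprised 8 samples harvested 48 h after transfection, 4 with the GRHL2 expression plasmid and 4 with the pcDNA3 control plasmid, numbered as replicates 1 to 4 in each group. The GRHL2 plasmid carries the human GRHL2 cDNA with a Flag tag together with enhanced green fluorescent protein, so the 2 plasmids differ by more than GRHL2. According to the methods, reads were mapped to the mm10 mouse genome with Hisat2 and counted on exons with HTSeq without regard to strand, genes with fewer than 10 cumulated reads were removed, and the regularized logarithm (rlog) of DESeq2 was divided by transcript length. The methods open this description with public data, and it was assumed to cover the BMEL samples too. The deposited table holds 18671 genes by mouse symbol. Although it is named for FPKM, its values run from -2.85 to 18.01, and 4.81% of them are below 0, so they were treated as log2 values. When the log2 of the mean GENCODE M21 transcript length in kb was added, the lower limit of the genes (1st percentile) moved by only 0.098 between groups of genes by length, against 2.47 without it. A log2 of FPKM would show this too, so the length check alone does not single out the rlog. As the methods name the rlog, the values were read as rlog values less the log2 of transcript length. The difference between 2 samples for one gene is then a difference of rlog values, which DESeq2 shrinks for genes with few reads, so the log2 fold changes given for this experiment understate the change of low genes. Read totals per sample cannot be read from such values, and the depth is unknown.
Differential expression was tested on all 18671 genes with limma (linear model, moderated statistic with a mean-variance trend, Benjamini-Hochberg adjustment). Gene sets were tested with fgsea on the difference of group means, and, with the samples as replicates, by an exact two-sided permutation test of each sample's median over the set. With 4 samples against 4, the smallest p-value of this exact test is 0.0286. Samples with the same replicate number deviated together from their group means (mean Pearson's r across genes 0.558, against -0.183 for samples with different numbers), so results with the replicate number as a block are given beside those without it. The negative value largely follows from the positive one, because deviations from a group mean cancel out within the group. In the GRHL2 samples, replicates 1 and 2 were closer to each other than to replicates 3 and 4 (Spearman's correlation across genes), whereas in the control samples replicate 1 was closer to replicates 3 and 4 than to replicate 2. The difference of replicates 1 and 2 from replicates 3 and 4 was shared by the 2 groups (Pearson's r 0.746 across genes), more than that of replicates 1 and 3 from 2 and 4 (0.184) or of 1 and 4 from 2 and 3 (0.213). No batch is named in the sample labels, and differences were also computed within replicates 1 and 2 and within replicates 3 and 4. Replicates 3 and 4 were the closest pair in each group. At the 749 genes with the highest values, the spread of their difference was 1.42 times the expected sampling noise in the GRHL2 samples and 1.66 times in the control samples, whereas at genes with an rlog level from 8 to 9 it was 0.82 and 0.80 times. The expected noise takes the rlog level as the log2 of the read number, and the rlog lowers the spread of genes with fewer reads. As the legend of S7B Fig names 4 independent biological replicates, they were kept as separate samples.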

We next set out to experimentally define if GRHL2 could induce expression of genes reminiscent of those activated upon HCT in bipotential mouse embryonic liver (BMEL) cells, which have the ability to differentiate both in hepatocytes and cholangiocytes [60,61]. 

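Grhl2 (ENSMUSG00000022286; GRCm38 chromosome 15, 37233036 to 37363569, plus strand) had an rlog-based value of 6.24 ± 0.55 (SD, n = 4) in BMEL cells transfected with the GRHL2 plasmid and 4.53 ± 0.12 (SD, n = 4) in control cells. This is a log2 fold change of 1.71 (standard error 0.22, adjusted p = 0.00100, limma). All 4 GRHL2 samples were above all 4 control samples (exact permutation test, two-sided, p = 0.0286). The table lists mouse symbols, and the plasmid carries the human cDNA, so the part of this difference that comes from plasmid-derived reads is not known. The difference was 2.00 in replicates 1 and 2 and 1.42 in replicates 3 and 4.
Across the 18671 genes, limma called 1957 genes higher and 1104 genes lower in the GRHL2 samples at an adjusted p under 0.05. With the replicate number as a block, 3396 genes were higher and 2589 lower, and 3048 of the 3061 genes called without the block were called again. A log2 fold change required to be beyond 1 left 32 higher and 9 lower genes. The share of calls that were higher was 63.9%, and it was 75.9% when each sample's upper quartile was set to the same value and 77.0% when the samples were scaled to the same sum. It was 56.7% with the replicate block and 58.7% without the mean-variance trend. Among genes with a mean value of at least 5, a limit chosen after seeing the data, it was 44.3%. The excess of higher calls thus depends on genes with low values.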

Ectopic expression of GRHL2 (Figs 5D and S7A Fig) triggered induction of a cholangiocyte-like transcriptional program. Indeed, RNA-seq data mining using biological pathway enrichment analyses indicated that expressing GRHL2 in BMEL cells increased the expression of genes related to cell fate commitment including epithelial cell differentiation (Figs 5E and S7B and S5–S6 Tables). 

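Among the genes called by limma, with all 4 GRHL2 samples apart from all 4 control samples, the 5 largest increases were those of Egr1, Epcam, Cldn4, Grhl2 and Prss22. The rlog shrinks the differences of genes with few reads, so this ranking, like that of the decreases, favours genes with many reads. Egr1 (GRCm38 chromosome 18, 34859823 to 34864984) rose from 5.70 ± 0.39 (SD, n = 4) to 7.73 ± 0.57 (SD, n = 4), a log2 fold change of 2.03 (adjusted p = 0.00124). Prss22 (chromosome 17, 23993534 to 23998100) rose from 5.75 ± 0.041 (SD, n = 4) to 7.38 ± 0.23 (SD, n = 4), a log2 fold change of 1.63 (adjusted p = 2.76e-05). The largest decreases were those of Ifit3 (log2 fold change -1.88), Ifit1 (-1.63), Ppp1r15a (-1.45), Ifit3b (-1.26) and Ddit3 (-1.24), with adjusted p-values from 1.85e-05 to 0.000757. Ifit3 and Ifit3b are neighbouring paralogs whose reads the counting could have split. Of the TFs that the paper names together with GRHL2 and EHF, Ovol1 had a log2 fold change of 0.59 (standard error 0.088, adjusted p = 0.00210) and Ovol2 one of 0.40 (standard error 0.047, adjusted p = 0.000549), and their GRHL2 samples lay above all control samples. The paper lists larger log2 fold changes, 2.43 for Ovol1 and 6.26 for Ovol2, against 3.32 for Egr1. The pathway terms of Fig 5E were not analysed here.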

In line, GSEA pointed to stimulation of expression of the Epith-Signature and Chol-enriched genes (Fig 5F). Accordingly, when BMEL were grown in three-dimensional Matrigel, GRHL2 promoted acquisition of cell aggregates with a cystic organization (Figs 5G, 5H, and S8) typically adopted by cholangiocytes [62,63].

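Of the 835 Epith-Signature genes listed in S2 Table, 655 were in the deposited table, and of the 57 Chol-enriched genes, 44 were, after matching symbols without regard to case. Ranked on the difference of group means, as in the methods, the Epith-Signature had a normalized enrichment score (NES) of 2.72 and the Chol-enriched genes one of 2.44. For each, the p-value over 10000 gene permutations was the smallest that they could give (0.000115 and 0.000161), and the adjusted p over 8 gene sets was 0.000323. Because genes are not independent replicates, the limma camera test, which allows for a preset correlation between genes, was run too and gave adjusted p-values over the 8 sets of 1.07e-13 and 3.37e-13. With the samples as the replicates, the median log2 fold change was 0.093 for the Epith-Signature (exact permutation test, two-sided, p = 0.0286, n = 4 against 4) and 0.19 for the Chol-enriched genes (exact permutation test, two-sided, p = 0.0286, n = 4 against 4). With sign flips within the same-numbered pairs as the replicate block, the p-value of both was 0.125, the smallest that 4 pairs allow. The exact permutation p of 0.0286 does not set these sets apart. All 8 sets except the Hep-enriched genes reached it, the C1 cluster with lower values. The Hep-enriched and C3 genes had the same adjusted fgsea p of 0.000323, with NES of 1.92 and 2.01. The median was 0.100 in replicates 1 and 2 and 0.084 in replicates 3 and 4 for the Epith-Signature, and 0.25 and 0.16 for the Chol-enriched genes. In the Epith-Signature, 529 of 655 genes were higher in the GRHL2 samples and 234 were called up, or 35.7% against 9.56% of the other genes (Fisher's exact test, two-sided, p = 9.44e-70). Among the Chol-enriched genes, 24 of 44 were called up and 1 was called down. From the enrichment of both sets, together with the pathway terms, the paper states that GRHL2 triggered a cholangiocyte-like transcriptional program in BMEL cells.

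**Figure D1:**
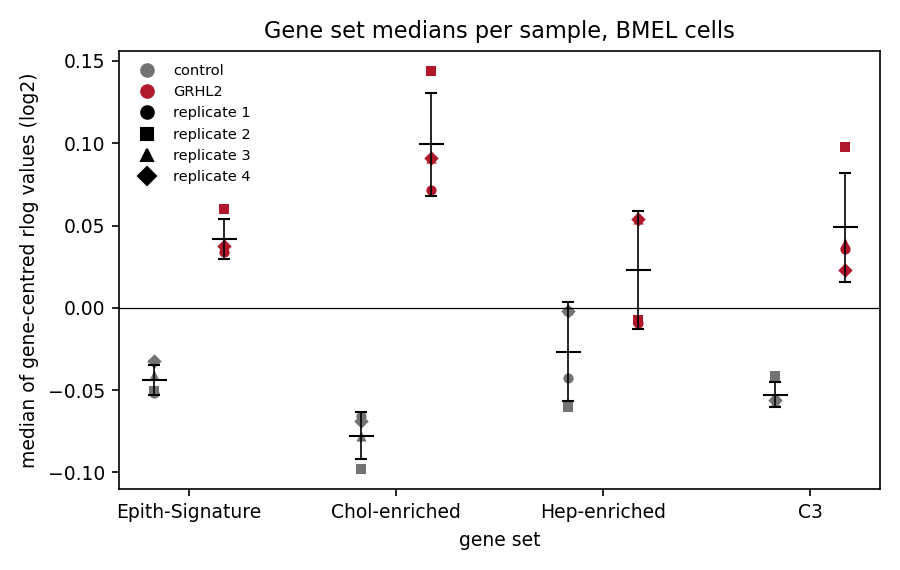
Median, over the genes of each set, of the gene-centred rlog-based values in each of the 8 samples (log2 scale), with control samples in grey and GRHL2 samples in red, the marker shape giving the replicate and the bars the mean and SD of 4 samples. The 4 GRHL2 samples lie above the 4 control samples for the Epith-Signature, the Chol-enriched genes and the C3 genes, and the groups overlap for the Hep-enriched genes.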

**Fig 5:**
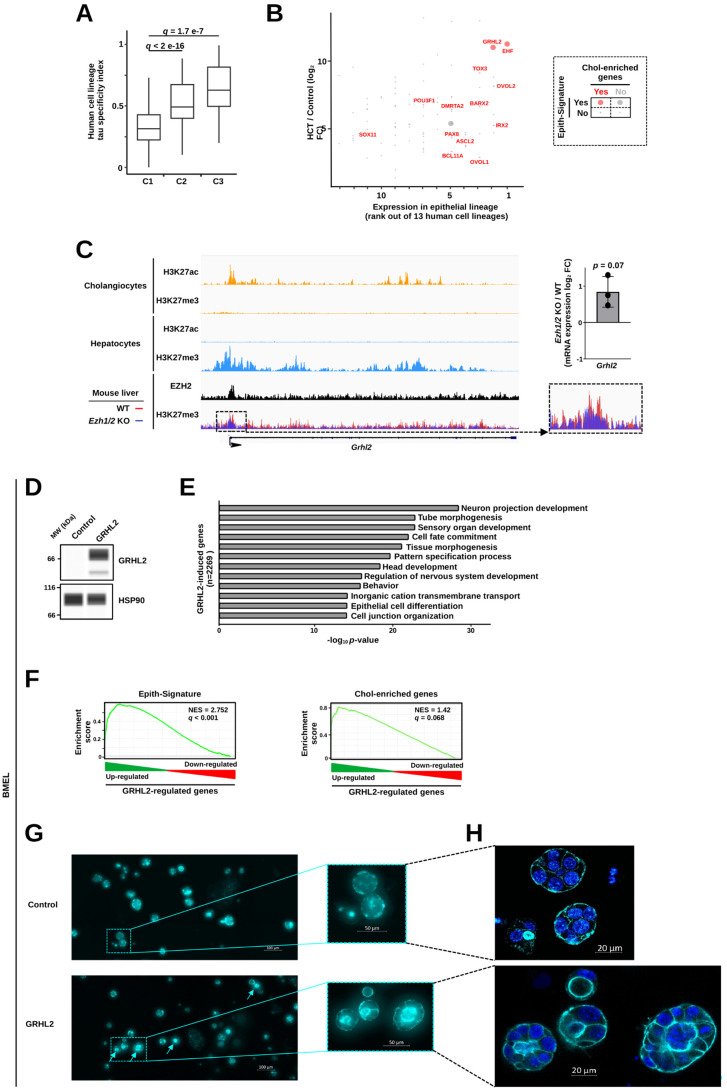
HCT involves induction of the master epithelial lineage TF GRHL2. **(A)** Box plot showing the tau specificity indexes of TF-encoding genes from clusters C1–3 defined in Fig 3. Thirteen human cell lineages (epithelial cells and adipocytes, blood and immune cells, endocrine cells, endothelial cells, germinal cells, glial cells, mesenchymal cells, muscle cells, neuronal cells, pigment cells, tropoblast cells and undifferentiated cells) were used to compute the tau specificity index using the tspex tool [136]. Gene expression in a given cell lineage was defined as the median expression of individual cell types comprised in that lineage. Statistical significance was assessed using a Kruskal–Wallis test with Dunn’s multiple comparison post hoc test. **(B)** Scatter plot of individual TF-encoding genes from cluster C3 (as defined in Fig 3) showing their expression in the epithelial lineage (based on data from panel A; lineages were ranked from highest to lowest expression levels for each gene) and their induction levels upon HCT (similar to those used in Fig 3). Additionally, presence of individual TF-encoding genes within the Epith-Signature was highlighted using large dots while identification as a cholangiocyte-enriched gene among liver cell types was highlighted using red dots. **(C)** Integrated Genomics Viewer (IGV) [141] was used to visualize the indicated ChIP-seq profiles from mouse primary cholangiocytes, hepatocytes or liver at the *Grhl2* gene. H3K27ac and H3K27me3 ChIP-seq data from cholangiocytes and hepatcoytes were processed similarly and visualized on the same scale in the two cell types. H3K27me3 ChIP-seq signals in the mouse liver of WT and *Ezh1/2* KO mice were overlayed and a magnification of the *Grhl2* promoter area is shown on the right together with a bar graph showing changes in *Grhl2* expression in the liver these animals computed from RNA-seq data [47]. Mean ± SD together with individual biological replicates are shown. Two-sided one-sample *t* test was used to de*t*ermine if the mean of log_2_ FC was statistically different from 0. **(D)** Immunoblotting performed using the Wes system to monitor GRHL2 and HSP90 levels in BMEL cells transfected with a GRHL2 expression plasmid or an empty control construct. Data are representative of those obtained in 3 independents biological replicates. MW, molecular weight. **(E)** Bar plot showing biological term enrichments (top 12) within genes upregulated upon GRHL2 ectopic expression in BMEL cells, i.e., genes with log_2_ FC > 0 and *q*-value < 0.05 as defined through RNA-seq analyses on 4 independent biological replicates. Data were obtained using Metascape [126]. **(F)** Enrichment plots obtained using GSEA performed with the Epith-Signature [36] or Chol-enriched genes [34] as the gene sets and transcriptomic changes induced by GRHL2 ectopic expression in BMEL cells (RNA-seq data from 4 independent biological replicates used in panel E). NES stands for normalized enrichment score. **(G)** BMEL cells were transfected with a GRHL2 expression plasmid or an empty control construct and grown in Matrigel. Representative images of obtained aggregates stained with phalloidin are shown. The arrows point to cystic cell aggregates. **(H)** Cell aggregates highlighted in the zoomed areas from panel G were further analyzed using confocal microscopy in order to better display the differences in their organization highlighting the cyst structures adopted by BMEL cells overexpressing GRHL2. Images were acquired using LSM confocal microscopy. To smooth the images, LSM image processing was applied, and due to the low signal in control images, a median filter was also used to improve image quality. The original data underlying this figure can be found at the Gene Expression Omnibus (GSE281717).

To more directly assess the ability of GRHL2 to promote HCT, we performed similar experiments in the HepG2 hepatic cell line (Figs 6A and S7C). Although the global reprogramming of the transcriptome was less pronounced than in BMEL cells (S7B and S7D Fig and S7 and S8 Tables), GRHL2 again promoted expression of an archetypal epithelial transcriptional program as judged both through biological pathway enrichment analyses (Fig 6B) and GSEA using the Epith-Signature and Chol-enriched gene sets (Figs 6C and S7E). This was not associated with a decrease in hepatocyte-enriched gene expression (S7F Fig and S2 Table). To further characterize how GRHL2 induces transcriptional reprogramming, we defined its cistrome using chromatin immunoprecipitation (ChIP)-seq in HepG2 cells. Importantly, the GRHL2 binding sites we identified in HepG2 cells (top 10,000 peaks) also displayed recruitment of endogenous GRHL2 previously defined in primary human bronchial epithelial (HBE) cells [64] or an ovarian epithelial cancer cell line [65–67] (S4 Table), albeit with lower enrichment (Fig 6D). This indicated that, while forced TF expression can lead to spurious chromatin binding and gene regulation, chromatin binding of ectopically expressed GRHL2 in hepatocytes recapitulates that of the endogenously expressed protein [64,68]. Moreover, the CistromeGO tool [69] indicated that GRHL2 peaks from HepG2 cells were enriched near genes related to terms consistent with transcriptional remodeling towards an archetypal epithelial cell program such as cell adhesion and junction (Fig 6E). We next inspected GRHL2 ChIP-seq data at genes selected on the basis of their induction upon HCT and GRHL2 ectopic expression as well as their presence in the Epith-Signature and/or cholangiocyte-enriched gene list. In addition to the previously identified GRHL2 target genes *EHF*, *CLDN4* (*Claudin 4*) and *RAB25* (*RAB25, Member RAS Oncogene Family*) [56,62], these analyses also pointed to direct regulation of genes such as *ESRP1* (*Epithelial splicing regulatory protein 1*), *ITGA3* (*Integrin Subunit Alpha 3*), *ITGB8* (*Integrin Subunit Beta 8*), *JUP* (*Junction* Plakoglobin), and *KRT7* (Fig 6F and 6G and S9 Table). These genes have a proven role in establishment and maintenance of epithelial cell identity and epithelium integrity [62,70–74]. 

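In BMEL cells, 6 of the 9 genes of S9 Table were called higher in the GRHL2 samples by limma. Cldn4 had a log2 fold change of 1.71 (standard error 0.072, adjusted p = 3.24e-06), and Rab25 one of 0.61 (standard error 0.050, adjusted p = 0.000120). Jup, which encodes junction plakoglobin, had a log2 fold change of 0.35 (standard error 0.078, adjusted p = 0.0134). These genes, like Ehf, Esrp1 and Krt7, had all 4 GRHL2 samples above all 4 control samples (exact permutation test, two-sided, p = 0.0286). Itga3 rose by 0.17 (standard error 0.069), and its adjusted p was 0.117 without the replicate block and 0.00230 with it. Without the block, its adjusted p was 0.0474 with the samples scaled to the same sum and 0.0687 with an equal upper quartile. Itgb8 was near the lower end of the table, at -0.75 ± 0.018 (SD, n = 4) in GRHL2 samples and -0.76 ± 0.018 (SD, n = 4) in control samples, and its difference of 0.0086 did not exceed the spread between replicates (adjusted p = 0.679, limma).

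**Figure D2:**
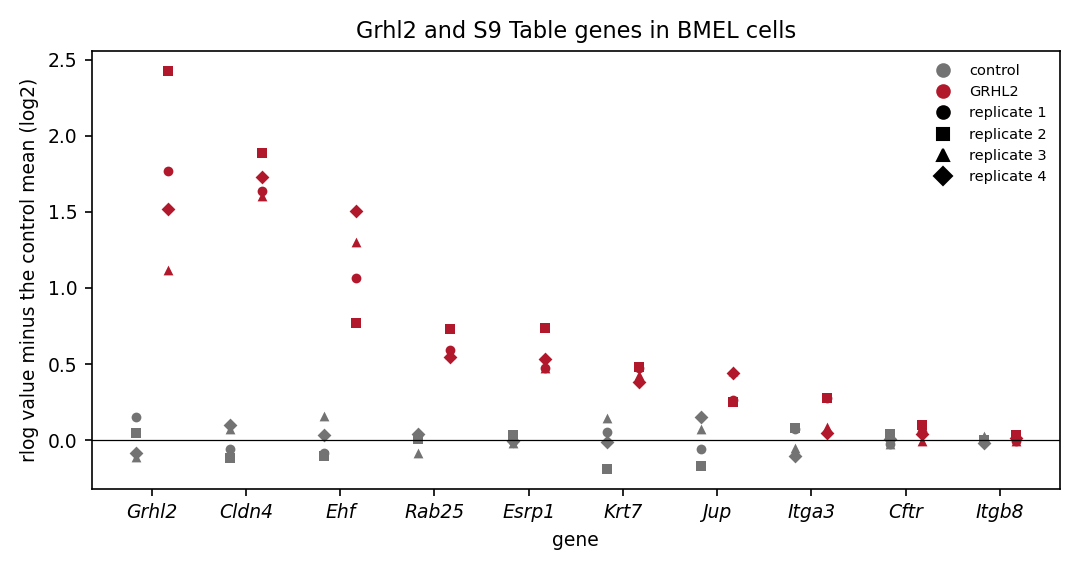
Rlog-based value of Grhl2 and the 9 genes of S9 Table in each sample, less the mean of the 4 control samples (log2 scale), with control samples in grey and GRHL2 samples in red and the marker shape giving the replicate. The GRHL2 samples lie above the control samples for Grhl2, Cldn4, Ehf, Rab25, Esrp1, Krt7 and Jup, and the groups overlap for Itga3, Cftr and Itgb8.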

The sensitivity of these genes to GRHL2-mediated up-regulation was further supported by their induction upon moderate ectopic expression of GRHL2 (S9 Fig). As an additional model of human hepatocytes, we used differentiated HepaRG cells [75,76]. GRHL2 overexpression in these cells (Fig 6H) also triggered induction of *CLDN4*, *EHF, JUP*, *KRT7*, and *RAB25* (Fig 6I). We also induced GRHL2 expression in human organoids issued from EPCAM-positive cells expanded in three-dimensional Matrigel and induced to differentiate according to [77]. We found that this procedure gives rise to a population of cells expressing both hepatocyte and cholangiocyte markers [78]. GRHL2 triggered moderate induction of several of its target genes concomitant with reduced expression of the *ALB* and *CYP3A4* (*Cytochrome P450 family 3 subfamily A member 4*) hepatocytes markers (Fig 6J).

**Fig 6:**
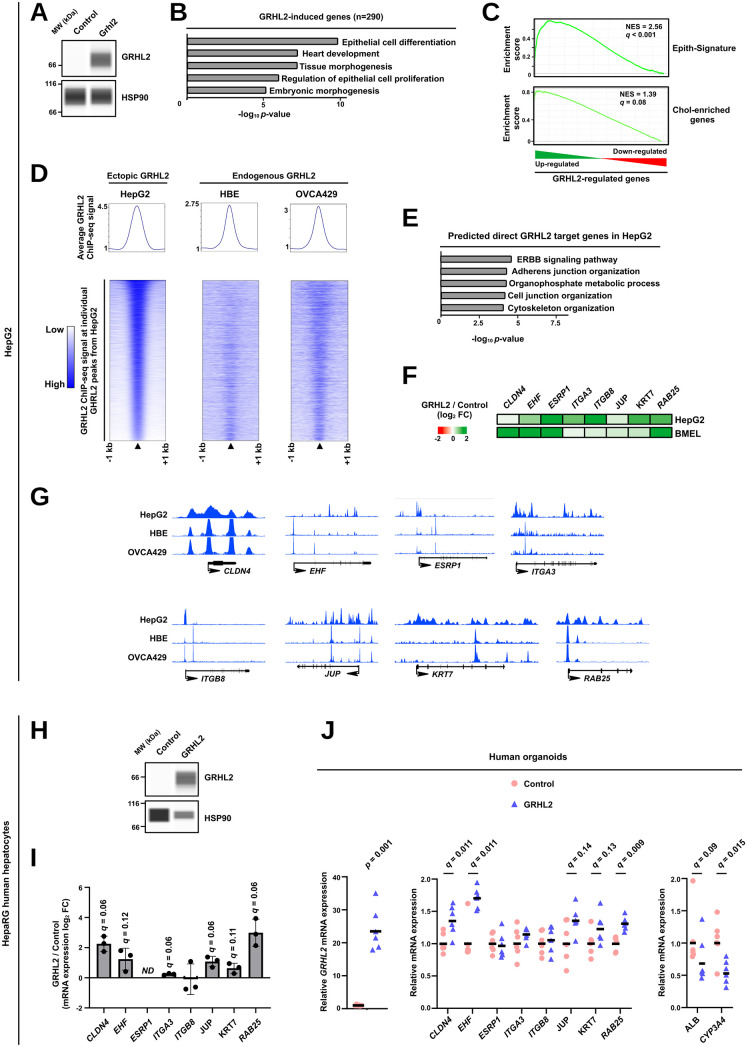
GRHL2 ectopic expression in hepatocytes triggers induction of epithelial genes involved in HCT. **(A)** Immunoblotting performed using the Wes system to monitor GRHL2 and HSP90 levels in HepG2 cells transfected with a GRHL2 expression plasmid or an empty control construct. Data are representative of those obtained in 3 independents biological replicates. MW, molecular weight. **(B)** Bar plot showing biological term enrichments (top 5) within genes upregulated upon GRHL2 ectopic expression in HepG2 cells, i.e., genes with log_2_ FC > 0 and *q*-value < 0.05 as defined through RNA-seq analyses on 4 independent biological replicates. Data were obtained using Metascape [126]. **(C)** Enrichment plot obtained using GSEA performed with the Epith-Signature [36] or Chol-enriched genes [34] as the gene sets and transcriptomic changes induced by GRHL2 ectopic expression in HepG2 cells (RNA-seq data from 4 independent biological replicates used in panel B). NES stands for normalized enrichment score. **(D)** The top 10,000 GRHL2 binding sites identified in HepG2 cells were used to monitor GRHL2 ChIP-seq signal from the indicated cells. Human bronchial epithelial (HBE) are primary human bronchial epithelial cells while OVCA429 is an ovarian epithelial cancer cell line. Both average ChIP-seq signal (top; background signal was arbitrarily set to 1) and signal at individual binding sites (heatmap at the bottom) are shown in 2 kb regions centered on GRHL2 peaks. Individual binding sites were ranked according to the GRHL2 ChIPseq signal from HepG2 cells. GRHL2 binding sites and ChIP-seq signal in HepG2 cells were defined from 4 independent biological replicates (see Materials and methods). **(E)** Bar plot showing biological term enrichments (top 5) within genes predicted to be directly targeted by GRHL2 in HepG2 cells by the CistromeGO tool [69] on the basis of identified GRHL2 binding sites. **(F)** Heatmap showing changes in expression of the indicated genes in the RNA-seq data obtained from HepG2 or BMEL (Fig 5) cells ectopically expressing GRHL2. **(G)** Integrated Genome Browser (IGB) [140] was used to visualize GRHL2 ChIP-seq profiles from HepG2, HBE and OVCA429 (same datasets as those used in panel D) at the indicated target genes (*CLDN4*, *EHF*, *ESRP1*, *ITGA3*, *ITGB8*, *JUP*, *KRT7*, and *RAB25*). **(H)** Immunoblotting performed using the Wes system to monitor GRHL2 and HSP90 levels in HepaRG cells differentiated into hepatocytes and electroporated with a GRHL2 expression plasmid or an empty control construct. Data are representative of those obtained in 4 independents biological replicates. MW, molecular weight. **(I)** RT-qPCR data showing the expression of the indicated GRHL2 target genes in HepaRG cells differentiated into hepatocytes and electroporated with a GRHL2 expression plasmid or an empty control construct (*n* = 3). Log_2_ FC in gene expression in cells expressing GRHL2 compared to control cells (transfected with an empty plasmid) are shown in the bar graph, which displays means ± SD together with individual biological replicates. Two-sided one-sample *t* test with Benjamini–Hochberg correction was used to de*t*ermine if the mean of log_2_ FC was statistically different from 0. ND stands for not detected. The numerical values of all biological replicates can be found in the S1 Data file. **(J)** RT-qPCR data showing the relative mRNA expression of *GRHL2* (left), its target genes (middle) or hepatocyte markers (right) in human organoids transduced with GRHL2 or GFP encoding AAV3 (*n* = 6). Individual data together with the geometric means (horizontal bars) are shown. Fold changes were obtained using the average of the control group, arbitrarily set to 1 for each analyzed gene, as the reference. One-sided Mann–Whitney *U* test with Benjamini–Hochberg correction for multiple testing was performed to determine whether gene expression was significantly induced upon GRHL2 ectopic expression. The numerical values of all biological replicates can be found in the S1 Data file. The original data underlying this figure can be found at the Gene Expression Omnibus (GSE281717).

Finally, the impact of forced GRHL2 expression in mouse hepatocytes in vivo was assessed following hydrodynamic tail vein injection of the GRHL2-encoding plasmid (Figs 7A and S10A) or injection of recombinant adeno-associated viruses (AAV8) (Figs 7B and S10B). Reminiscent of our in vitro findings, we observed that GRHL2 induces expression of the cholangiocyte-enriched epithelial genes *Cldn4*, *Ehf*, *Esrp1*, *Itga3*, *Itgb8*, *Jup*, *Krt7*, and *Rab25* when expressed in hepatocytes in vivo (Fig 7C and 7D). Concomitantly, expression of hepatocyte marker genes such as *Alb*, *Gsta3* (*Glutathione S-transferase, alpha 3*) or *Fmo5* (*Flavin containing monooxygenase 5*) was reduced (Fig 7E). Expression of the hepatic bile acid exporter *Abcb11* (*ATP-binding cassette, sub-family B member 11*; *Bsep*) was also diminished while that of *Cyp3a11* was increased, changes characterizing mice with altered hepatic bile acid metabolism [79,80]. While the liver architecture was not affected after 1 week (S10C Fig), dramatic histological alterations to the hepatocyte parenchyma, characterized by gained heterogeneity in cell shape and size (Figs 7F and S10C), and to immune cell infiltration (S10D Fig) was observed after 2 weeks.

**Fig 7:**
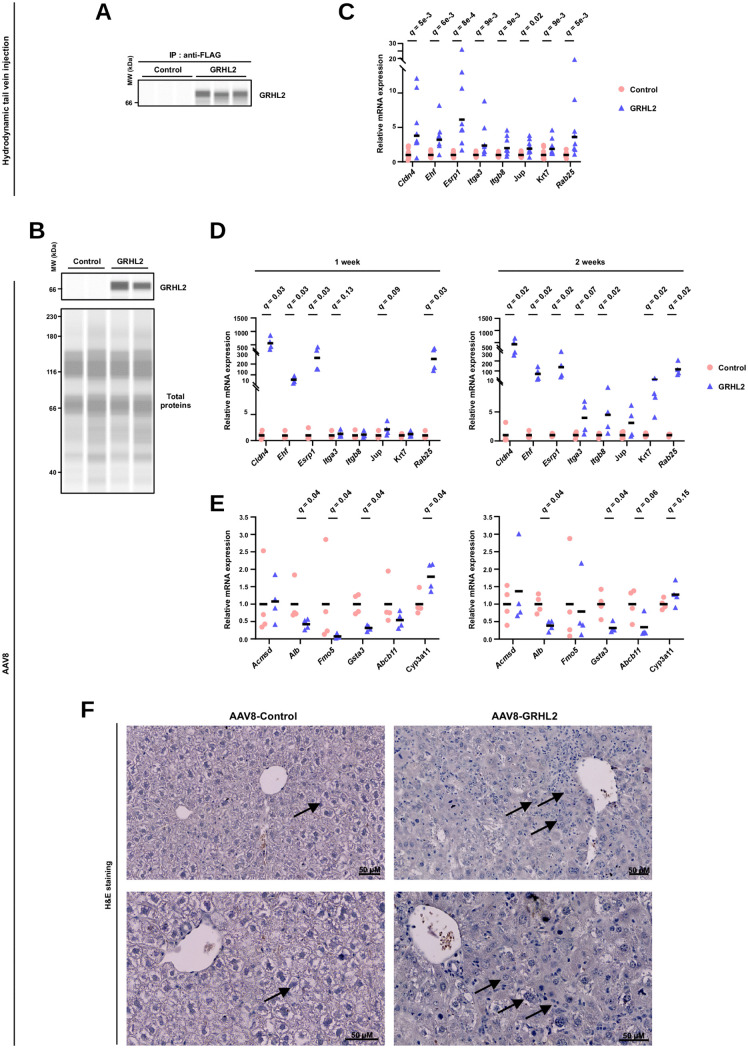
GRHL2 ectopic expression triggers HCT in vivo in the mouse liver. **(A)** Immunoblotting performed using the Wes system to monitor GRHL2 levels in the liver of mice subjected to hydrodynamic injection with the flag-tagged GRHL2-encoding plasmid or an empty construct (control). Nuclear extracts from individual mouse livers (3 mice per experimental group) were subjected to immunoprecipitation with an antibody against flag and immunoblotted using an anti-GRHL2 antibody. S10 Fig shows the immunoprecipitation specificity control. MW, molecular weight. **(B)** Immunoblotting performed using the Wes system to monitor GRHL2 levels in the liver of mice injected with GRHL2 or GFP (control) encoding AAV8. Nuclear extracts from individual mouse livers (2 mice per experimental group) were prepared after 1 week and subjected to immunoblotting using an anti-GRHL2 antibody. A total protein assay was used for loading control. MW, molecular weight. **(C)** RT-qPCR data showing the relative mRNA expression of the indicated GRHL2 target genes in the liver of mice subjected to hydrodynamic injection with the flag-tagged GRHL2-encoding plasmid (*n* = 8 mice) or an empty construct (control; *n* = 9 mice). For each gene, data for individual mice are shown together with the geometric mean (horizontal bar). Fold changes were obtained using the average of the control group, arbitrarily set to 1 for each analyzed gene, as the reference. One-sided Mann–Whitney *U* test with Benjamini–Hochberg correction for multiple testing was performed to determine whether gene expression was significantly induced upon GRHL2 ectopic expression. The numerical values of all individual mice can be found in the S1 Data file. **(D)** RT-qPCR data showing the relative mRNA expression of the indicated GRHL2 target genes in the liver of mice 1 or 2 weeks after being injected with GRHL2 (*n* = 4 mice) or GFP (control; *n* = 4 mice) encoding AAV8. For each gene, data for individual mice are shown together with the geometric mean (horizontal bar). Fold changes were obtained using the average of the control group, arbitrarily set to 1 for each analyzed gene, as the reference. One-sided Mann–Whitney *U* test with Benjamini–Hochberg correction for multiple testing was performed to determine whether gene expression was significantly induced upon GRHL2 ectopic expression. The numerical values of all individual mice can be found in the S1 Data file. **(E)** RT-qPCR data showing the relative mRNA expression of the indicated hepatocyte marker genes in the liver of mice 1 or 2 weeks after being injected with GRHL2 (*n* = 4 mice) or GFP (control; *n* = 4 mice) encoding AAV8. Data were plotted and analyzed as in panel D. The numerical values of all individual mice can be found in the S1 Data file. **(F)** Representative images obtained using liver slices from mice injected with GRHL2 or GFP (control) encoding AAV8 stained with hematoxylin and eosin (H&E) after 2 weeks. The arrows show the archetypal hepatocyte structure in the control livers which contrasts with the heterogenous cell shapes observed in GRHL2 overexpressing livers. Additional images are shown in S10C Fig.

Taken together, these results indicate that GRHL2 promotes direct HCT through activation of genes characteristic of an archetypal epithelial cell program.

### Induction of GRHL2 in hepatocytes undergoing HCT in human livers

We and others have reported that livers of patients with end-stage chronic liver diseases are characterized by populations of hepatocytes displaying signs of HCT, i.e., concomitant loss of hepatocyte identity gene expression and induction of cholangiocyte markers [11,13–15,81,82]. To assess GRHL2 expression and its link to HCT in human livers, we first used samples from patients with ALD-related decompensated cirrhosis. Fragments of healthy liver samples from patients subjected to liver resection due to hepatic tumors were used as control in these experiments. First, we found that GRHL2 expression was induced in patients with liver failure both at the mRNA and protein levels (Fig 8A and 8B). This was associated with decreased EZH2 and H3K27me3 levels in those livers (Fig 8B). To define that GRHL2 was specifically induced in hepatocytes, we monitored its mRNA levels in RNA-seq-based transcriptomic data previously obtained using microdissection of hepatocyte-enriched areas from those livers [14]. Compared to control samples, GRHL2 expression was induced in ALD-related liver failure (log_2_ FC = 1.38, *q-*value = 0.11), which correlated with the induction of genes defined as up-regulated during HCT as well as genes from the Epith-Signature (Fig 8C). Moreover, unlike control tissues which stained positive for GRHL2 in cholangiocytes only, GRHL2 immunostaining in livers from ALD patients was positive not only in neoductules but also in hepatocytes found at the border of the regenerative nodules next to the fibrotic bands (Figs 8D, S11A, and S11B). Immunofluorescence co-staining of GRHL2 and albumin (ALB) showed a gradual increase in GRHL2 together with a gradual loss of ALB staining in hepatocytes bordering the fibrotic scar (S11C Fig). Additional co-staining for KRT7 further revealed triple-positive cells at the scar interface (Figs 8E, S11D, and S11E), in line with HCT occurring in this specific micro-environment in human cirrhotic livers [83]. Single-nuclei RNA-seq data analysis of human livers at different stages of MASLD [11] showed increased GRHL2-expressing hepatocytes in end-stages of the disease (i.e., cirrhosis and liver failure) when compared to healthy control livers (S12A–S12D Fig). Moreover, GRHL2 expression was found in hepatocytes acquiring mixed expression of hepatocyte and cholangiocyte identity genes consistent with its HCT-promoting activities (S12E Fig). Finally, GRHL2 immunostaining in samples from patients with liver failure due to primary biliary cholangitis (PBC) or PSC also revealed GRHL2-positive hepatocytes (Figs 8F and S13).

**Fig 8:**
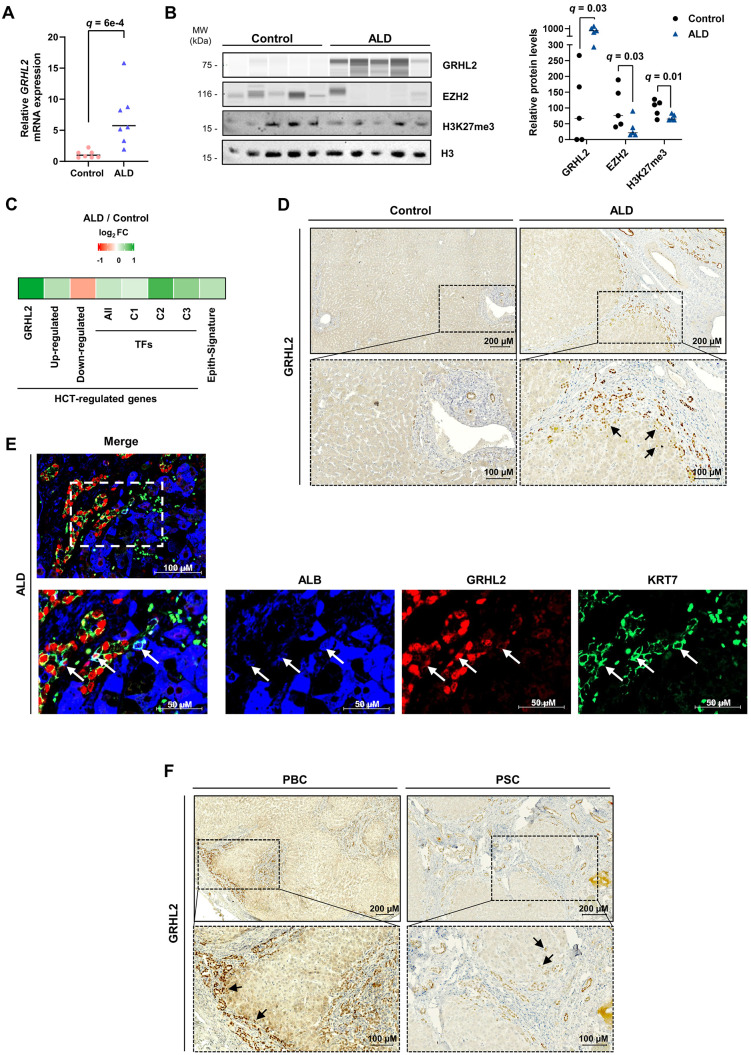
Hepatocytes in end-stage human chronic liver diseases express GRHL2 and epithelial genes associated with HCT. **(A)** RT-qPCR data showing relative *GRHL2* mRNA expression in human samples from control and ALD-related liver failure (*n* = 7). Data from individual samples are shown together with the geometric mean (horizontal bar). Fold changes were obtained using the average of the control group, arbitrarily set to 1. One-sided Mann–Whitney *U* test was performed to determine whether GRHL2 expression is significantly higher in samples from the liver failure group. The numerical values of all individual samples can be found in the S1 Data file. **(B)** Immunoblotting performed using the Wes system to monitor GRHL2, EZH2, H3K27me3, and H3 levels in human samples from control and ALD-related liver failure (*n* = 5). The bar graph on the right shows results of signal quantifications normalized to H3. One-tailed Mann–Whitney *U* test with Benjamini–Hochberg correction for multiple testing was used to define whether protein levels were significantly higher in samples from the liver failure group. MW, molecular weight. The numerical values of all individual samples can be found in the S1 Data file. **(C)** RNA-seq analyses using microdissected hepatocyte-enriched areas from control and ALD-related human liver failure from our previous study [14] (*n* = 5 and 7 for the control and liver failure groups, respectively) were used to monitor differential expression of *GRHL2* or the indicated previously defined groups of genes (median log2 FC is reported). **(D)** Representative immunostaining of GRHL2 in human livers from the control and ALD-related liver failure groups. Results obtained with liver samples from 5 patients are provided in S11A and S11B Fig Zoomed images of the area delimited by the dotted rectangles are shown at the bottom. Arrows point to examples of GRHL2-positive hepatocytes. **(E)** Co-immunostaining of the hepatocyte marker Albumin (ALB; in blue), GRHL2 (in red), and the cholangiocyte marker KRT7 (in green) in ALD-related human liver failure (Patient ALD#1 also used in panel D and in S11C–S11E Fig). Zoomed images of the area delimited by the dotted rectangle in the top image are shown at the bottom. Arrows indicate triple positive cells for ALB, GRHL2, and KRT7. Additional fields are shown in S11C–S11E Fig. **(F)** Representative immunostaining of GRHL2 in human livers from patients with PBC- or PSC-related liver failure. Results obtained with liver samples from 3 patients with PBC or PSC are provided in S13 Fig, respectively. Zoomed images of the area delimited by the dotted rectangles are shown at the bottom. Arrows point to examples of GRHL2-positive hepatocytes.

Overall, these data indicate that induction of GRHL2 characterizes HCT in human livers.

## Discussion

Hepatocyte plasticity is of primary importance for the regenerative potential of the liver. As such HCT assists the liver when coping with compromised or exhausted renewal potential of cholangiocytes [12,84]. Thus, understanding the molecular basis of HCT is of primary interest for regenerative medicine in the field of bile duct diseases including ALGS and intrahepatic biliary injuries such as PBC and PSC [85]. Beyond such conditions, HCT has also been described as a feature of end-stage disease-associated hepatocytes in ALD and MASLD [11,14,15]. In this specific context, whether HCT is indicative of ongoing regeneration in cirrhotic livers or is a phenomenon contributing to precipitate liver failure remains to be established.

Changes to the hepatocyte microenvironment are main drivers of HCT. For instance, cytokines such as transforming growth factor beta are instrumental in inducing this process [12,86,87], which occurs in human ALD-related cirrhosis at the scar interface (this study and [83]). Here, we show that HCT is linked to expression of GRHL2 in hepatocytes lining the fibrotic bands in livers of patients with end-stage ALD, PBC, and PSC. This implies that loss of hepatocyte intercellular junctions and interaction with stiff extracellular matrices likely also contribute to HCT. Indeed, this can lead to activation of the Hippo/YAP signaling pathway, a well-established driver of cholangiocyte differentiation and bile duct development [14,88,89]. Moreover, alterations in the unique multi-polarization of hepatocytes could also contribute to reprogram their transcriptomes. Indeed, modulation of the cellular polarity during differentiation processes is not merely a consequence, but rather actively contributes to cell fate decisions [90,91]. Hence, HCT is most probably triggered by a complex interplay of signals. Defining how these different mechanisms operate in concert to drive HCT and, in particular, how they are functionally connected with the activities of TFs such as GRHL2 will further improve our understanding of this process.

Previous reports have posited that hepatocytes acquire a progenitor-like hepatobiliary identity in injured livers [84]. However, this assumption has usually been based on the co-expression of a limited number of hepatocyte- and cholangiocyte-specific markers including notably SOX9 [18,19]. However, careful examination of data reported in [17] indicates that only a limited subset of the genes induced in so-called “progenitor-like cells” have stronger expression levels in hepatoblasts than in hepatocytes. Moreover, this study also pointed to gene induction in these cells involving transcriptional enhancers different from the ones active in hepatoblasts. Although relying on data issued from hepatocyte lineage tracing is not possible in humans, scRNA-seq analysis of livers from patients with MASLD-associated liver failure pointed to HCT occurring in the absence of cells displaying a progenitor-like state [11]. These findings are consistent with our study, which also indicates that ectopic GRHL2 expression is sufficient to directly induce HCT genes in mature hepatocytes. Altogether, these data establish that HCT is a direct conversion process not requiring reversion to a progenitor-like cellular state.

Our study points to induction of a transcriptional program characterizing archetypal epithelial cells with a single apico-basal axis as the primary gene expression reprogramming event underlying HCT. In this context, GRHL2 induces epithelial genes such as genes involved in tight junctions and promotes acquisition of cyst-like structures. GRHL2 induced expression of some classical cholangiocyte markers (e.g., *KRT7*), but not all commonly used ones, indicating GRHL2 is most likely not sufficient to drive full HCT. 

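In the BMEL cells, Krt7 (GRCm38 chromosome 15, 101411043 to 101430313) rose from 12.79 ± 0.14 (SD, n = 4) in control samples to 13.23 ± 0.047 (SD, n = 4) in GRHL2 samples, a log2 fold change of 0.44 (standard error 0.066, adjusted p = 0.00201, limma). Epcam rose from 6.43 ± 0.053 (SD, n = 4) to 8.18 ± 0.087 (SD, n = 4), with an adjusted p of 4.59e-07. Krt19 had a log2 fold change of 0.16 and an adjusted p of 0.0732, or 0.0109 with the replicate block. Its control replicate 2 lay at 14.86, below the other 3 control samples. Sox9 had a log2 fold change of 0.35 (adjusted p = 0.0805) and Sox4 one of 0.20 (adjusted p = 0.112), and with the replicate block their adjusted p-values were 0.000510 and 0.00758.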

GRHL2’s role in promoting HCT is most probably incorporated into a network of collaborating TFs. For instance, GRHL2 promoted expression of the epithelial transcriptional regulators *EHF* and *ESRP1* [92,93]. Accordingly, spatial transcriptomics in human cirrhotic livers indicated that areas where HCT occurs are enriched for expression of GRHL2 and several of its target genes we identified in our study including *ESRP1* [83]. 

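In BMEL cells, Ehf (GRCm38 chromosome 2, 103263433 to 103303278, minus strand) had values of 6.27, 5.97, 6.51 and 6.71 in GRHL2 replicates 1 to 4, against 5.12, 5.10, 5.36 and 5.24 in the control replicates. Its log2 fold change was 1.16 (standard error 0.14, adjusted p = 0.000594, limma), and it stayed between 1.04 and 1.29 with each sample left out in turn. Esrp1 (chromosome 4, 11331933 to 11386783, minus strand) had a mean of 3.58 ± 0.13 (SD, n = 4) in GRHL2 samples and 3.03 ± 0.022 (SD, n = 4) in control samples. Its log2 fold change was 0.56 (standard error 0.054, adjusted p = 0.000246), with a range of 0.49 to 0.58 when samples were left out.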

Besides forming the bile ducts, a subset of cholangiocytes is also equipped with the ability to modify the hepatocyte-secreted bile and control its flow [94]. This involves genes such as *Cystic Fibrosis Transmembrane Conductance Regulator* (*CFTR*), which were not significantly induced by GRHL2 in our experimental models. 

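In BMEL cells, Cftr (GRCm38 chromosome 6, 18170687 to 18322768, plus strand) had a value of 0.77 ± 0.043 (SD, n = 4) in GRHL2 samples and 0.72 ± 0.032 (SD, n = 4) in control samples. The log2 fold change of 0.046 (standard error 0.024) gave an adjusted p of 0.224 (limma), and the groups overlapped (exact permutation test, two-sided, p = 0.171). With the replicate block the adjusted p was 0.0625, and each GRHL2 sample was higher than the control sample of the same number. After a correction for GC content, chosen after seeing the data, the log2 fold change was 0.079 and the adjusted p 0.0328, or 0.0113 with the replicate block. The value of Cftr is near the lower end of the table, where the rlog leaves little of a difference between samples.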

Additional regulatory pathways such as those induced by retinoic acid may be required to further modulate cholangiocyte functionalities [95]. Besides *GRHL2*, we also confirmed the previously described induction of *SOX4* (*SRY-Box Transcription Factor 4*) (S3 Table). In addition to promoting HCT by operating as a pioneer factor, SOX4 also directly represses the hepatocyte transcriptional program [96]. We also observed reduced expression of hepatocyte markers upon GRHL2 ectopic expression in vivo in mouse hepatocytes together with profound alteration of the hepatic parenchyma structure. These data suggest that GRHL2 contributes to the repression of hepatocyte identity although this warrants further investigation. Finally, GHRL2-induced changes in gene expression in HCT may also result from the regulation of non-coding RNAs such as *MIR122* [97,98].

Induction of the cholangiocyte transcriptional program involves epigenetic remodeling events including removal of H3K27me3. A recent assessment of the epigenetic control of HCT identified a role for enzymes controlling H3K36me3 (NSD1 and KDM2A) but not for EZH and H3K27me3 [99]. However, *Ezh1* and *Ezh2* were silenced individually, which most probably explains these results since these two enzymes are redundant in hepatocytes and combined deletion of the two genes is required to trigger loss of H3K27me3 [100]. In ALD-related liver failure samples, we found decreased EZH2 and H3K27me3 levels, whose functional consequences is supported by a recent study showing that even a transient PRC2 inhibition is sufficient to trigger irreversible induction of TF encoding genes [101]. A role for H3K27me3 in controlling hepatoblast-to-cholangiocyte differentiation has been reported in a study showing that EZH2 inhibition promotes cholangiocyte differentiation [102]. This is in line with our findings that loss of EZH2-mediated repression is involved in HCT even if HCT does not per se phenocopy the developmental process. Hence, a better understanding of the precise kinetics of epigenetic remodeling events and their functional connection to TF activities along the course of HCT is warranted.

## Materials and methods

### Ethics statement

Work performed in this study using human samples is authorized by the Lille ethical committee (Lille University Hospital), and informed consent was obtained from all subjects. The research was carried out according to the World Medical Association Declaration of Helsinki. All animal studies were performed in compliance with EU specifications regarding the use of laboratory animals and have been approved by the Nord-Pas de Calais Ethical Committee (CEEA-075; approval numbers 44535-2023030722295795 v6 and 30418-20210824091242 v8).

### Cell culture, transfection, and treatments

HepG2 cells were cultured in William’s E medium (Gibco, 22551022) supplemented with 10% FBS (Life, SVF30160.03), 20 mU/mL bovine insulin (Sigma, I5550), 50 mM dexamethasone (Sigma, D1756), and 100 U/mL penicillin-streptomycin (Gibco, 15140). Plates were coated with gelatin 1 g/L (Sigma, G1890). BMEL cells, described in [60], were cultured in RPMI 1640 Glutamax (Gibco, 61870-044), supplemented with 10% FBS (EuroBio, CVFSVF00-01), 30 mg/mL IGFII (PeproTech, 100-12-100 µg), 50ng/mL mouse EGF (PeproTech, 315-09-1 mg), 10 µg/mL bovine insulin, and 100 U/mL penicillin-streptomycin. BMEL cells were grown on type I collagen-coated plates. All cells were grown at 37°C in a humidified atmosphere with 5% CO_2_.

HepaRG cells previously described in [75] were seeded at the density of 2.6 × 10^4^ cells/cm^2^ and maintained in a Williams E medium supplemented with 10% FCS, 100 units/mL penicillin, 100 µg/ml streptomycin, 5 µg/mL insulin, and 5 × 10^−5^ M hydrocortisone hemisuccinate. After 15 days, cells were maintained in the same medium supplemented with 2% dimethyl sulfoxide (DMSO) for 2 more weeks to obtain complete hepatocyte differentiation. Differentiated cells were then detached with trypsin and resuspended in Williams E medium without DMSO prior to electroporation.

RT-qPCR analyses indicated that *GRHL2* expression was low or not detectable in all these cell lines when grown in basal conditions.

Pharmacological inhibition of EZH1 and EZH2 was obtained by treating cells with a combination of 1µM of UNC1999 (Target Mol, T3057) [103] and 1µM of Valemetostat Tosylate (MedChem Express, 1809336-93-3) [104] for 4 days. DMSO 0.02% was used as control.

Plasmids were transfected either in HepG2 cells or BMEL cells using JetPrime (Polyplus transfection) according to the manufacturer’s instruction. The GRHL2 encoding construct was purchased from VectorBuilder. It allowed for expression of the GRHL2 cDNA (NM_024915.4) fused to a flag tag under the control of an *EEF1A1* (*EF1A*) promoter. This bicistronic construct also allowed for expression of enhanced green fluorescent protein, which was leveraged to monitor transfection efficiency using green fluorescence microscopy. The pcDNA3 vector (Invitrogen) was used as control. Cell culture medium was refreshed after 24 h and cells were harvested 48 h after transfection.

Plasmids were electroporated in differentiated HepaRG cells using the Neon electroporation system (Thermo Fisher Scientific) as previously described [105]. Briefly, 10^6^ HepaRG cells were electroporated with 2 µg of control or GRHL2 encoding plasmids with a single pulse of 1,500 volts for 20 ms. The cells were then plated at low density (2.6 × 10^4^ cells/cm^2^) in Williams E medium without DMSO. After 24 hours, the medium was renewed. Forty-eight hours after electroporation, the cells were harvested in ice-cold phosphate-buffered saline (PBS), scraped and pelleted by centrifugation at 400 g during 5 min.

### Three-dimensional cell culture

BMEL cells transfected using JetPrime as detailed hereabove were 48 h latter used for three-dimensional culture in Matrigel (Corning, 356255). 20,000 cells were resuspended in 5 µL of culture medium and gently mixed with 30 µL of Matrigel using a pre-chilled pipette tip, taking care to avoid introducing air bubbles. Matrigel-embedded cells were deposited at the center of pre-warmed Ibidi plates (IBIDI, 80806). Plates were incubated at 37°C for 20 min to allow the Matrigel to solidify before adding complete medium to each well.

### RNA extraction and gene expression analyses using real-time PCR

Tissues were homogenized using Minilys and 1.4 mm Ceramic beads (Bertin Technology) (3 × 15 s, 5,000 rpm). Total RNA was extracted from cell lines and tissues using the Nucleospin RNA kit (Macherey-Nagel, 740955) following the manufacturer’s protocol. RNA was reverse-transcribed using high-capacity cDNA Reverse Transcription Kit (Applied Biosystem). Quantitative PCR (qPCR) was performed on a QuantStudio 3 (Applied Biosystem) with the Fast program (Applied Biosystem) using the PowerTrack SYBR Green Master Mix (Applied Biosystem). The specificity of amplification was checked by recording the dissociation curves, and the PCR efficiency was verified to be above 95% for each primer pair. mRNA levels were normalized to the average expression of housekeeping genes (*TBP* only for human livers and organoids) and the fold induction was calculated using the ∆∆CT method. The sequences of primers used are listed in S10 Table. To measure *GRHL2* and *EHF* mRNA expression levels, duplex real-time PCR using the TaqMan technology (Applied Biosystem) was performed. FAM (6-carboxyfloresceine)-labeled probes against *GRHL2* (ThermoFisher, Hs00227745) and VIC (2′-chloro-7′phenyl-1,4-dichloro-6-carboxy-fluorescein)-labeled probes against ribosome RNA 18S (housekeeping control) were used together with the TaqMan Fast Advanced Master Mix (Applied Biosystem) according to the manufacturer’s instructions.

Alternatively, RNA integrity and quantity were evaluated using the Agilent 2100 Bioanalyser (Agilent Technologies) before samples were used for library preparation and high-throughput sequencing.

### Protein extraction

#### Total cellular extracts.

For total protein extraction, cells were washed twice with ice-cold PBS, scraped and pelleted by centrifugation at 400 g during 5 min. Cell pellets were resuspended in high salt lysis buffer [25 mM Tris-HCl pH 7.5, 500 mM NaCl, 1 mM EDTA, 0.5% NP40, 0.9 mM Na Butyrate, 0.1 mM NA^+^ Orthovanadate (Sigma, 450243), deacetylase inhibitor cocktail (MCE; HY-K0030), 83 U/µL Benzonase (Sigma, E1014-25KU) and protease inhibitor cocktail (PIC) (Roche; 63592800)]. After 10 min of incubation at 4°C, samples were sonicated twice for 10 min (10 cycles of 30 s ON/ 30 s OFF) with Bioruptor Pico (Diagenode). Samples were next centrifugated at 16,000*g* for 5 min at 4°C and supernatants were transferred to new tubes. An aliquot was used to determine protein concentration using the Pierce BCA protein assay kit (Thermo scientific) and Laemmli 6× (175 mM Tris-HCL pH 6.8, 15% glycerol, 5% Sodium docetyl sulfate (SDS), 300 mM Dithiothreitol (DTT), and 0.01% Bromophenol blue) was added.

#### Chromatin fractionation.

Human liver tissues were homogenized in Buffer A (10 mM HEPES pH 7.5, 10 mM KCl, 1.5 mM MgCl2, 340 mM sucrose, 10% glycerol, 1 mM DTT, PIC) and Triton X-100,0.1% using Polytron (Fisher Scientific, IKA T10 basic ULTRA-TURRAX), followed by 10 min incubation at 4°C. Then, samples were centrifuged at 1,300*g* for 5 min at 4°C and supernatants were transferred to new tubes subjected to centrifugation at 1,3,000*g* for 5 min at 4°C in order to remove any insoluble material. Cell pellets were washed with buffer A once and subsequently incubated in solution B (3 mM EDTA, 0.2 mM EGTA, 1 mM DTT, and PIC) for 30 min at 4°C. Samples were centrifuged at 1,700*g* for 5 min at 4°C and supernatants were discarded. Chromatin pellets were washed a first time with solution B and a second time with PBS, and then resuspended in buffer C (50 mM Tris–HCl pH 8.0, 1 mM MgCl_2_, and 83 U/µl benzonase). Samples were incubated for 20 min at 4°C before protein quantification and addition of Laemmli buffer 6× as indicated hereabove.

#### Nuclear extract and Immunoprecipitation.

For mouse experiment, the posterior right lobe was systematically used for protein extraction. Liver samples were filtered through 0.7 µm filters in 1mL of cold PBS and transfered onto 1.5 mL Eppendorf. Samples were centrifugated at 400*g* at 4°C during 5 min and supernatants were removed. Pellets were suspended into 500 µL of hypotonic buffer (20 mM of Tris-HCl pH 8.0, 10 mM of NaCl, 3 mM of MgCl_2_, 0.4% NP40, 5mM of sodium butyrate (Sigma, 303410), PIC, phosphatase, and deacetylase inhibitor cocktails and incubated 5 min at 4°C. Samples were spin at 600*g* at 4°C during 5 min and supernatants were transfer into new tubes (cytoplasmic fraction). Pellets were suspended in 200 µL of nucleus lysis buffer (25 mM of Tri pH 8.0, 500 mM of NaCl, 1 mM of EDTA, 0.5% of NP40, PIC, 5 mM of sodium butyrate, PIC, phosphatase, and deacetylase inhibitor cocktails. After 20 min of incubation at 4°C, samples were sonicated for 10 min (10 cycles of 30 s ON/30 s OFF) with Bioruptor Pico and then centrifugate at max speed during 5 min at 4°C. Soluble fractions (nuclear extract) were collected and transfer into new tubes. 500 µg of nuclear extract was used per immunoprecipitation and 2 volume of dilution buffer (25 mM of Tris pH 8.0, 500 mM of NaCl, 1 mM of EDTA, 0.5% of NP40, PIC, 5 mM of sodium butyrate, PIC, phosphatase, and deacetylase inhibitor cocktails) was added. Samples were incubated with 2 µg of antibody [anti-IgG and anti-flag (listed in S11 Table)] overnight at 4°C under rotation. Dynal magnetic beads (Sigma, A9418) (5 µL of protein A and 5 µL of protein G per IP) were washed 3 times in PBS-BSA. Beads were block in 500 µL of PBS-BSA (5 mg/mL) overnight at 4°C under rotation before been added into samples. After 4 h of incubation at 4°C, samples were washed 4 times with cold washing buffer (25 mM Tris-HCl pH 8.0, 150 mM NaCl, 1 mM EDTA, 0.2% NP40, PIC, 5 mM of sodium butyrate, PIC, phosphatase, and deacetylase inhibitor cocktails), each time 5 min under rotation at room temperature. Samples were eluted in 40 µL of Laemmli.

### Western blotting

Twenty µg of proteins were separated by 15% SDS-PAGE and immunodetected using primary antibodies (listed in S11 Table). Detection was achieved using HRP-conjugated secondary antibodies (Sigma-Aldrich). Images were acquired with an iBrigth CL1500 Imaging System (Thermo Fisher Scientific).

### Simple western immunoassays (Wes)

Protein extracts were analyzed using a Wes system (Protein Simple) according to the manufacturer’s instructions. Samples were diluted in 0.1× sample buffer 2 (Protein Sample). Final protein concentrations used in our assays ranged from 0.4 to 0.5 mg/mL. Separation was performed using the 12–230 kDa capillary cartridges. Primary antibodies used are listed in S11 Table. Secondary antibodies were provided by the manufacturer (PS-MK14 and PS-MK15, Protein Simple). Data were analyzed using the Compass software (Protein Simple). Quantifications were obtained using the area under the peak of the protein of interest. Total protein loading control was performed using the chemiluminescent total protein assay (Protein Simple, DM-TP01).

### Chromatin immunoprecipitation (ChIP)

HepG2 (5 × 10^6^ cells) were transfected with GRHL2 plasmid using JetPrime (Polyplus transfection) according to the manufacturer’s instruction. Cells were collected 48 h after transfection, washed with PBS, and fixed with 1% formaldehyde (Thermo Scientific; 28908) for 10 min at room temperature (RT) before quenching by incubation with 125 mM of glycine for 5 min. After 2 washes with ice-cold PBS, cells were scraped and pelleted by centrifugation at 600 *g* for 5 min at 4°C. Cell pellets were incubated for 10 min in 0,25% Triton X-100, 10 mM EDTA, 10 mM HEPES, 0.5 mM EGTA, and span 5 min at 600*g* at 4°C. Supernatants were removed and cell pellets were resuspended and incubated 10 min in 0.2 M NaCl, 1 mM EDTA, 10 mM HEPES, 0.5 mM EGTA, followed by 5 min of centrifugation at 4°C at 600*g*. Nuclei were then resuspended in 600 µL of lysis buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS) and sonicated (45 cycles 30 s ON/30 s OFF). All buffers were supplemented with PIC (Roche). Chromatin (30 µg for input, H3K27ac and H3K27me3 ChIP and 200 µg for GRHL2 ChIP) was diluted 10-fold in dilution buffer (20 mM Tris HCl pH 8.0, 1% Triton X-100, 2 mM EDTA, 150 mM NaCl) and incubated overnight at 4°C with 2 μg of anti-H3K27me3 antibody, 2 μg of anti-H3K27ac antibody or 1.5 µg of anti-flag antibody (Sigma, F1804) combined with 1.5 µg of anti-GRHL2 antibody (antibodies are listed in S11 Table). Protein A/G sepharose beads (GE Healthcare) were added and samples were incubated for 4 h at 4°C under agitation in the presence of 10 μg/mL yeast tRNA (Sigma-Aldrich, R5636). Beads were washed three times with RIPA buffer (50 mM HEPES, 1 mM EDTA, 0.7% Na Deoxycholate, 1% NP40 and 500 mM LiCl) containing 10 μg/mL yeast tRNA and once with TE buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA). DNA was then eluted in 100 mM NaHCO3 containing 1% SDS and incubated overnight at 65°C for reverse cross-linking. DNA purification was performed using Nucleospin PCR and Gel purification kit (Macherey Nagel, 740609). ChIPed DNA and input samples were subjected to high-throughput sequencing and were further analyzed as described hereafter.

### Histology, immunohistochemistry and immunofluorescent assays

Liver samples were fixed with 4% paraformaldehyde (PFA; mouse samples) or buffered formalin (human samples) and embedded in paraffin. 4 µm-thick tissue sections were stained with hematoxylin and eosin or underwent an antigen retrieval step with sodium citrate solution (pH 6.0) during 21 min at 110°C into TintoRetriever Pressure Cooker (Bio SB) for immunostaining. Sections were then sequentially incubated with 0.1% Triton X-100 in Tris-Buffered Saline (TBS) for 10 min at 4°C, Bloxall Endogenous Blocking solution (Vector Laboratories) for 10 min at RT, 7% goat serum in 0.05% Tween-20 in TBS (TBS-T) for 15 min at RT, 15 min at RT with 5% milk and 3% BSA in TBS-T and primary GRHL2 antibody (S11 Table) diluted 1:300 in 5% milk and 3% BSA in TBS-T overnight at 4°C. After each step, sections were washed in TBS-T. Subsequently, tissue sections were incubated 30 min at RT with ImmPRESS HRP Polymer anti-mouse IgG Reagent (Vector Laboratories), followed by a TBS wash. Signal was revealed with diaminobenzidine [DAB (Cell Signaling)], and sections were counterstained with hematoxylin (solution Gill N°1, Sigma-Aldrich) and mounted in Aquatex (Sigma-Aldrich). Stained slices were imaged with an Axioscan Z1 slide scanner (Zeiss). Images processing was performed using ZEN software (Zeiss).

For GRHL2 and ALB co-staining, the procedure was adapted as follows. For ALB labeling, instead of using 7% goat serum in TBS-T and DAB, sections were incubated for 15 min at RT with Animal-Free Blocking solution 1× (Cell Signaling) in TBS-T, primary anti-ALB antibody diluted 1:50 (S11 Table), ImmPRESS HRP Polymer horse anti-goat IgG reagent (Vector Laboratories) and 10 min at RT with Alexa Fluor 594 Tyramide SuperBoost reagent (Invitrogen) according to the manufacturer’s instructions. Following ALB labeling, similar steps were repeated for GRHL2 staining after an antigen retrieval step using primary anti-GRHL2 antibody (1:300), ImmPRESS HRP Polymer horse anti-mouse IgG reagent (Vector Laboratories), and Alexa Fluor 488 Tyramide SuperBoost reagent (Invitrogen). Stained slices were imaged using Axioscan Z1 slide scanner after nuclei counterstaining with DAPI (62248, Thermo Scientific, 1:10,000).

For triple immunofluorescent staining of GRHL2, ALB, and KRT7, the procedure was further adapted. After blocking with Animal-Free Blocking solution 1× in TBS-T, sections were incubated with primary anti-KRT7 antibody diluted 1:50 (S7 Table), ImmPRESS HRP Polymer horse anti-mouse IgG reagent and Alexa Fluor 488 Tyramide SuperBoost reagent. GRHL2 detection was then performed following an antigen retrieval step, using the same HRP-base amplification system (primary anti-GRHL2 antibody 1:300 and Alexa Fluor 594 Tyramide SuperBoost dye). Finally, ALB staining was carried out using the primary anti-ALB antibody (1:50), followed by Alexa Fluor 647-conjugated donkey anti-goat IgG (A21447, Invitrogen, 1:250). Nuclei were counterstained with DAPI and sections were scanned using an Axioscan Z1 slide scanner.

BMEL cells grown in Matrigel for 4 days were fixed using 4% PFA during 20 min at RT, washed with PBS and quenched with NH_4_Cl 50 mM 15 min at RT. Cells were then permeabilized with 0.1% Triton X-100 for 5 min and samples were incubated for 1 h at RT with a blocking solution [PBS + BSA 1%] followed by 1 h incubation with phalloidin (Invitrogen AlexaFluor Plus A30107, 2379366) diluted 1:1000 and 5 min with Hoechst diluted 1:5,000 in PBS + BSA 1%. Samples were washed with PBS between each step. Cell aggregates were imaged using Celldiscoverer 7 (Zeiss) or confocal microscopy (Zeiss, LSM700) and analyzed using the ZEN software.

### Animal studies

Male mice (C57BL/6J) were purchased from Charles River at 6–11 weeks of age and housed in standard cages in a temperature-controlled room (22–24°C) with 12 hours light-dark cycles and provided with water and standard diet ad libitum. Mice were allowed to acclimate for at least 1 week prior to any experiment.

Hydrodynamic plasmid transfection was performed using intravenous tail vein injections (5-s injections) of 30 µg of plasmid diluted in saline solution (0.9% w/v sodium chloride; final volume was adjusted to mouse body weight, i.e., 0.1 mL/g was used). After hydrodynamic injection, mice were closely monitored during 2 hours. Livers were collected 48 hours later.

Intravenous viral injections using a 26G syringe were performed via the retro-orbital sinus with 4 × 10¹⁰ viral genomes of AAV8 suspended in 100 μL of sterile 0.9% NaCl per animal. Recombinant AAV8 vectors enabling the expression of GRHL2 (NM_024915.4) under the *EF1A* promoter, or GFP-expressing control viruses, were used (VectorBuilder). Tissue samples were collected 1 or 2 weeks after injection for subsequent analyses.

### Human samples

Liver samples with alcohol-related decompensated cirrhosis were obtained from the TargetOH cohort (“Comparison of Inflammatory Profiles and Regenerative Potential in Alcoholic Liver Disease”; ClinGov NCT03773887; and DC-2008-642) [14,106,107]. Controls consisted in liver samples obtained from the non-cancerous part of liver resections performed in patients with hepatic tumors. All human liver samples were obtained from patients who underwent liver transplantation at Huriez Hospital’s Liver Unit (Lille, France). The liver samples were immediately fixed for histology or frozen for RNA and protein extraction.

### Human liver organoid culture and AAV transduction

Human liver organoids were derived from histologically normal liver tissue obtained from patients undergoing PHx for metastasis excision. Tissue samples were collected from macroscopically healthy regions distant from metastatic lesions. Organoid isolation, expansion, and differentiation were performed as described in [77,78]. Briefly, liver cells were dissociated through enzymatic digestion and EPCAM-positive cells sorted out using magnetic-activated cell sorting using anti-EpCAM microbeads (Miltenyi Biotec, 130-061-101) according to the manufacturer’s instructions. Cells were embedded in 20 µL domes of growth factor–reduced Matrigel (Corning, 356231) and cultured for two weeks in HepatiCult Organoid Growth Medium (STEMCELL Technologies, 100-0385) to enable organoid formation and expansion. Expanded organoids were dissociated using gentle trypsinization and re-seeded at a density of 1,000 cells per Matrigel dome. After reformation, organoids were transduced with recombinant AAV serotype 3 (AAV3) vectors encoding either GRHL2 (NM_024915.4) or GFP under the *EF1A* promoter (VectorBuilder). Transduction was performed in differentiation medium at a dose of 1 × 10⁵ viral genomes (vg) per organoid-forming cell. Medium was change on the third day post-infection. Organoids were maintained in differentiation medium for an additional 12 days before being harvested and processed for total RNA extraction.

### Origin and recovery of public datasets

Public transcriptomic and functional genomics data used in this study were downloaded from Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) [108], ENCODE [109], Roadmap epigenome (http://www.roadmapepigenomics.org) [110], CistromeDB (http://cistrome.org/db/#/) [111], or the Human Protein atlas (https://www.proteinatlas.org) [37]. Details are provided in S1 and S4 Tables.

The list of mouse TF encoding genes was obtained from the AnimalTFDB 3.0 database [112].

Gene transcriptional start sites (TSS) used in this study were obtained from [113]. For each individual gene, the most active TSS in the mouse liver was considered. Mouse TSS coordinates (mm10; coordinates corresponding to windows of ± 500 bp around the TSS) were used in the LiftOver tool of the UCSC genome browser (https://genome.ucsc.edu/cgi-bin/hgLiftOver) [114] to get the corresponding human coordinates (hg38).

The Epith-Signature gene list was obtained from [36] by selecting “Epithelial” as the cell type in their S7 Table (https://genome.cshlp.org/content/30/7/1047/suppl/DC1). Ensembl ID were converted to official gene symbols using the ENSEMBL Gene ID Converted from biotools.fr (https://www.biotools.fr/human/ensembl_symbol_converter).

Hepatocyte- and cholangiocyte-enriched genes were retrieved from the Human Protein Atlas website (https://www.proteinatlas.org) [34].

### RNA-seq data processing and transcriptomic analyses

#### Bulk RNA-Seq data analyses.

For public transcriptomic data, SRA files were first downloaded and converted into FastQ files using the SRA toolkit [115]. FastQ files were uploaded and analyzed on a local instance of Galaxy [116]. Reads were mapped either to the human genome (hg38) or to the mouse genome (mm10) using Hisat2 (version 2.0.1) [117]. Read counting was performed using the count function of the HTSeq tool (version 0.9.1) using the following parameters: mode = UNION, Stranded = No, Minimum alignment quality = 10, Feature types = Exon, ID attributes = Gene ID [118]. Normalization of gene expression data and differential expression analyses were performed in R [119] using the DESeq2 (version 1.42.1) package [120]. Pre-filtering was applied to remove genes with low counts, i.e., genes with cumulated reads in all samples below 10. Significant changes in gene expression were defined considering corrected *p-*values using cut-offs indicated in figure legends. Fold Changes used in our analyses were those provided by DeSeq2. Normalized gene expression data were obtained by dividing Rlog normalized gene expression data obtained from DESeq2 by transcript lengths. Transcript lengths had previously been calculated by averaging the lengths of all transcripts associated to a given gene symbol in Ensembl (GRCm39 or GRCh.38.p13) [121].

Results of bulk RNA-seq transcriptomic data analyses were visualized using dot plots, box plots or pie charts generated using the ggplot2 R package (version 3.5.1) [122] or using heatmaps generated using the ComplexHeatmap R package (version 2.15.4) [123].

S12 Table provides the list and version of all bioinformatical tools used in this study.

#### Comparison of transcriptomes using principal component analysis (PCA).

The transcriptome of hepatocytes undergoing HCT (denoted as “reprogrammed hepatocytes” in the initial study) in livers of mice treated with DDC was compared to that of hepatocytes and cholangiocytes from control mice [25]. All genes, pending their expression was detected in all datasets, were considered in these analyses. In order to strengthen the robustness of our analyses, transcriptomes of hepatocytes and cholangiocytes sorted from healthy mouse livers obtained in our laboratory were also considered [33]. Batch correction was performed using the Combat function of the sva R package (version 3.50.0) [124] using the transcriptome of hepatocytes from [33] as the reference dataset and the following parameters: mean.only = T, par.prior = T, prior.plots = F. Next, a PCA was computed using the PCA function of the FactomineR package [125] on the transcriptome of hepatocytes and cholangiocytes from [33], the other datasets being considered as supplemental individuals. The 2 first principal components were used to project individual datasets showing that healthy hepatocytes from the two initial different studies were overlapping. This entire process was similarly performed using only TF encoding genes.

#### Gene ontology and pathway enrichment analyses.

Enrichment analysis for biological or molecular pathways were performed using Metascape (https://metascape.org) [126] or Database for Annotation, Visualization, and Integrate Discovery (DAVID 2021, DAVID Knowledgebase v2023q4) [35]. For analyses using DAVID, the top 3,000 deregulated genes were selected based on corrected *p-*values when required. Functional annotation clustering was performed using default parameters except for similarity term overlap and similarity threshold which were set to 5 and 0.5, respectively. In order to name the clusters, enriched GO terms and pathways from each cluster were used for word counting using WordArt (https://wordart.com).

#### Gene set enrichment analyses.

Gene set enrichment analyses (GSEA) were performed using the GSEA software (version 4.3.2) from the Broad Institute [127] and gene sets from S2 Table. We used 1,000 gene-set permutations, no collapse, and the following additional parameters: enrichment statistic = weighted, gene ranking metric = difference of classes. Ranking was performed by the GSEA software using Rlog normalized gene expression data obtained from DeSeq2. In addition to enrichment plots, figures also provide NES and *q*-value, which are the normalized enrichment score and the false discovery rate provided by the GSEA software, respectively.

### Mouse liver single-cell RNA-seq analyses

#### Pre-processing of individual datasets.

Data were analyzed with R (version 4.3.1) using raw count matrices obtained as.rds files. Details about all datasets re-analyzed are provided in S1 Table. First, each dataset was filtered using Seurat (version 4.0.3) [128] to keep only cells with more than 1,000 and less than 5,000 expressed genes (excepted for GSE186554 for which the authors had already selected cells comprising 1,500–4,500 expressed genes) and with less than 20% of mitochondrial counts. Details of the Seurat functions used together with all parameters can be retrieved in the supplemental Rscript “1_PreprocessingExample.R” (available at https://zenodo.org/records/13897656), which provides the code used for one of the re-analyzed study. Then data were normalized with sctransform [129] followed by a PCA used to compute UMAP. When required, Louvain clustering was performed in order to remove any remaining cell cluster not within the hepatocyte/cholangiocyte lineages. This involved monitoring expression of the following marker genes: *Alb* and *Apoc3* for hepatocytes, *Sox9* and *Epcam*, for cholangiocytes, *Hnf4a*, *Afp*, *Dlk1*, *Cd13*, *Fgb*, *Fxyd1* and *Gjb1, Id3* for hepatoblast, *Gypa*, *Vim*, *Flt1*, *Pecam1*, *Itgam*, *Clec4f*, *Eln*, *Cd248*, *Upk1b*, *Dcn*, *Lrat*, *Des*, *Pdgfrb*, *Lox*, *Acta2*, *Col1a1* for non-parenchymal cells (NPC). Clusters characterized by expression of NPC marker genes were discarded (see S1 Table for details regarding clustering resolution and numbers of selected cells for each dataset). Finally, to prevent potential bias arising from an unbalanced cell number across datasets and experimental conditions, two datasets were subsampled so that cells from injured livers did not exceed the maximal number of healthy hepatocytes provided by a single study (*n* = 8,964) (S1 Table).

#### Integration of the different datasets.

Data were log-normalized and the 2000 most variable genes in each dataset were defined with the vst method using Seurat. Next, STACAS (version 2.0) [130] was used on the 500 common most variable genes selected by SelectIntegrationFeatures function with nfeatures = 500. The FindAnchors and IntegrateData functions were used with the following parameters: dims = 1:30, alpha = 0.8, coverage = 0.5, semisupervised = false. Efficient batch correction was validated on basis of the LISI and ASW scores following guidelines from STACAS. To evaluate integration with the ASW score, a unifying nomenclature where cells were labeled using cell type identity and experimental condition (e.g., healthy control, DDC etc) was used. All codes and parameters are provided in “Rscript 2_Integration_and_Focus.R” available at https://zenodo.org/records/13897656.

#### Selection of cells to specifically investigate HCT and trajectory analyses.

Finally, PCA, UMAP, and Louvain clustering were computed on the integrated data provided by STACAS. Data were visualized using ISCEBERG [Interactive Single Cell Expression Browser for Exploration of RNAseq data using Graphics; [131]]. Cells from clusters 2, 8, and 15 (resolution = 0.8; S1B Fig) were further considered after removal of studies contributing less than 5% of all cells from these 3 clusters. In order to compute RNA velocity, healthy hepatocytes from [26], condition: « control »] were added to the selected cells. Reads from all selected cells were mapped to Ensembl (GRCm39 v108) using salmon-alevin (salmon version 1.10.1) [132] to generate spliced and unspliced transcript count matrices. These matrices were batch corrected to match the aforementioned STACAS computed integration. RNA velocity was next computed using ScVelo (v0.2.5 under Python 3.9.5) [133] and data uploaded into CellRank2 (version 2.0.0) [32] to compute cell fate probabilities. Pseudotime analyses were performed using slingshot (version 2.10.0) [134] and next also uploaded to CellRank2 in order to specifically select cells defining a trajectory of HCT. The batch corrected gene expression data from cells belonging to this HCT trajectory from DDC-treated mice [25] were used to plot gene expression along pseudotime. Normalization was performed with the “LogNormalize“ function of Seurat (i.e., for each cell, gene counts were divided by the total number of counts, multiplied by a scale factor set to 10000 and then log-transformed). All codes and parameters are provided in “Rscript 3_Velocity_CellRank.R” available at https://zenodo.org/records/13897656. Gene set expression analyses were performed using the AddModuleScore function of Seurat in ISCEBERG.

### Human single-nuclei RNA-seq data analyses

Data from [11] were mined using the R Shiny application provided by the authors at https://www.mohorianulab.org/shiny/vallier/LiverPlasticity_GribbenGalanakis2024/ or using Seurat and data downloaded from GEO (GSE202379). In all instances, only cells labeled as hepatocytes were considered. Odds ratios and gene expression were computed using hepatocytes originating only from the right lobe so that each patient contributed only one sample to the dataset. Odds ratio were computed using median-unbiased estimation thanks to the oddsratio function of the epitools (version 0.5-10.1) [135].

### Mining transcriptomic data of human primary cells from the Human Protein Atlas

Data from scRNA-seq were downloaded from the Human Protein Atlas website (https://www.proteinatlas.org/about/download) and corresponded to normalized gene expression in transcripts per million (nTPM) issued from pseudo-bulk analyses [37]. Gene expression in different cell lineages (epithelial, mesenchymal, endothelial, etc.) was computed as the mean of nTPM from the individual cell types associated to the different cell lineages according to the nomenclature provided by the Human Protein Atlas.

The Tau index was computed to assess gene expression lineage-specificity using tspex (https://tspex.lge.ibi.unicamp.br) [136] after expression data had been log_2_-transformed. Expression data for cell lineages were here defined as the median expression from all individual cell types linked to a given lineage.

Hierarchical clustering based on expression of the Epith-Signature was performed using the hclsust (version) and dist functions of the R package stats version 4.3.1 [119] with the following method parameters: Ward.D2 and Euclidean.

### ChIP-Seq data analysis

After initial quality controls of FastQ files, reads were mapped to hg38 using Chromap version 0.1.3-R256 [137] with preset parameters for “chip” including: remove PCR duplicates; error threshold = 8; min-num-seeds = 2; max-seed-frequency = 500−1,000; max-num-best-mappings = 1; max-insert-size = 1,000; MAPQ-threshold = 10; min-read-length = 30; bc-error-threshold = 1; bc-probability-threshold = 0.90.

For H3K27ac and H3K27me3 ChIP-seq, signal tracks were obtained using the bamCoverage function of the DeepTools version 3.5.1 [138] with the following parameters: bin size = 25; normalize = CPM; read extension = 200.

For GRHL2 ChIP-seq, Bam files (*n* = 4 biological replicates) were analyzed using the Irreproducible Discovery Rate (IDR), which allows to identify TF binding peaks that are reproducible and rank-concordant across replicates (https://github.com/nboley/idr). This was performed using the IDR pipeline from ENCODE (version 2.2.1) installed from https://github.com/ENCODE-DCC/chip-seq-pipeline2/tree/master [139]. ChIP-seq data from mocked transfected cells were used as controls. Since all replicates passed the reproducibility tests of IDR, the top 10,000 peaks based on the IDR score and the average signal from the 4 replicates were used in subsequent analyses. GRHL2 target genes and their enrichment for specific biological terms or pathways were predicted using the CistromeGO tool [69]. The solo mode or the ensemble mode, i.e., combined prediction of target genes using both the GRHL2 binding peaks and genes modulated by GRHL2 as defined using RNA-seq were used with a half-decay distance of 1 kb automatically defined by the CistromeGO algorithm.

All ChIP-seq and chromatin accessibility signals analyses were made looking at gene TSS and monitored using the DeepTools version 3.5.1 [138]. First, the compute matrix tool was used with the following parameters: TSS set as the reference point, binSize of 500 bp, ± 2,500 bp window around the TSS. Then, issued matrices were used to generate average signal plots using the PlotProfile tool. ChIP-seq signals at individual genes were visualized using the Integrated Genome Browser (IGB) (version 10.0.1) [140] or the Integrative Genomics Viewer (IGV) (version 2.17.4) [141].

In order to identify groups of genes with distinct epigenetic patterns around their TSS, the SPARK software (version 1.3.0) was used [42]. SPARK clustering was performed using a window of 2.5 kb centered around gene TSS split into 10 bins and signal normalization set as global, i.e., signal across the whole genome is considered for normalization.

### Statistical analyses

Statistical analyses were performed using R 4.3.1 [119] or GraphPad Prism. The number of samples and statistical tests used are indicated in the figure legends. Corrections for multiple testing was performed by computing false discovery rates reported as *q*-values. Exact *p*- or *q*-values are indicated unless they exceed 0.15. All bar graphs show means ± SD (standard deviations). Box plots are composed of a box from the 25th to the 75th percentile with the median as a line and min to max as whiskers.

## Supporting information

S1 Fig Additional characterization of the mouse parenchymal liver cells scRNA-seq atlas and of the cellular trajectory involved in HCT.

S2 Fig Additional characterization of the gene transcriptional changes occurring in HCT.

S3 Fig Additional characterization of deregulated TF-encoding genes during HCT.

S4 Fig Average DHS-seq, H3K36me3 and RNAPolII ChIP-seq signals at the promoters of genes from clusters C1–3 in the mouse liver.

S5 Fig Role of H3K9me3 in the repression of HCT genes in normal hepatocytes.

S6 Fig Basal expression of TF-encoding genes from the C1–3 clusters.

S7 Fig Additional validation of GRHL2 ectopic expression and characterization of induced transcriptional changes in BMEL and HepG2 cells.

S8 Fig Additional representative images of BMEL cell aggregates.

S9 Fig Dose-dependent induction of GRHL2 target genes in HepG2 cells.

S10 Fig Additional validation of GRHL2 ectopic expression in the mouse liver of mice subjected to hydrodynamic tail vain injection.

S11 Fig Additional immunostainings of GRHL2 in human end-stage chronic liver diseases.

S12 Fig Characterization of GRHL2-expressing hepatocytes in human MASLD using snRNA-seq data.

S13 Fig Additional immunostainings of GRHL2 in human PBC and PSC samples.

S1 Table Details regarding single-cell RNA-seq datasets used in Fig 1.

S2 Table Gene sets used in this study.

S3 Table List of genes and TF-encoding genes differentially expressed between HCT and Hepatocytes.

S4 Table Transcriptomic and functional genomic data used in this study.

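Of the 1383 genes read from S5 Table, 1372 were found in the deposited table by symbol. All 1372 had lower rlog-based values in the GRHL2 samples of BMEL cells, with a median log2 fold change of -0.24 against the paper's median of -0.42. These are unlike measures. The paper's fold changes come from DESeq2 according to the methods, and those here are rlog differences, shrunk for genes with few reads. limma called 1055 of them, or 76.9%, as lower.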

S5 Table List of genes down-regulated upon ectopic expression of GRHL2 in BMEL cells (*q* ≤ 0.05).

S6 Table List of genes up-regulated upon ectopic expression of GRHL2 in BMEL cells (*q* ≤ 0.05). 

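The part of S6 Table used here gave 1997 genes, of which 1987 were matched by symbol. Each of these genes was higher in the GRHL2 samples, with a median log2 fold change of 0.22 against the paper's median of 1.56, and 1636 of them, or 82.3%, were called by limma. The 2 medians are unlike measures, as the value here is of rlog differences, which are shrunk for genes with few reads. The paper's is of DESeq2 fold changes. As the lists are the authors' calls on the same samples, the shared direction shows no stability.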

(TXT)

S7 Table List of genes down-regulated upon ectopic expression of GRHL2 in HepG2 cells (*q* ≤ 0.05).

S8 Table List of genes up-regulated upon ectopic expression of GRHL2 in HepG2 cells (*q* ≤ 0.05).

S9 Table Features of the selected GRHL2 target genes.

S10 Table Primer sequences used in this study.

S11 Table Antibodies used in this study.

S12 Table Bioinformatical tools used in this study.

S1 Data All individual numerical values that underlie the experimental data generated specifically for this study.

S1 Raw Images Uncropped images issued from western blotting or simple western immunoassays.

## Abbreviations

AAV3: adeno-associated viruses serotype 3
AAV8: adeno-associated viruses serotype 8
ALB: albumin
ALD: alcohol-related liver diseases
ALGS: Alagille syndrome
APAP: acetaminophen
BMEL: bipotential mouse embryonic liver
ChIP: chromatin immunoprecipitation
DAVID: database for annotation, visualization, and integrate discovery
DDC: 3,5-diethoxycarbonyl-1,4-dihydrocollidine
DHS: DNase I Hypersensitivity
DMSO: dimethyl sulfoxide
DTT: dithiothreitol
GRHL2: Grainyhead Like Transcription Factor 2
GSEA: gene set enrichment analysis
HBE: human bronchial epithelial
HCT: hepatocyte-to-cholangiocyte transdifferentiation
Hep-ID TFs: hepatocyte identity transcription factors
MASLD: metabolic dysfunction-associated steatotic liver disease
MPH: mouse primary hepatocytes
NPC: non-parenchymal cells
nTPM: normalized gene expression in transcripts per million
PBC: primary biliary cholangitis
PBS: phosphate-buffered saline
PCA: principal component analysis
PFA: paraformaldehyde
PHx: partial hepatectomy
PRC2: polycomb repressive complex 2
PSC: primary sclerosing cholangitis
qPCR: Quantitative PCR
RT: room temperature
scRNA-seq: single-cell RNA-seq
SDS: sodium docetyl sulfate
TBS: Tris-Buffered Saline
TFs: transcription factors
TSS: transcriptional start sites
UMAP: uniform manifold approximation and projection

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S1 Fig

Fig.S1

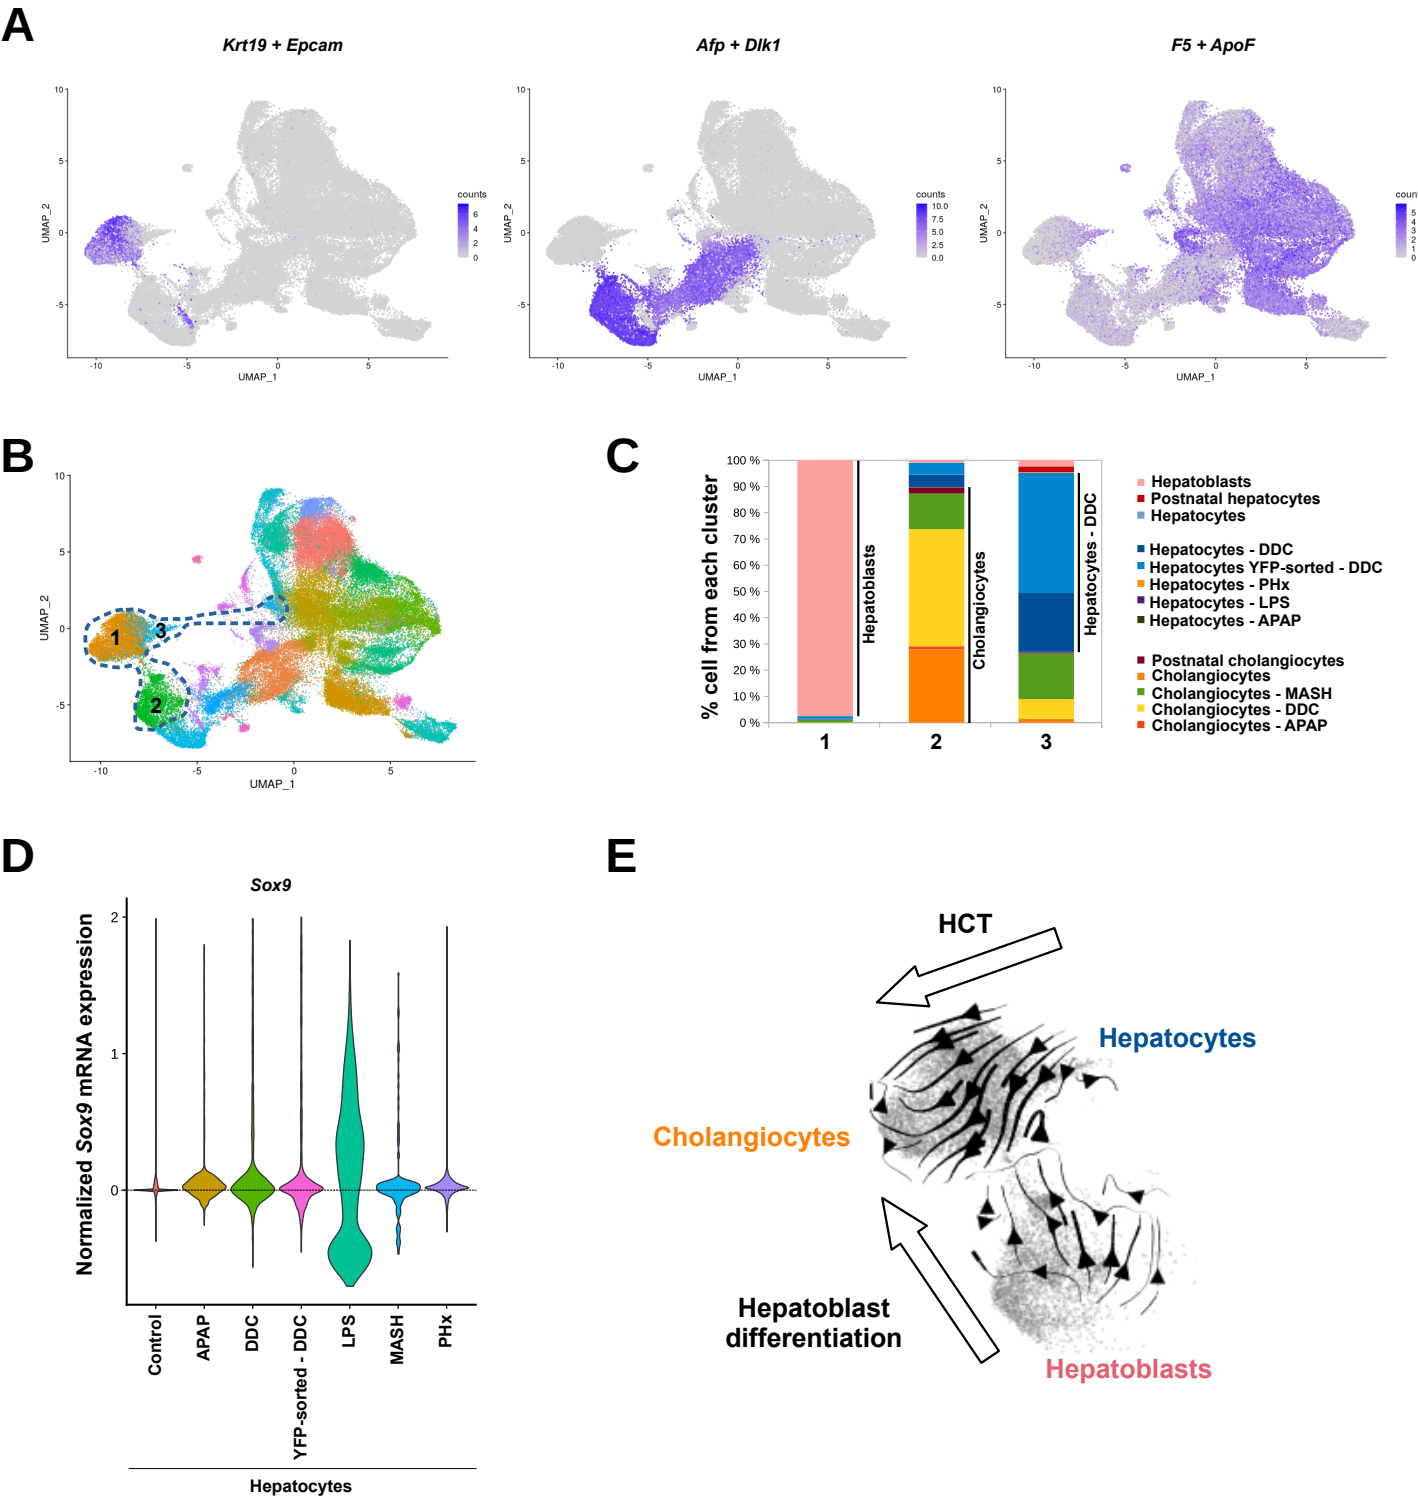

Fig.S1

F

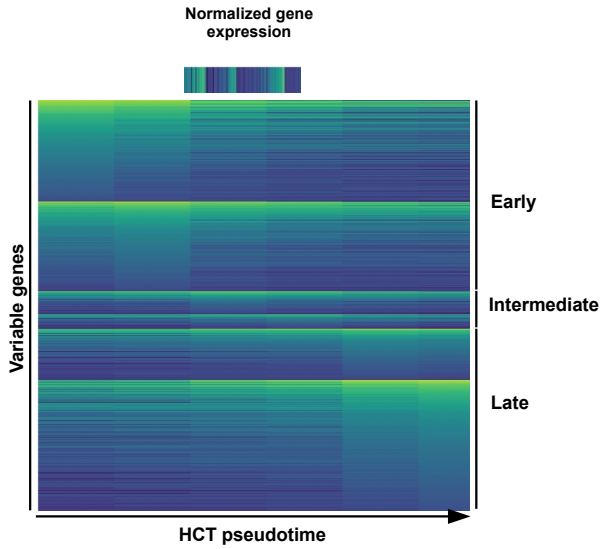

G

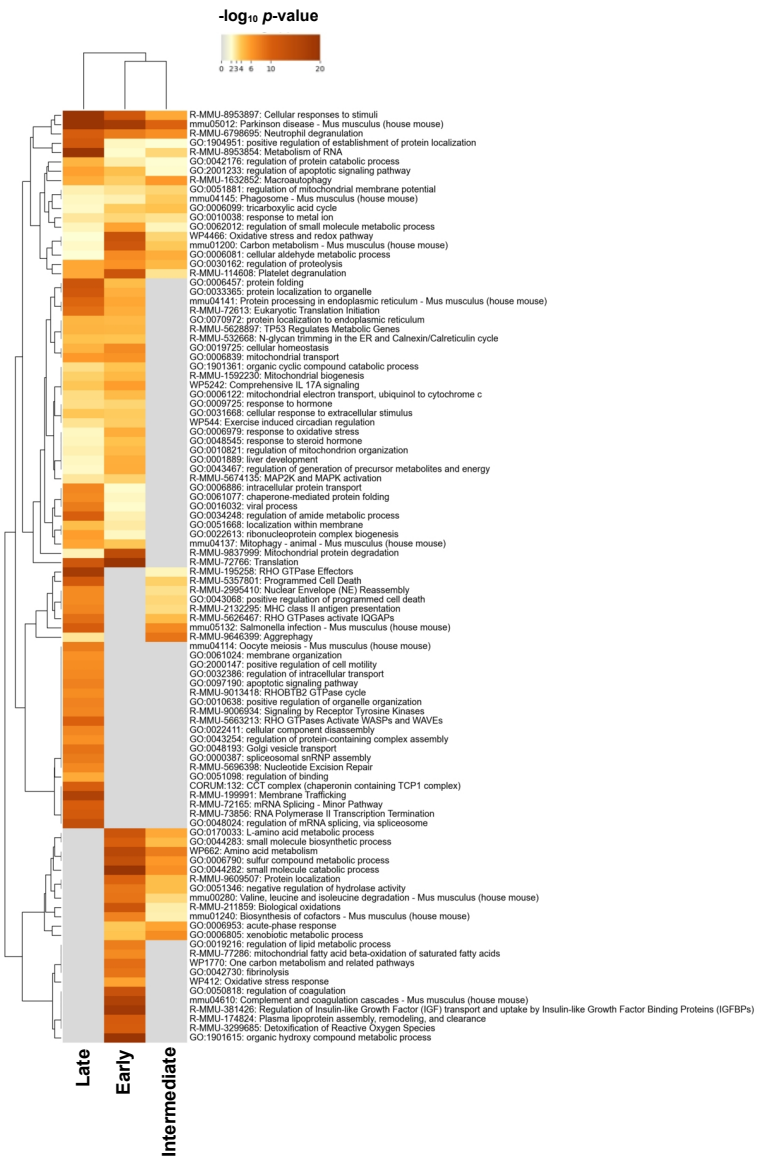

H

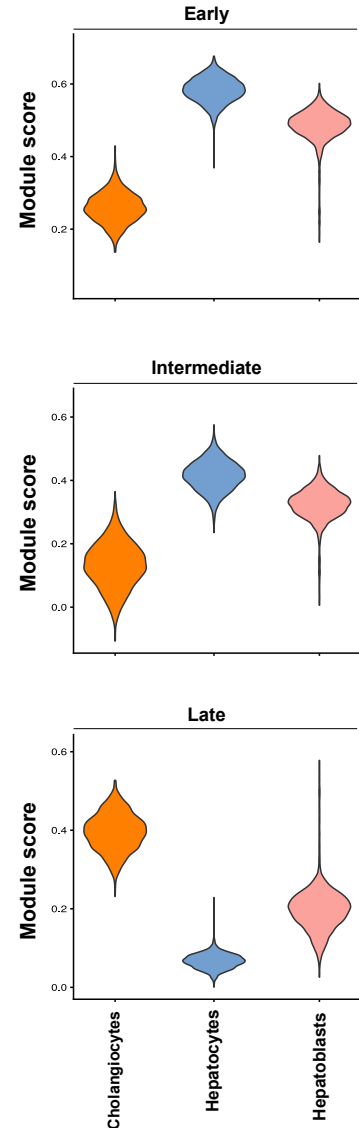

I

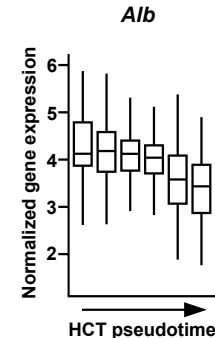

**Supplementary Fig.1: Additional characterization of the mouse parenchymal liver cells scRNA-seq atlas and of the cellular trajectory involved in HCT**

(A) UMAP from Fig.1A was used to project expression of the indicated markers genes: *Afp* and *Dlk1* for hepatoblasts, *F5* and *ApoF* for hepatocytes and *Krt19* and *Epcam* for cholangiocytes. Cumulative expression of the 2 marker genes was used.

(B) UMAP from Fig.1A was used to display the result of cell clustering and the 3 selected clusters from Fig.1B were further highlighted.

(C) Dataset of origin of hepatocytes from clusters 1-3. Horizontal bars were added to highlight the main cell type in each one of the 3 clusters.

(D) Violin plots showing the normalized mRNA expression levels of *Sox9* in the indicated subsets of mature hepatocytes.

(E) An area from Fig.1D centered on cholangiocytes is shown to highlight cell transitions predicted by RNA velocity analyses and associated with hepatoblast differentiation or HCT.

(F) Heatmap showing the normalized genes expression of variable genes along the course of HCT pseudotime. Genes were ranked according to the time at which they were the most highly expressed ranging from early to late. This allowed to discriminate 3 groups of genes indicated as early, intermediate and late.

(G) Heatmap showing the results of biological term enrichments analyses performed using Metascape for early, intermediate and late genes identified in panel F. The dendrogram on the left shows the hierarchical clustering based on  $-\log_{10} p$ -values as provided by Metascape.

(H) Cells used for RNA velocity analyses were subsequently utilized to mine expression of early, intermediate and late genes identified in panel F in hepatoblasts, healthy hepatocytes and cholangiocytes.

(I) Boxplot showing the normalized expression of *Alb* in discrete hepatocyte cell subsets along the course of HCT as defined using pseudotime analysis similarly to Fig.1G.

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S2 Fig

Fig. S2

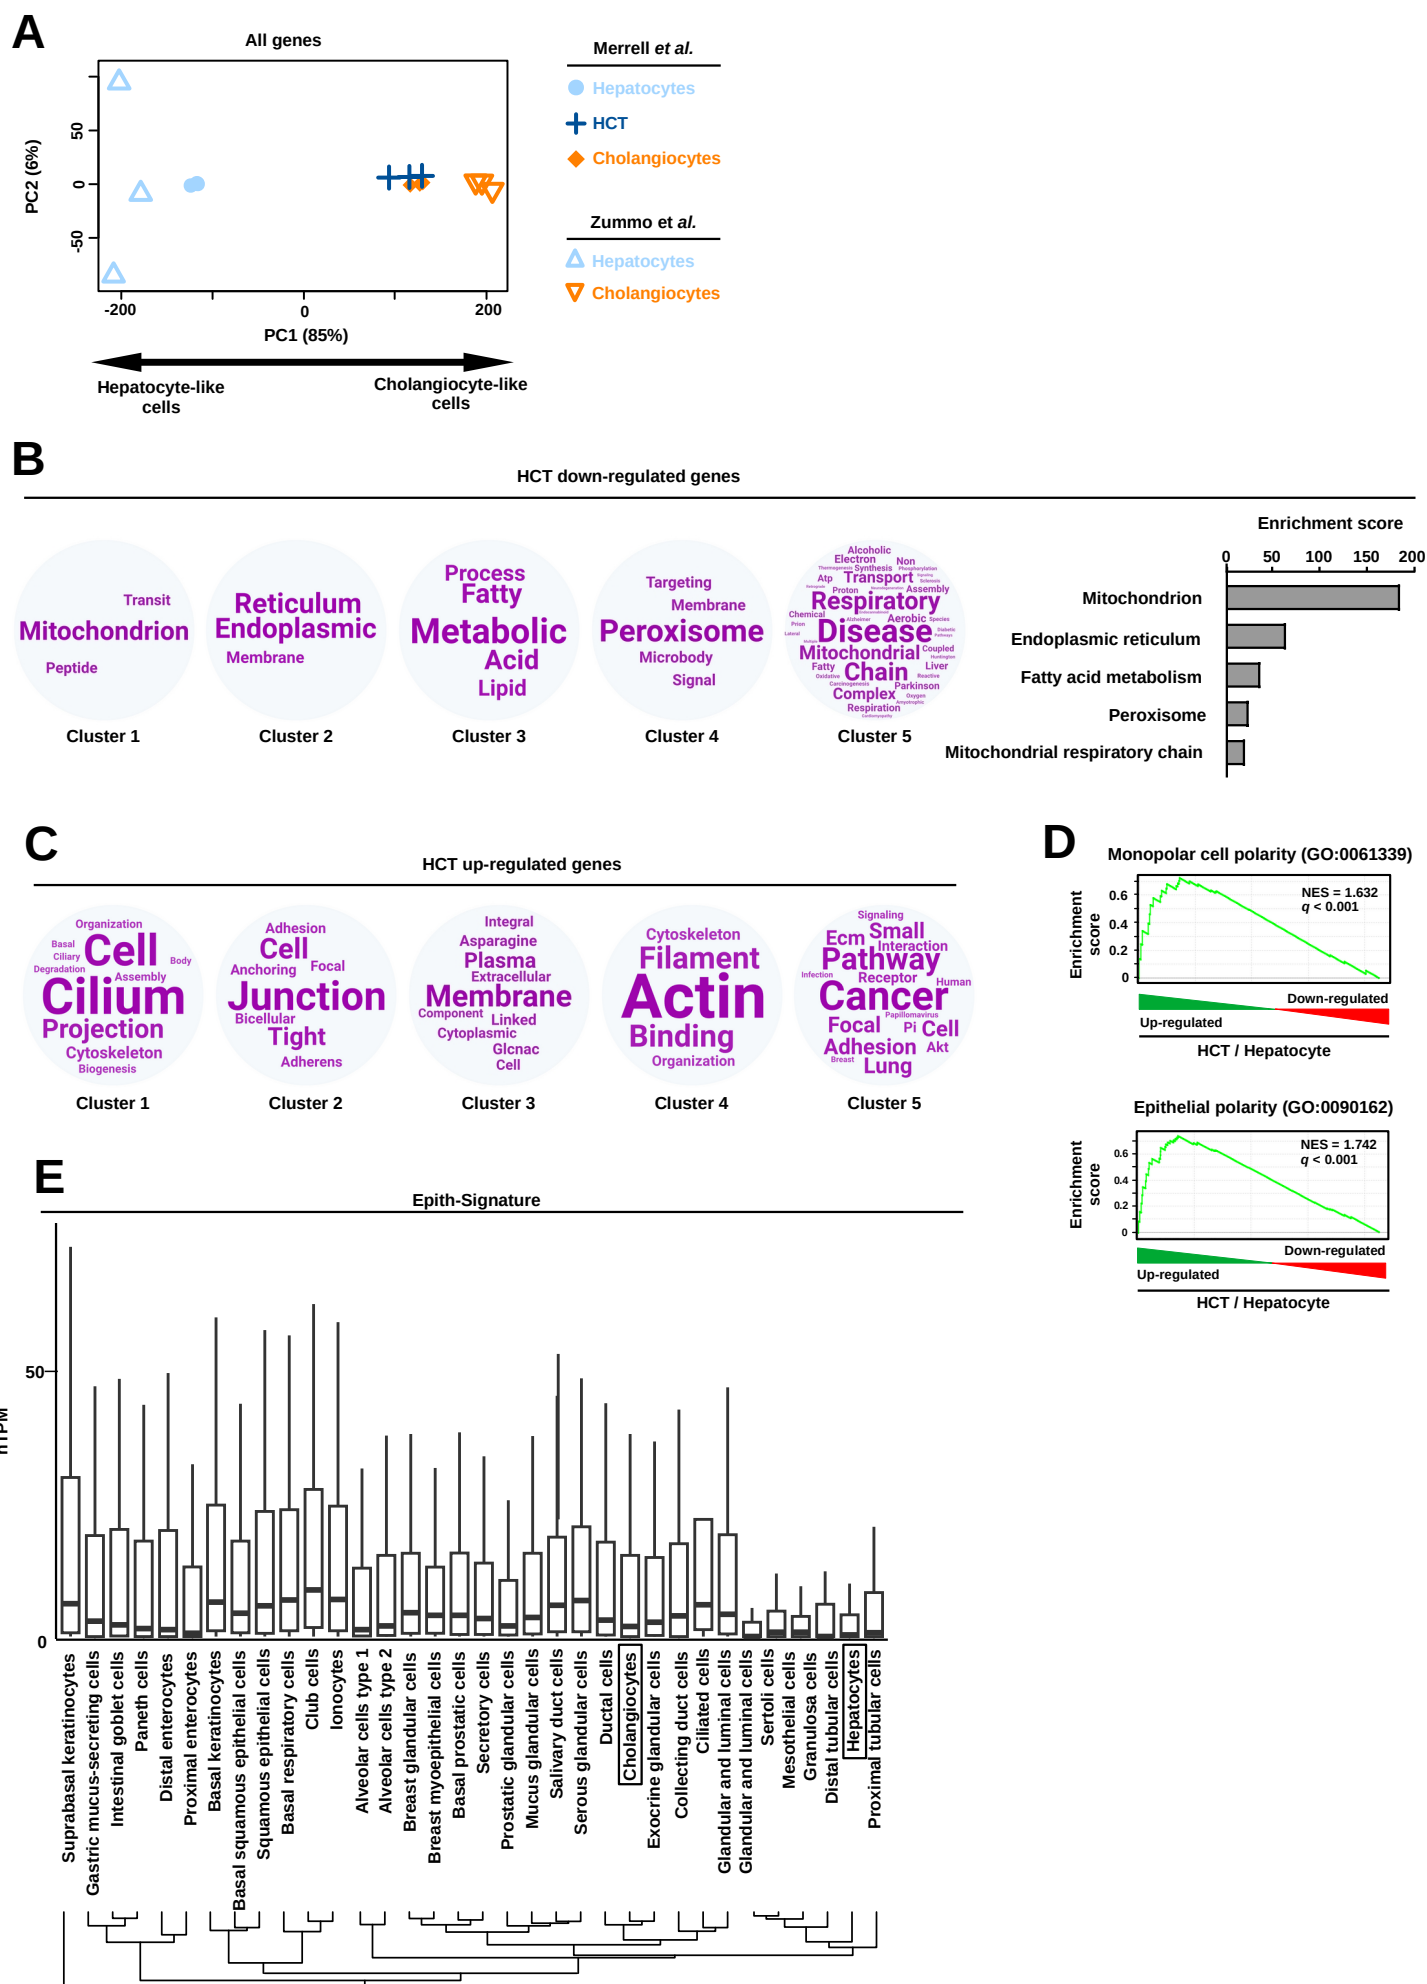

## **Supplementary Fig.2: Additional characterization of the gene transcriptional changes occurring in HCT**

**(A)** Visualization of all RNA-seq datasets used in the PCA displayed in [Fig.2A](#). In addition to data from (Merrell et al. 2021) shown in [Fig.2A](#), the healthy hepatocytes and cholangiocytes data from (Zummo et al. 2023) used to initially perform the PCA (see Materials and Methods) are also shown here.

**(B)** Functional annotation of genes down-regulated during HCT performed similarly to [Fig.2B](#). Word clouds show the results of word counting performed using the name of individual enriched terms in each of the 5 top clusters identified by the DAVID tool. The size of each word is proportional to its number of occurrences. These analyses were used to name these 5 clusters, whose enrichment scores (defined as the best enrichment score among individual terms within each cluster) are shown using a bar graph (right).

**(C)** Word clouds showing the results of word counting performed using the name of individual enriched terms in each of the 5 top clusters identified by the DAVID tool when mining HCT-up-regulated genes. The size of each word is proportional to its number of occurrences. These analyses were used to name the 5 clusters in [Fig.2B](#).

**(D)** Enrichment plots obtained using GSEA performed with the gene ontology terms “Establishment or maintenance of monopolar cell polarity” (GO:0061339) or “Establishment of epithelial cell polarity” (GO:0090162) as the gene sets and transcriptomic changes induced by HCT defined as in [Fig.2B](#) from (Merrell et al. 2021). NES stands for normalized enrichment score.

**(E)** Box plot showing the expression of genes from the Epith-Signature (Breschi et al. 2020) in each indicated individual epithelial cell type. The dendrogram at the bottom shows the results of hierarchical clustering analysis performed on these data. Cholangiocytes and hepatocytes are highlighted using frames. nTPM stands for normalized transcripts per million.

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S3 Fig

Fig.S3

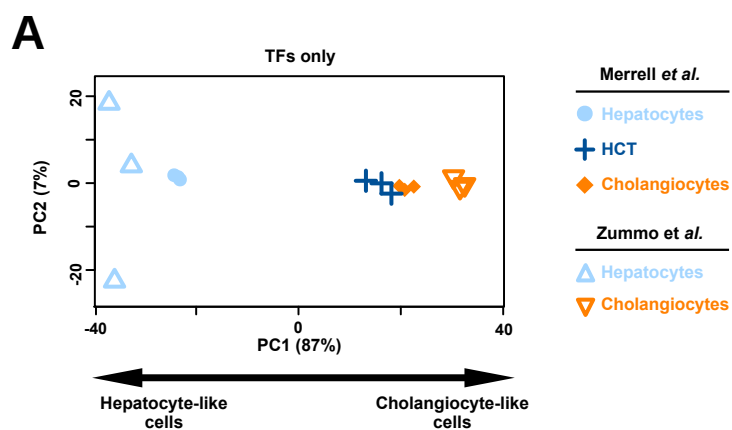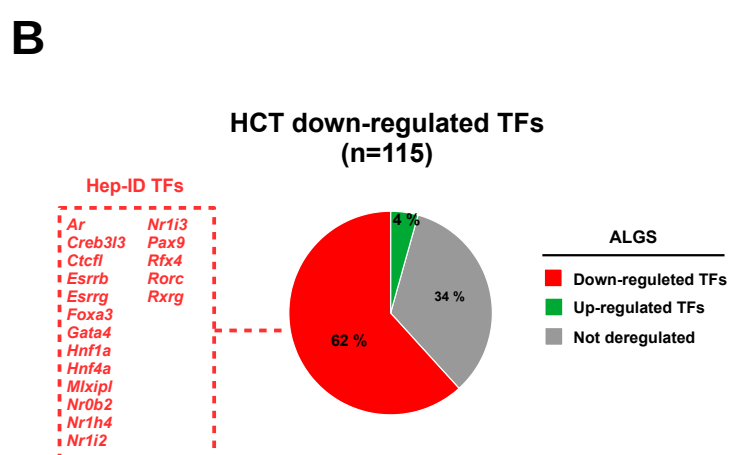

### **Supplementary Fig.3: Additional characterization of deregulated TF-encoding genes during HCT**

**(A)** Visualization of all RNA-seq datasets used in the PCA displayed in [Fig.3A](#). In addition to data from (Merrell et al. 2021) shown in [Fig.3A](#), the healthy hepatocytes and cholangiocytes data from (Zummo et al. 2023) used to initially perform the PCA (see Materials and Methods) are also shown here.

**(B)** TF-encoding genes down-regulated during HCT were obtained by comparing bulk RNA-seq data from lineage-traced hepatocytes undergoing HCT from DDC-treated mice compared to that of control hepatocytes from healthy livers from (Merrell et al. 2021) ( $q$ -value  $< 0.05$  and  $\log_2$  FC  $< 0$ ). The obtained gene list was monitored for changes in hepatocytes undergoing HCT in another mouse model, i.e. model of ALGS lacking an intrahepatic biliary system at birth (Schaub et al. 2018). In this second dataset, genes with  $q$ -value  $< 0.15$  and  $\log_2$  FC  $< 0$  or  $> 0$  were defined as down- or up-regulated, respectively. Genes with  $q$ -value  $> 0.15$  were considered as “Not deregulated”. Hepatocyte identity (Hep-ID) TFs, as defined in our previous study (Dubois-Chevalier et al. 2023), which were down-regulated both in DDC- and ALGS-related HCT are indicated in red.

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S4 Fig

A

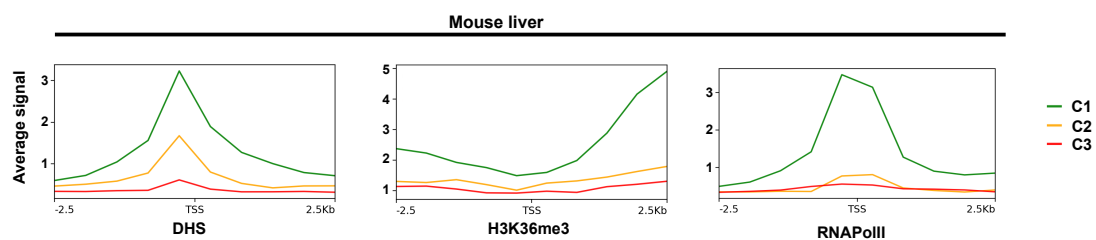

B

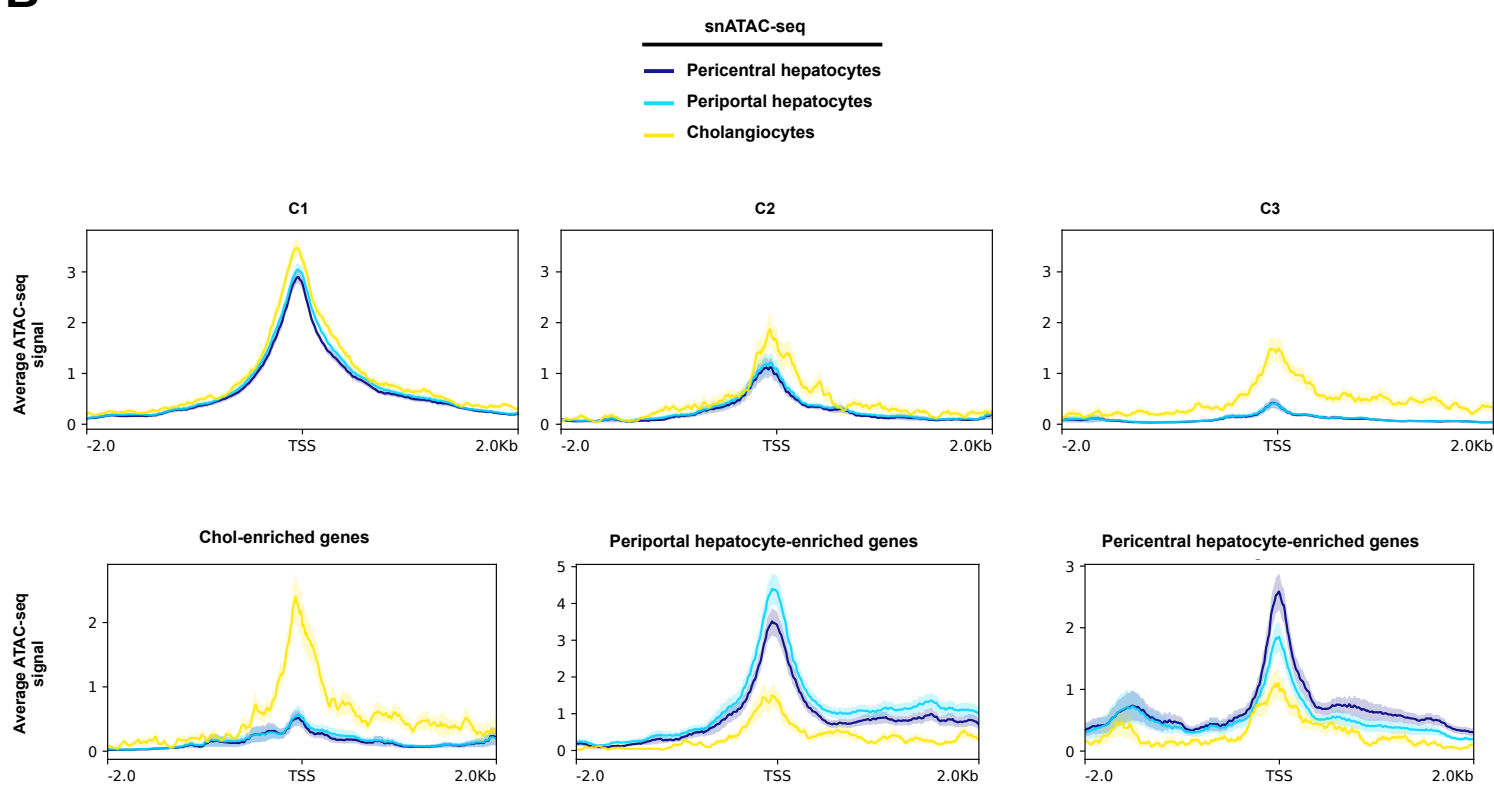

**Supplementary Fig.4: Average DHS-seq, H3K36me3 and RNAPolIII ChIP-seq signals at the promoters of genes from clusters C1-3 in the mouse liver**

**(A)** Average DHS-seq or ChIP-Seq signals for H3K36me3 or RNA polymerase II (RNAPolIII) at promoters from clusters C1-3 (defined in [Fig.3D](#)) in the mouse liver. Low signal was arbitrarily set to 1. Signals are shown in windows of +/- 2.5 kb around the genes TSS.

**(B)** Average ATAC-seq signals at promoters from clusters C1-3 (defined in [Fig.3D](#); top) or at promoters of genes whose expression is enriched in cholangiocytes, periportal or pericentral hepatocytes (bottom) ([Supplementary Tables 3 and 4](#)). ATAC-seq signal at individual genes was obtained by aggregating single-nucleus ATAC-seq data from the mouse liver for periportal, pericentral and cholangiocytes ([Supplementary Table 4](#)) (Bravo Gonzalez-Blas et al. 2024). Average signals +/-SE found at the indicated gene promoters are shown in windows of +/- 2 kb around the genes TSS.

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S5 Fig

Fig. S5

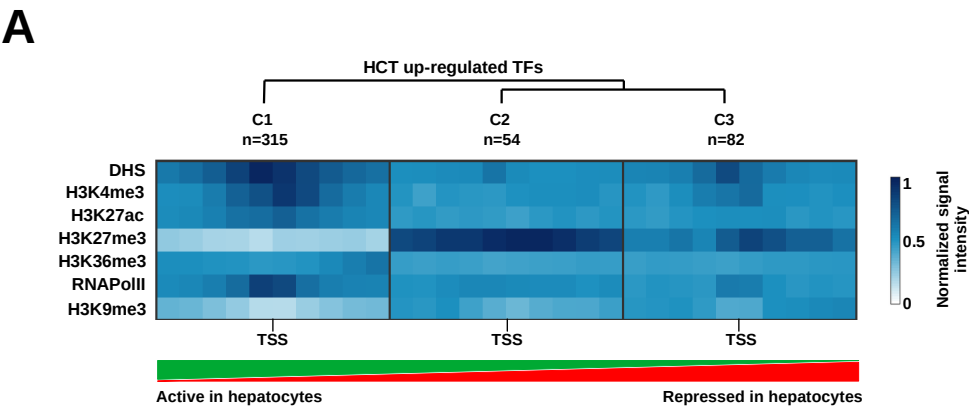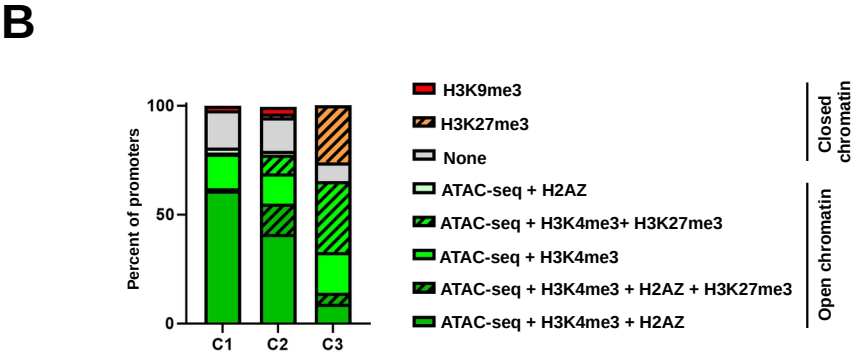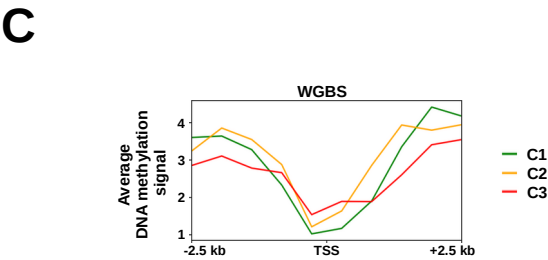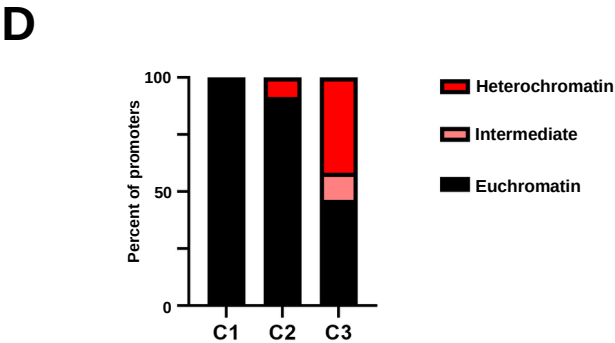

**Supplementary Fig.5: Promoters from C3 are found in both euchromatin and heterochromatin domains mostly independently of labelling with H3K9me3**

**(A)** Spark-based clustering of promoters from C3 performed as in [Fig.3D](#) except H3K9me3 ChIP-seq data from the mouse liver were also used. Average signal for chromatin accessibility (DHS) and indicated modified histones or RNA polymerase II (RNAPolII) at TF-encoding gene promoters for the main 3 clusters identified by Spark is shown. The arrows indicate the position of the transcriptional start site (TSS) at the center of the 5 kb windows used for these analyses. Overall, the 3 main clusters obtained are consistent with those reported in [Fig.3D](#) indicating H3K9me3 ChIP-seq signal is not a main driver of promoter heterogeneity.

**(B)** Distribution of promoters from C1-3 within mouse liver chromatin domains defined using modeling the combinatorial presence or absence of signals for ATAC-seq and H2AZ, H3K4me3, H3K27me3 and H3K9me3 ChIP-seq using ChromHMM (Zhang et al. 2021). Enriched signals in the different chromatin domains are shown in the legend and correspondence with the chromatin state numbering used in the original manuscript is as follows: ATAC-seq + H3K4me3 + H2AZ (S2); ATAC-seq + H3K4me3 + H2AZ + H3K27me3 (S2 with H3K27me3); ATAC-seq + H3K4me3 (S1); ATAC-seq + H3K4me3 + H3K27me3 (S1 with H3K27me3); ATAC-seq + H2AZ (S3); H3K27me3 (S6); H3K9me3 (S5).

**(C)** Average DNA methylation signal at promoters from clusters C1-3 in the mouse liver. Signal is derived from whole-genome shotgun bisulfite sequencing (WGBS; [Supplementary Table 4](#)) and is shown in a window of +/- 2.5 kb around the genes TSS. Overall genes from all clusters display DNA hypomethylation around their TSS.

**(D)** Individual promoters from C1-3 were monitored for their presence in euchromatin or heterochromatin in the mouse liver as defined in (Grindheim et al. 2019) using sonication-resistant heterochromatin sequencing (srHC-seq). Intermediate domains include regions not called as hetero/euchromatic and hetero/euchromatin double-positive regions. The percentage

of promoters in euchromatin, intermediate domains and heterochromatin is shown for the 3 clusters.

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S6 Fig

Fig. S6

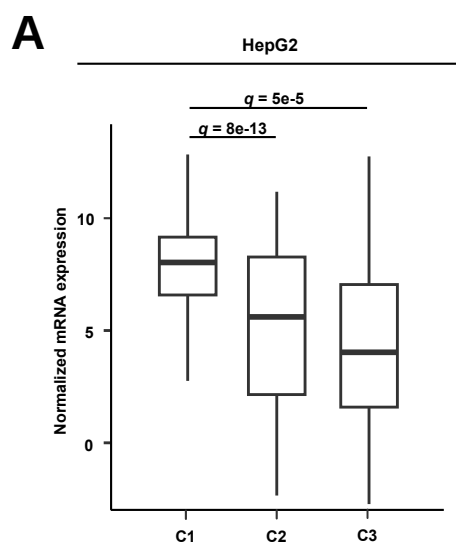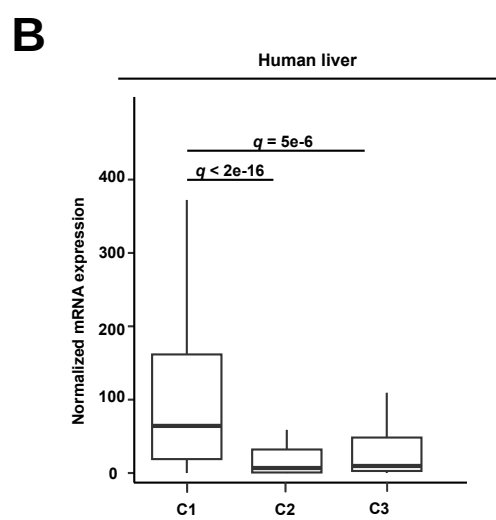

**Supplementary Fig.6: Basal expression of TF-encoding genes from the C1-3 clusters**

**(A)** Box plot showing the basal expression of TF-encoding genes from clusters C1-3 in HepG2 cells. Statistical significance was assessed using a Kruskal-Wallis test with Dunn's multiple comparison post hoc test.

**(B)** Box plot showing the basal expression of TF-encoding genes from clusters C1-3 in the human liver [control samples from our previous RNA-seq analyses (Bou Saleh et al. 2021) were used here]. Statistical significance was assessed using a Kruskal-Wallis test with Dunn's multiple comparison post hoc test.

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S7 Fig

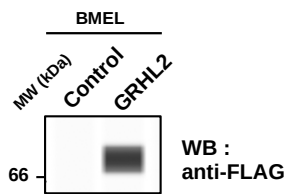

MW (kDa)

Control  
GRHL2

66

**WB :**  
**anti-FLAG**

**C**

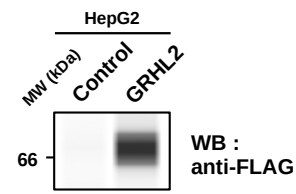

MW (kDa)

Control GRHL

2

66

**WB :**  
**anti-FLAG**

# B

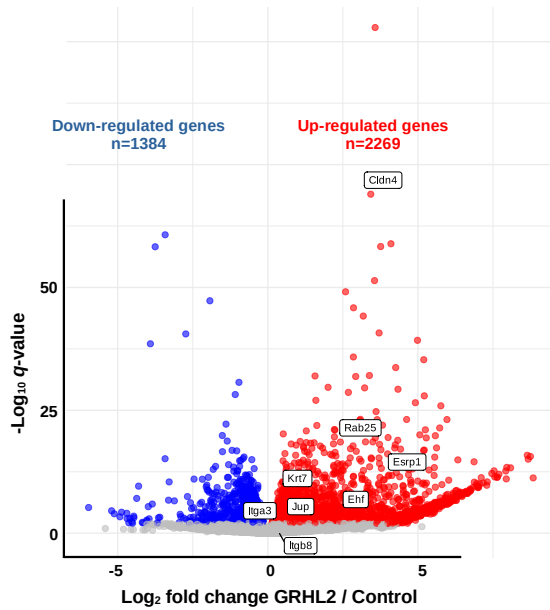

regulated genes  
n=1384

Up-regulated genes  
n=2269

regulated genes  
n=2269

-Log<sub>10</sub> q-valueLog<sub>2</sub> fold change GRHL2 / Control

D

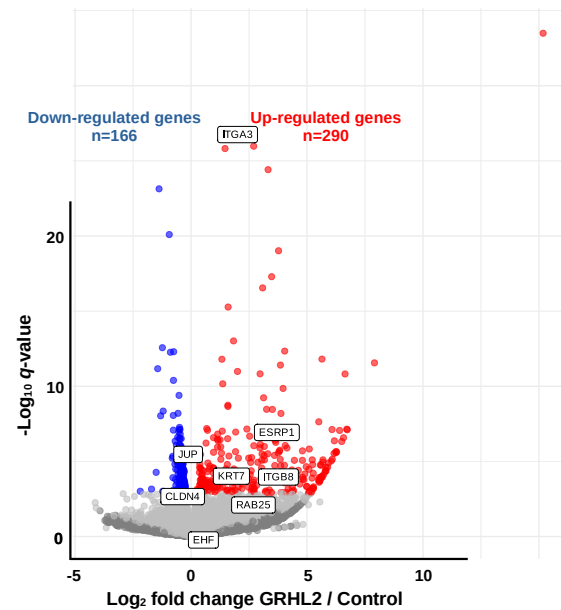

n=166

A3 n=290

n=290

-Log<sub>10</sub>  $\alpha$ -valueLog<sub>2</sub> fold change GRHL2 / Control

# E

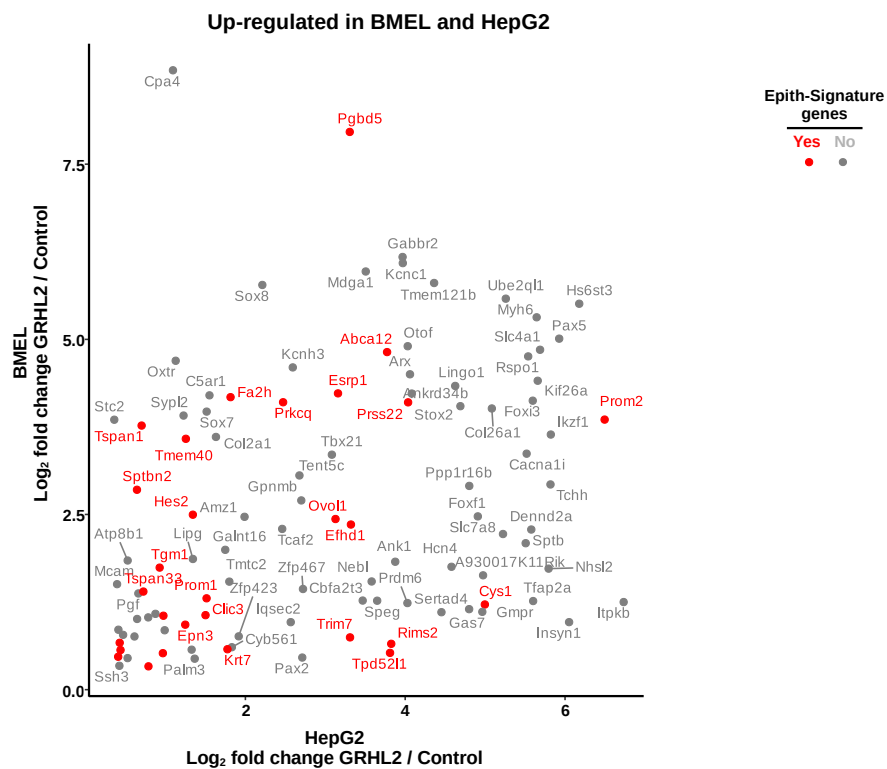

**Epith-Signature  
genes**

Yes

No

1

•

**F**

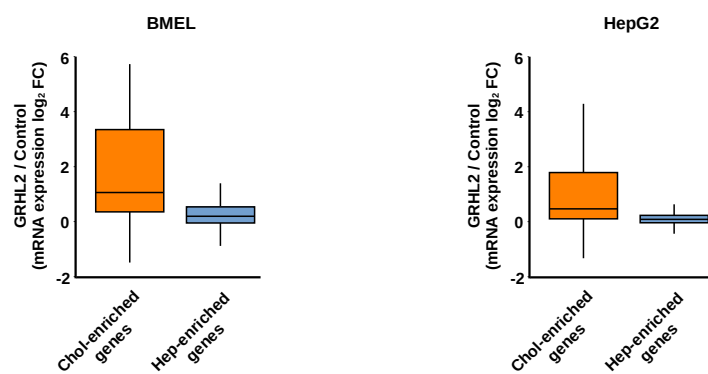

HepG2

GRHL2 / Control

mRNA expression log<sub>2</sub> FC)GRHL2 / Control  
mRNA expression log<sub>2</sub>-FC)

6  
4  
2  
0

**Chol-enriched  
genes**

Hep-enriched  
genes

Chol-enriched genes

Hep-enriched genes

**Supplementary Fig.7: Additional validation of GRHL2 ectopic expression and characterization of induced transcriptional changes in BMEL and HepG2 cells**

**(A)** Since the construct allowing for GRHL2 ectopic expression included a Flag tag, we performed additional Wes immunoblotting assays on the samples used in [Fig.5C](#) with an anti-Flag antibody to monitor GRHL2 levels in transfected BMEL cells. MW, molecular weight. WB, Wes immunoblotting.

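Among the 3061 genes of BMEL cells called by limma at an adjusted p under 0.05, the 1957 higher genes had a median rlog-based value of 3.78 over the 8 samples and the 1104 lower genes one of 8.27, with 6.45 for all genes. The median log2 fold change of the called genes was 0.22 for the higher and -0.26 for the lower. Genes whose 4 GRHL2 samples lay apart from the 4 control samples made up 23.8% of all genes, where chance gives 2.86%, with 2676 of them higher and 1768 lower.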

**(B)** Volcano plots showing transcriptomic changes induced by GRHL2 ectopic expression in BMEL cells (RNA-seq data from 4 independent biological replicates used in [Fig.5](#)). Significantly regulated genes ( $q < 0.05$ ) are displayed in blue and red for down- and up-regulated genes, respectively.

**(C)** Since the construct allowing for GRHL2 ectopic expression included a Flag tag, we performed additional Wes immunoblotting assays on the samples used in [Fig.6A](#) with an anti-Flag antibody to monitor GRHL2 levels in transfected HepG2 cells. MW, molecular weight. WB, Wes immunoblotting.

**(D)** Volcano plots showing transcriptomic changes induced by GRHL2 ectopic expression in HepG2 cells (RNA-seq data from 4 independent biological replicates used in [Fig.6](#)). Significantly regulated genes ( $q < 0.05$ ) are displayed in blue and red for down- and up-regulated genes, respectively.

**(E)** Scatter plot of individual genes significantly up-regulated upon GRHL2 ectopic expression in both BMEL and HepG2 cells (defined hereabove) showing their log<sub>2</sub> fold changes in these two models. 

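The HepG2 lists of S7 and S8 Tables are the authors' calls, and the HepG2 samples were not analysed here. Of the genes higher in HepG2 cells, 229 were in the BMEL table by symbol, and 96 of these, or 41.9%, were called higher in BMEL cells by limma (Fisher's exact test against all genes tested, two-sided, p = 2.23e-35). The Epith-Signature held 24 of these 96 genes.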

Additionally, presence of individual genes within the Epith-Signature was highlighted using red dots.

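The Hep-enriched list of S2 Table has 417 genes, of which 284 were in the BMEL table, and their median log2 fold change was 0.052 in BMEL cells. The sample medians of the 2 groups overlapped (exact permutation test, two-sided, p = 0.171, n = 4 against 4). The median log2 fold change was 0.045 in replicates 1 and 2 and 0.048 in replicates 3 and 4, and with sign flips within the same-numbered pairs as the replicate block the p-value was 0.125, the smallest that 4 pairs allow, since each GRHL2 sample had a higher median than the control sample of the same number. With each sample's upper quartile set to the same value, the median was 0.075 and the exact permutation p 0.0286, and with the samples scaled to the same sum they were 0.076 and 0.114. The NES of this list was 1.92, with an adjusted p of 0.000323 over 8 gene sets from gene permutations. The limma camera test gave an adjusted p of 0.00739 over the 8 sets for higher values in the GRHL2 samples. In this list, 29 genes were called higher and 9 lower by limma. Among the Chol-enriched genes, 39 of 44 had higher values in the GRHL2 samples.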

**(F)** Distribution of the log<sub>2</sub> fold changes for genes of the cholangiocyte-enriched (Chol-enriched) or hepatocyte-enriched (Hep-enriched) lists in BMEL or HepG2 cells ectopically expressing GRHL2.

The original data underlying this figure can be found at the Gene Expression Omnibus (GSE281717).

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S8 Fig

Fig.S8

A

Control

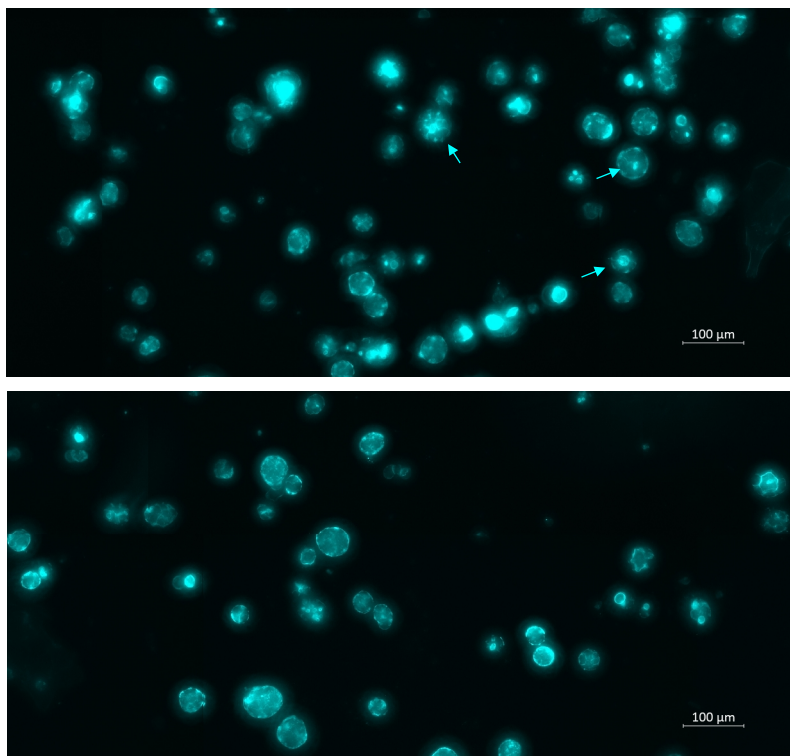

B

GRHL2

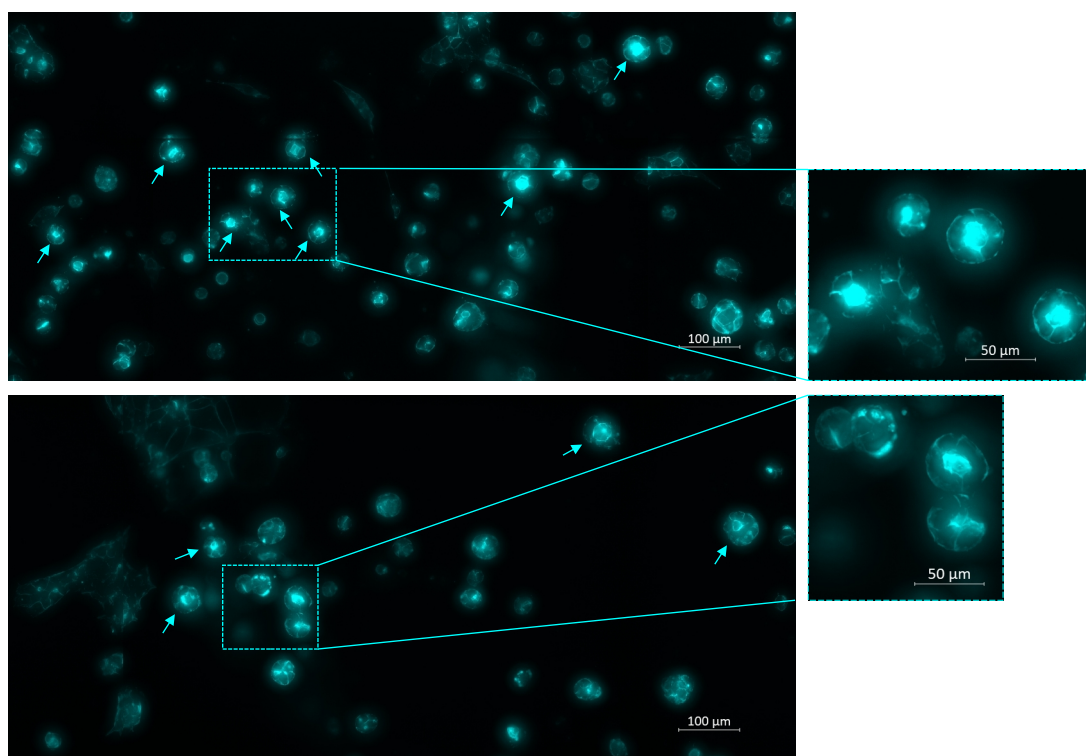

**Supplementary Fig.8: Additional representative images of BMEL cell aggregates**

BMEL cells were transfected with a GRHL2 expression plasmid or an empty control construct and grown in Matrigel. Additional representative images of obtained aggregates stained with phalloidin are shown. The arrows point to cystic cell aggregates.

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S9 Fig

A

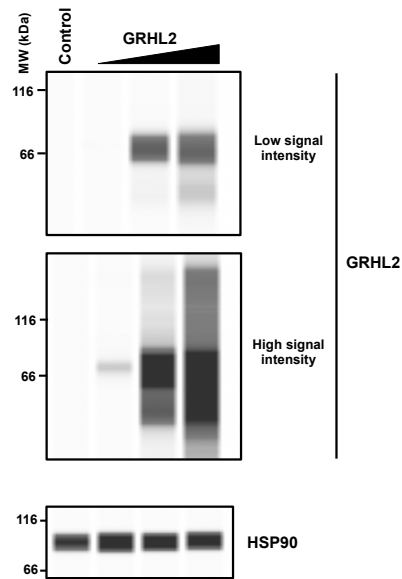

B

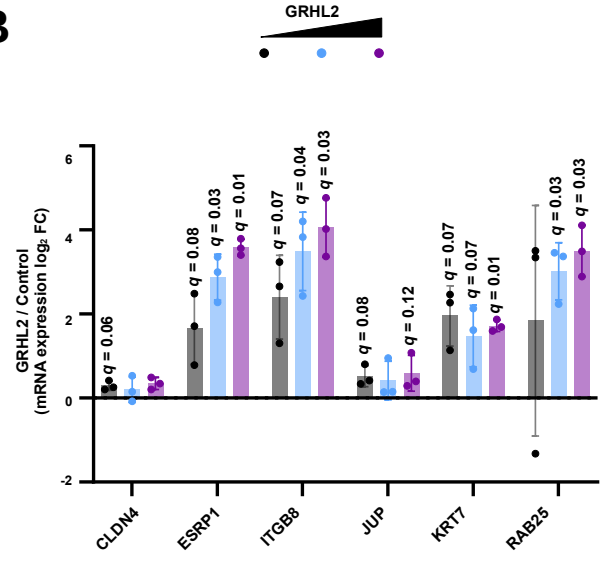

**Supplementary Fig.9: Dose-dependent induction of GRHL2 target genes in HepG2 cells**

**(A)** Immunoblotting performed using the Wes system to monitor GRHL2 and HSP90 levels in HepG2 cells transfected with increasing amounts of a GRHL2 expression plasmid or an empty control construct. For GRHL2, reconstructed lane views from the same Wes run using low and high sensitivity settings is shown. Data are representative of those obtained in 2 independent biological replicates. MW, molecular weight.

**(B)** RT-qPCR data showing the expression of the indicated GRHL2 target genes in HepG2 cells transfected as in panel G (n=3). Log<sub>2</sub> FC in gene expression in cells expressing GRHL2 compared to control cells (transfected with an empty plasmid) are shown in the bar graph, which displays means  $\pm$  SD together with individual biological replicates. Two-sided one-sample *t*-test with Benjamini-Hochberg correction was used to determine if the mean of log<sub>2</sub> FC was statistically different from 0. The numerical values of all biological replicates can be found in the S1 data file.

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S10 Fig

**A**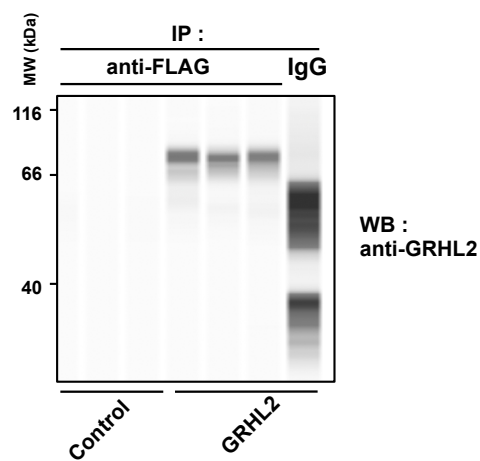**B**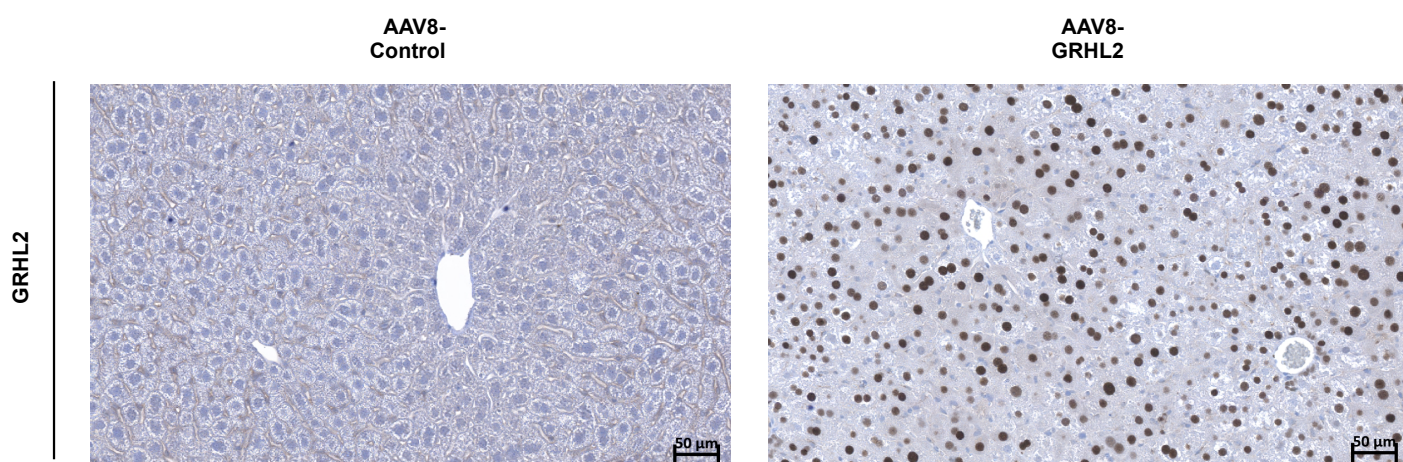**C**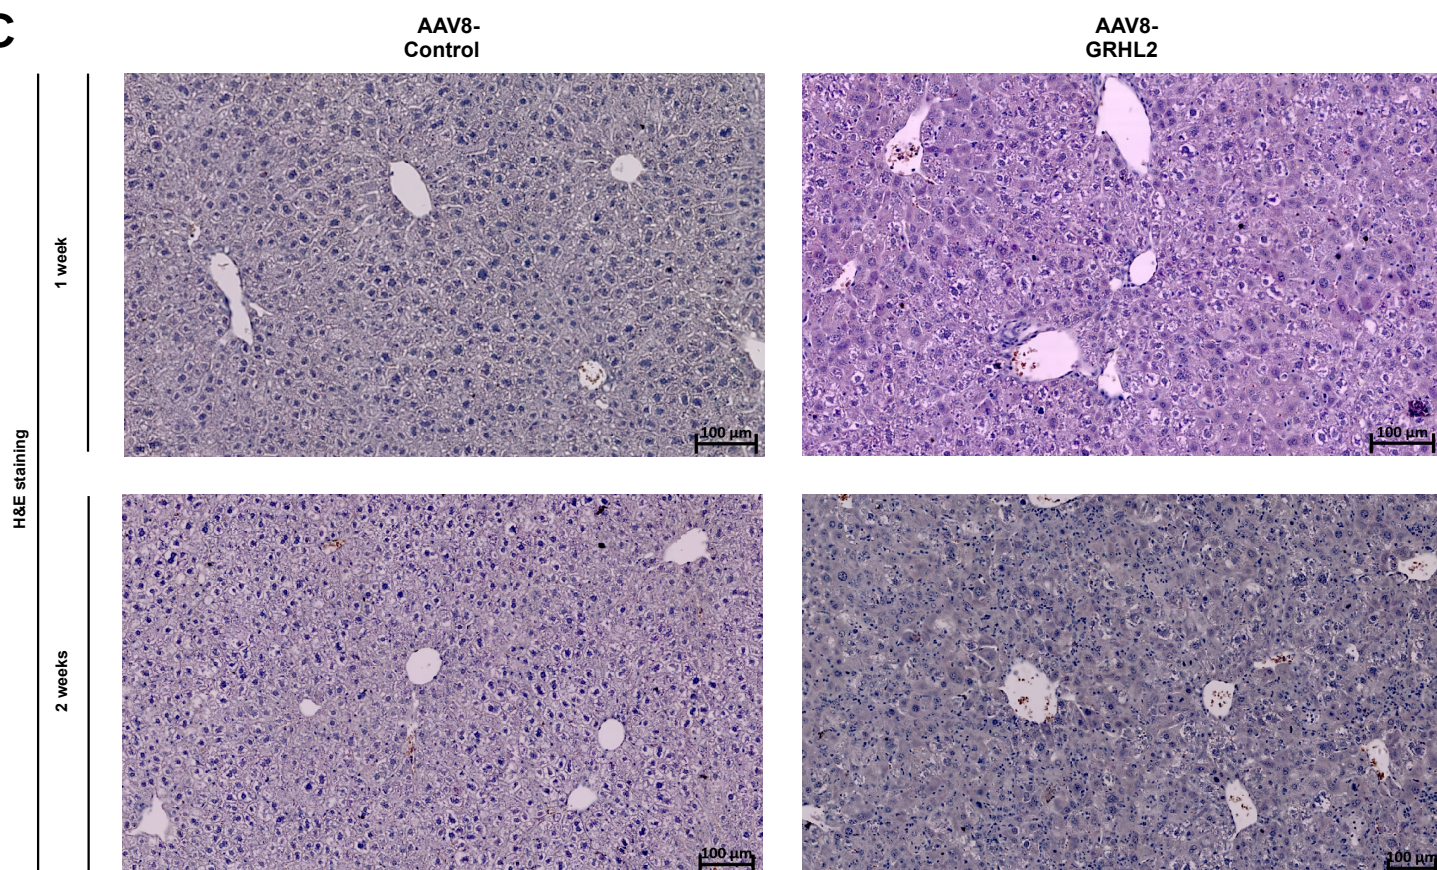

D

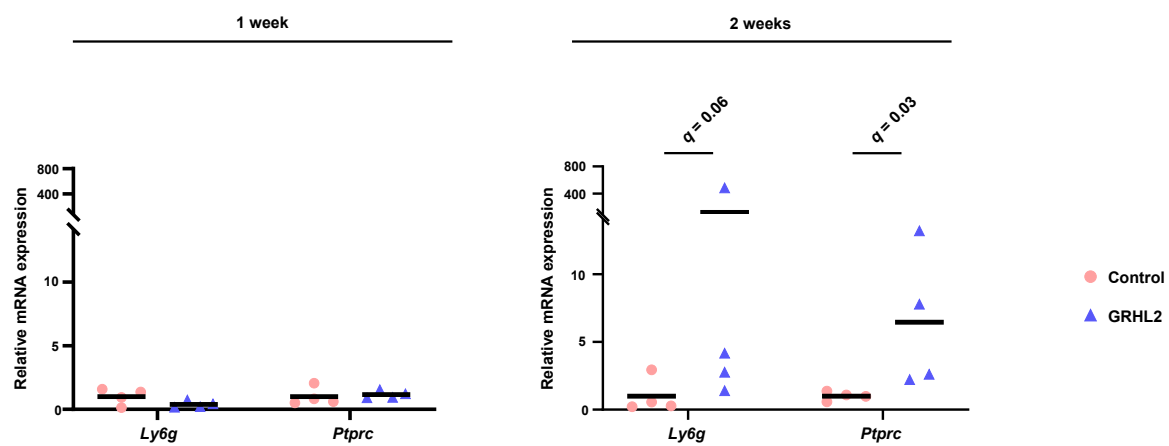

**Supplementary Fig.10: Additional validation of GRHL2 ectopic expression in the mouse liver**

- (A)** Immunoblotting performed using the Wes system to monitor GRHL2 levels in the liver of mice subjected to hydrodynamic injection with the flag-tagged GRHL2-encoding plasmid or an empty construct (control). Nuclear extracts from individual mouse livers (3 mice per experimental group) were subjected to immunoprecipitation with an antibody against flag and immunoblotted using an anti-GRHL2 antibody. As a specificity control, immunoprecipitation with non-immune IgG was also conducted. MW, molecular weight. WB, Wes immunoblotting.
- (B)** Representative immunostaining of GRHL2 in livers from mice injected with GRHL2 or GFP (control) encoding AAV8 after 1 week.
- (C)** Representative images obtained using liver slices from mice injected with GRHL2 or GFP (control) encoding AAV8 stained with hematoxylin and eosin after 1 or 2 weeks.
- (D)** RT-qPCR data showing the relative mRNA expression of *Ly6g* and *Ptprc* (*Cd45*) used as indicators of immune cell infiltration in the liver of mice 1 or 2 weeks after being injected with GRHL2 (n=4 mice) or GFP (control; n=4 mice) encoding AAV8. Data were plotted and analyzed as in [Fig.7D](#). The numerical values of all individual mice can be found in the S1 data file.

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S11 Fig

A

GRHL2

Control #1

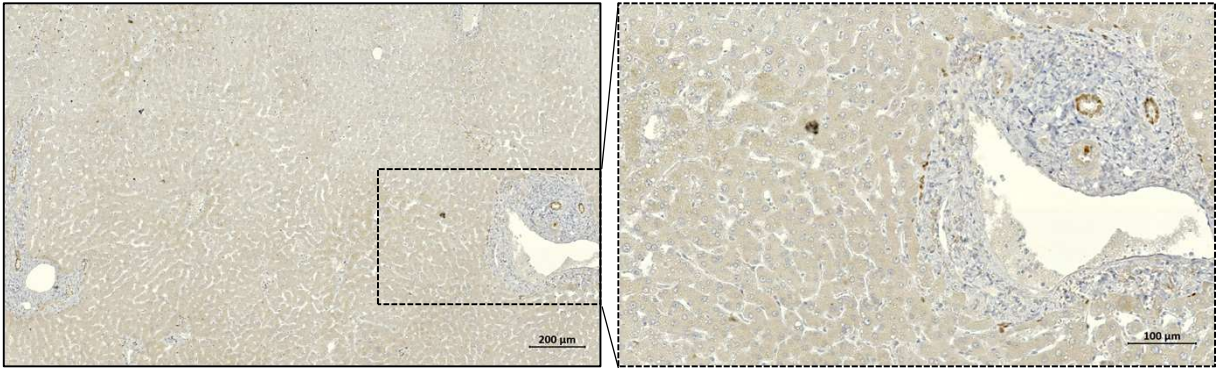

Control #2

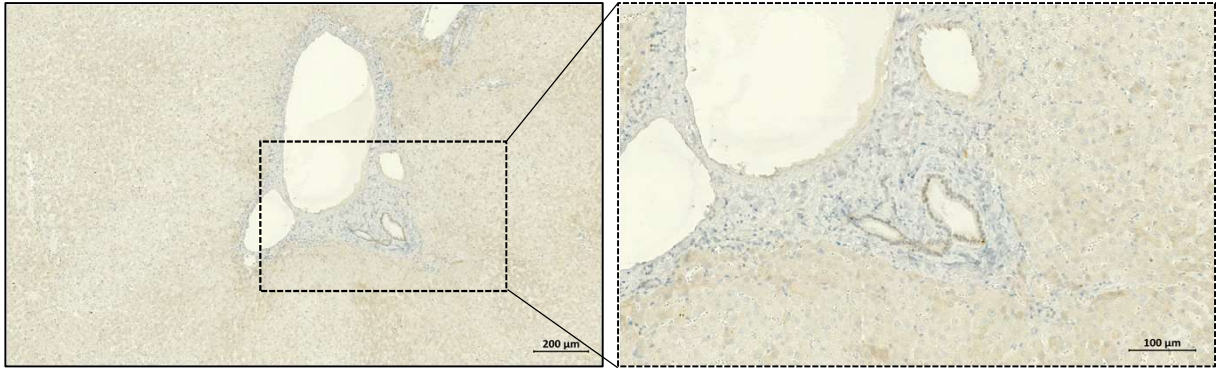

Control #3

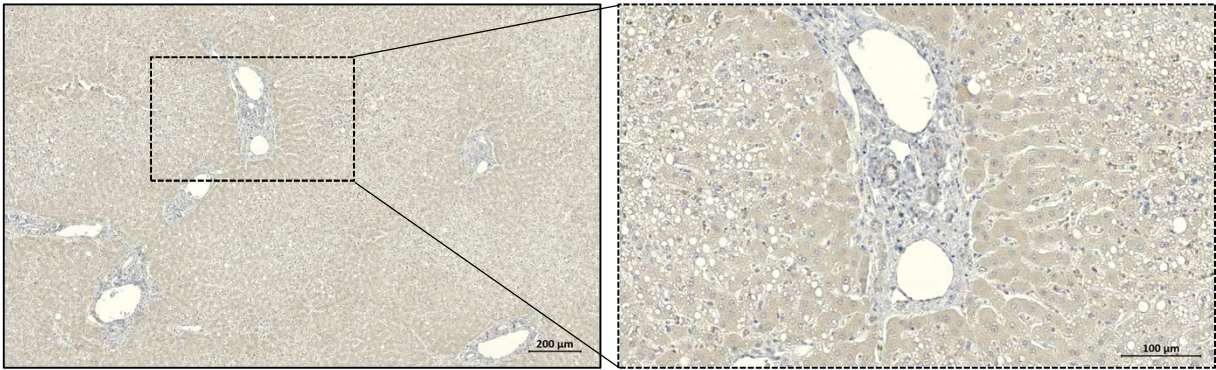

Control #4

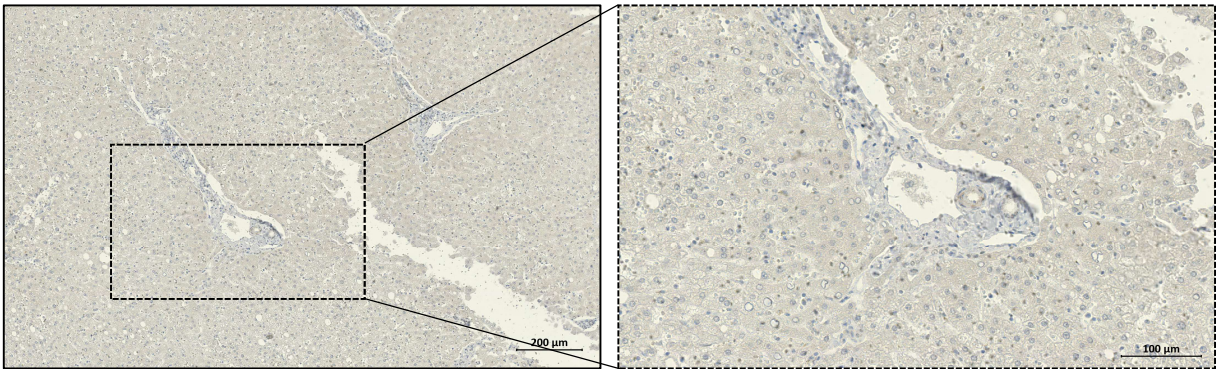

Control #5

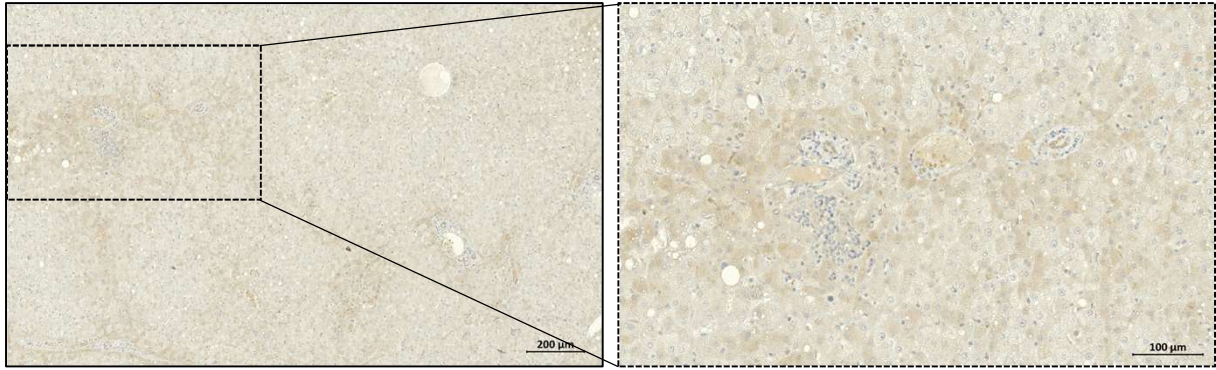

B

GRHL2

ALD #1

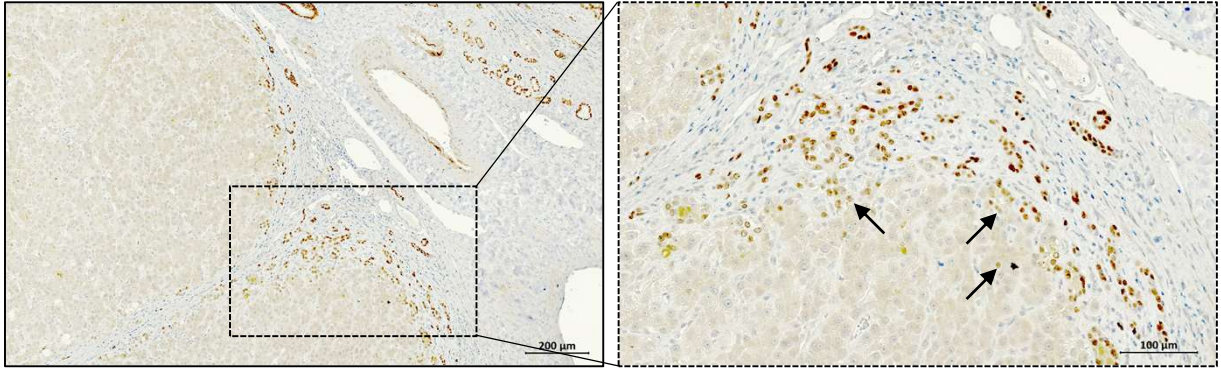

ALD #2

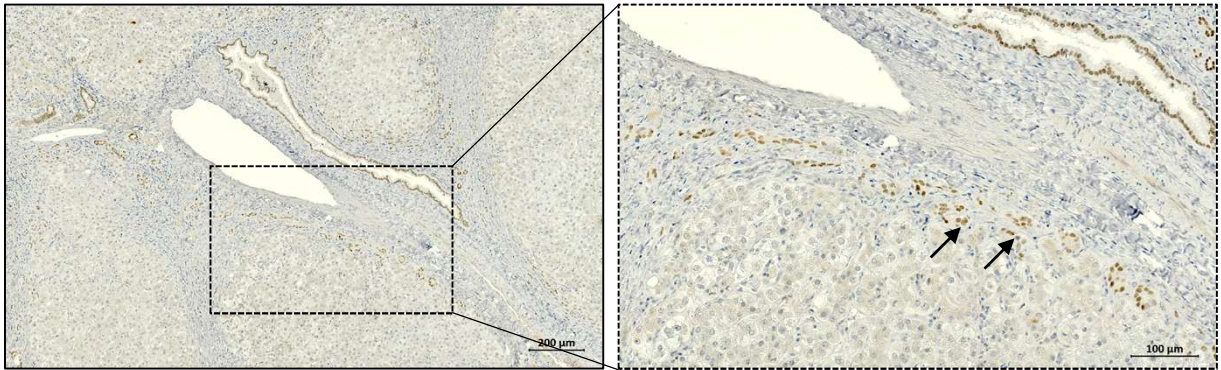

ALD #3

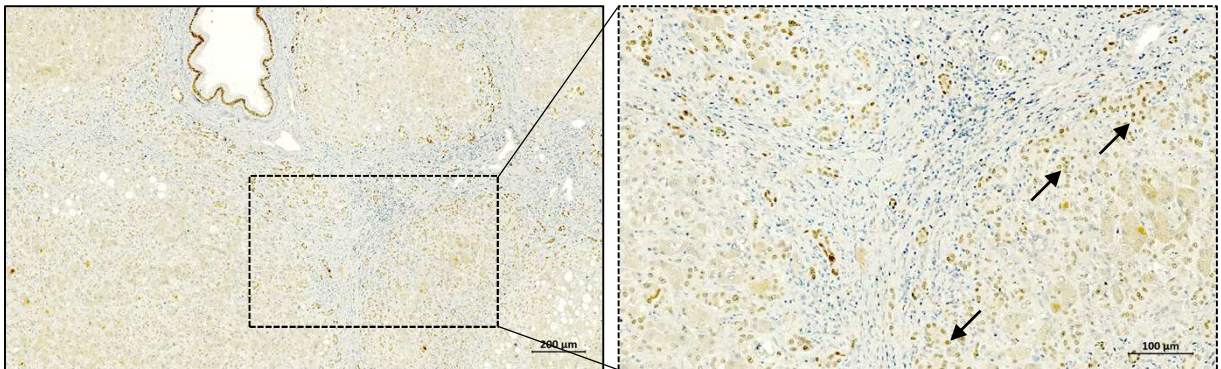

ALD #4

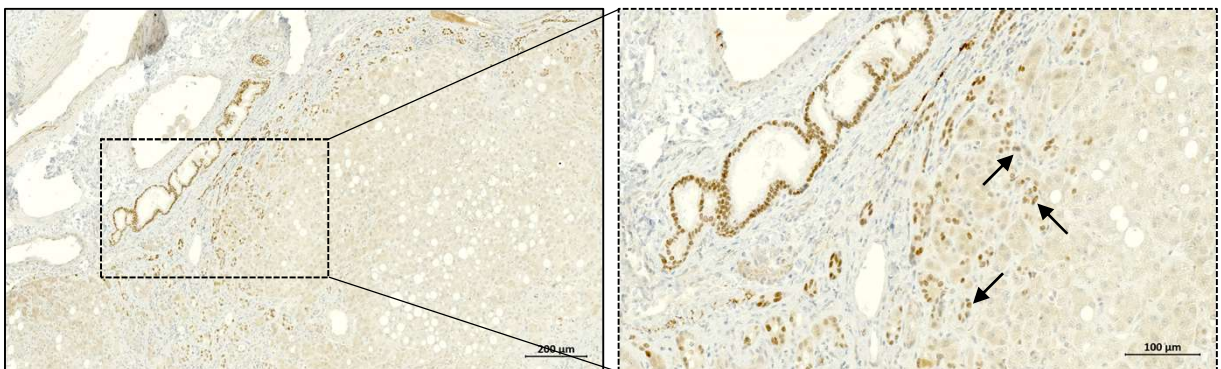

ALD #5

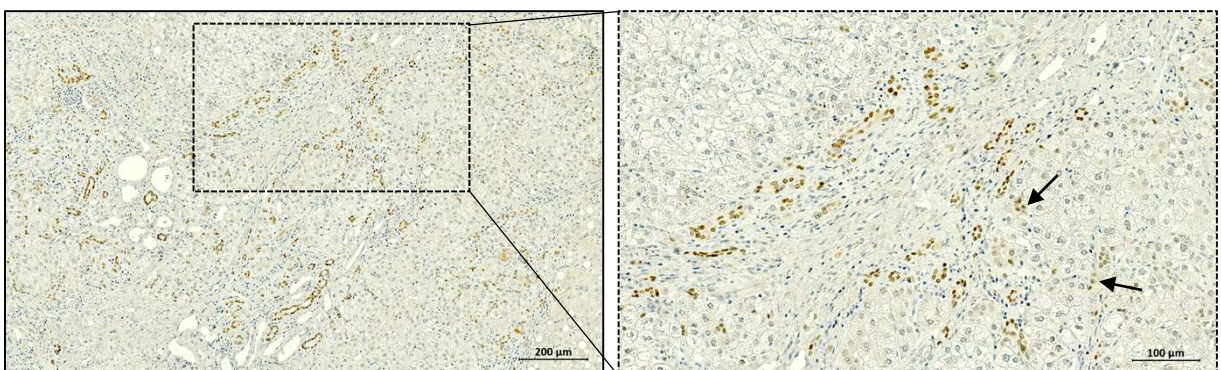

C

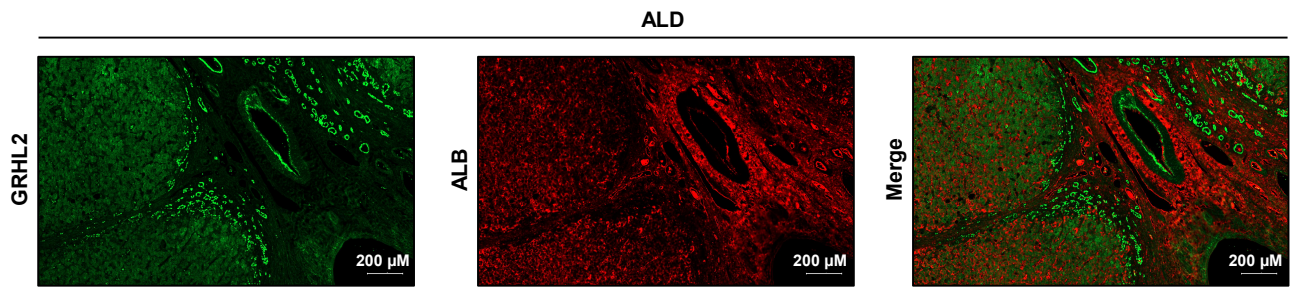

D

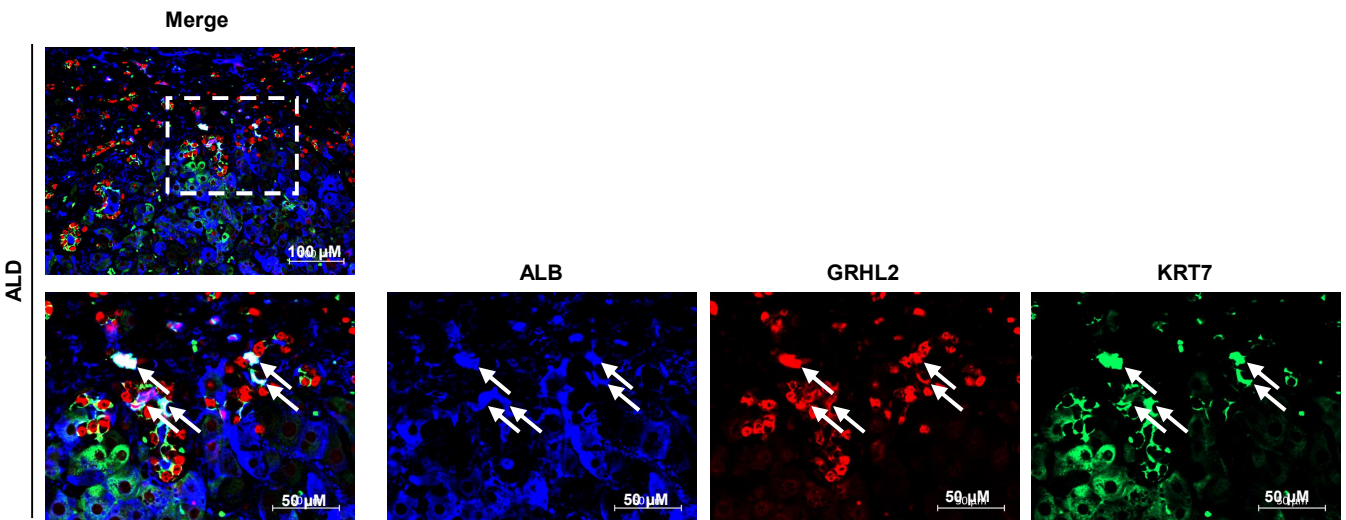

E

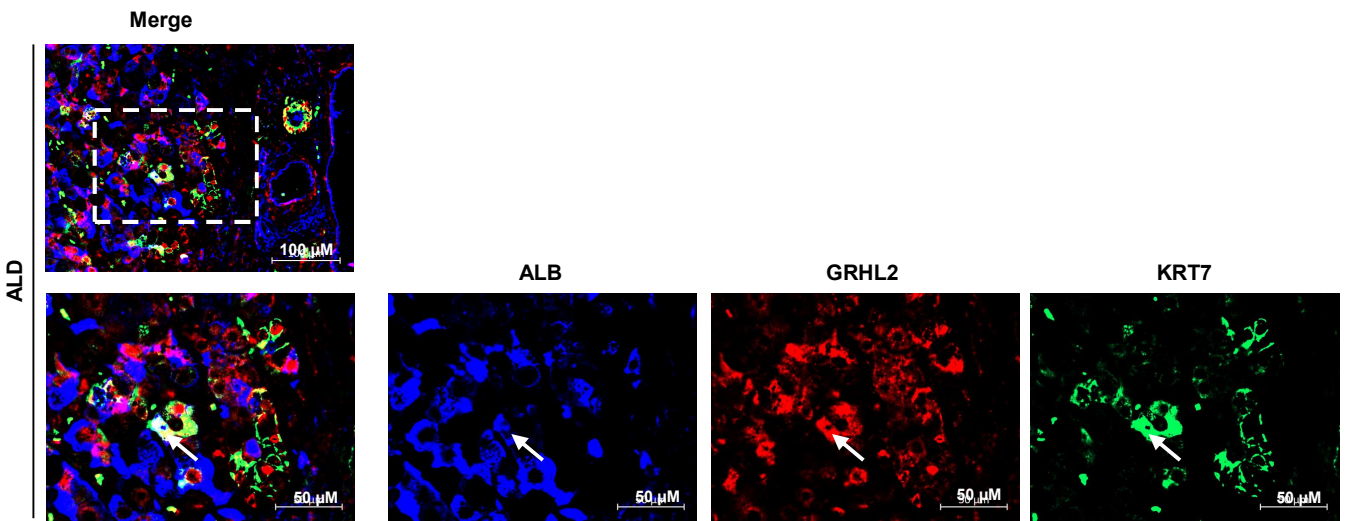

**Supplementary Fig.11: Additional immunostainings of GRHL2 in human liver failure**

**(A-B)** Immunostaining of GRHL2 in human livers from the control and ALD-related liver failure groups (n=5). Control #1 and ALD #1 are those shown in [Fig.8D](#). Zoomed images of the area delimited by the dotted rectangles is shown on the right. Arrows point to examples of GRHL2-positive hepatocytes.

**(C)** Co-immunostaining of GRHL2 (in green) and the hepatocyte marker Albumin (ALB; in red) in ALD-related human liver failure performed using a serial section of that shown in [Fig.8D](#).

**(D-E)** Co-immunostaining of the hepatocyte marker ALB (in blue), GRHL2 (in red) and the cholangiocyte marker KRT7 (in green) in ALD-related human liver failure. Panels D and E show different fields where triple positive cells were observed (indicated by arrows). Zoomed images of the area delimited by the dotted rectangle in the top image are shown at the bottom.

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S12 Fig

Fig.S12

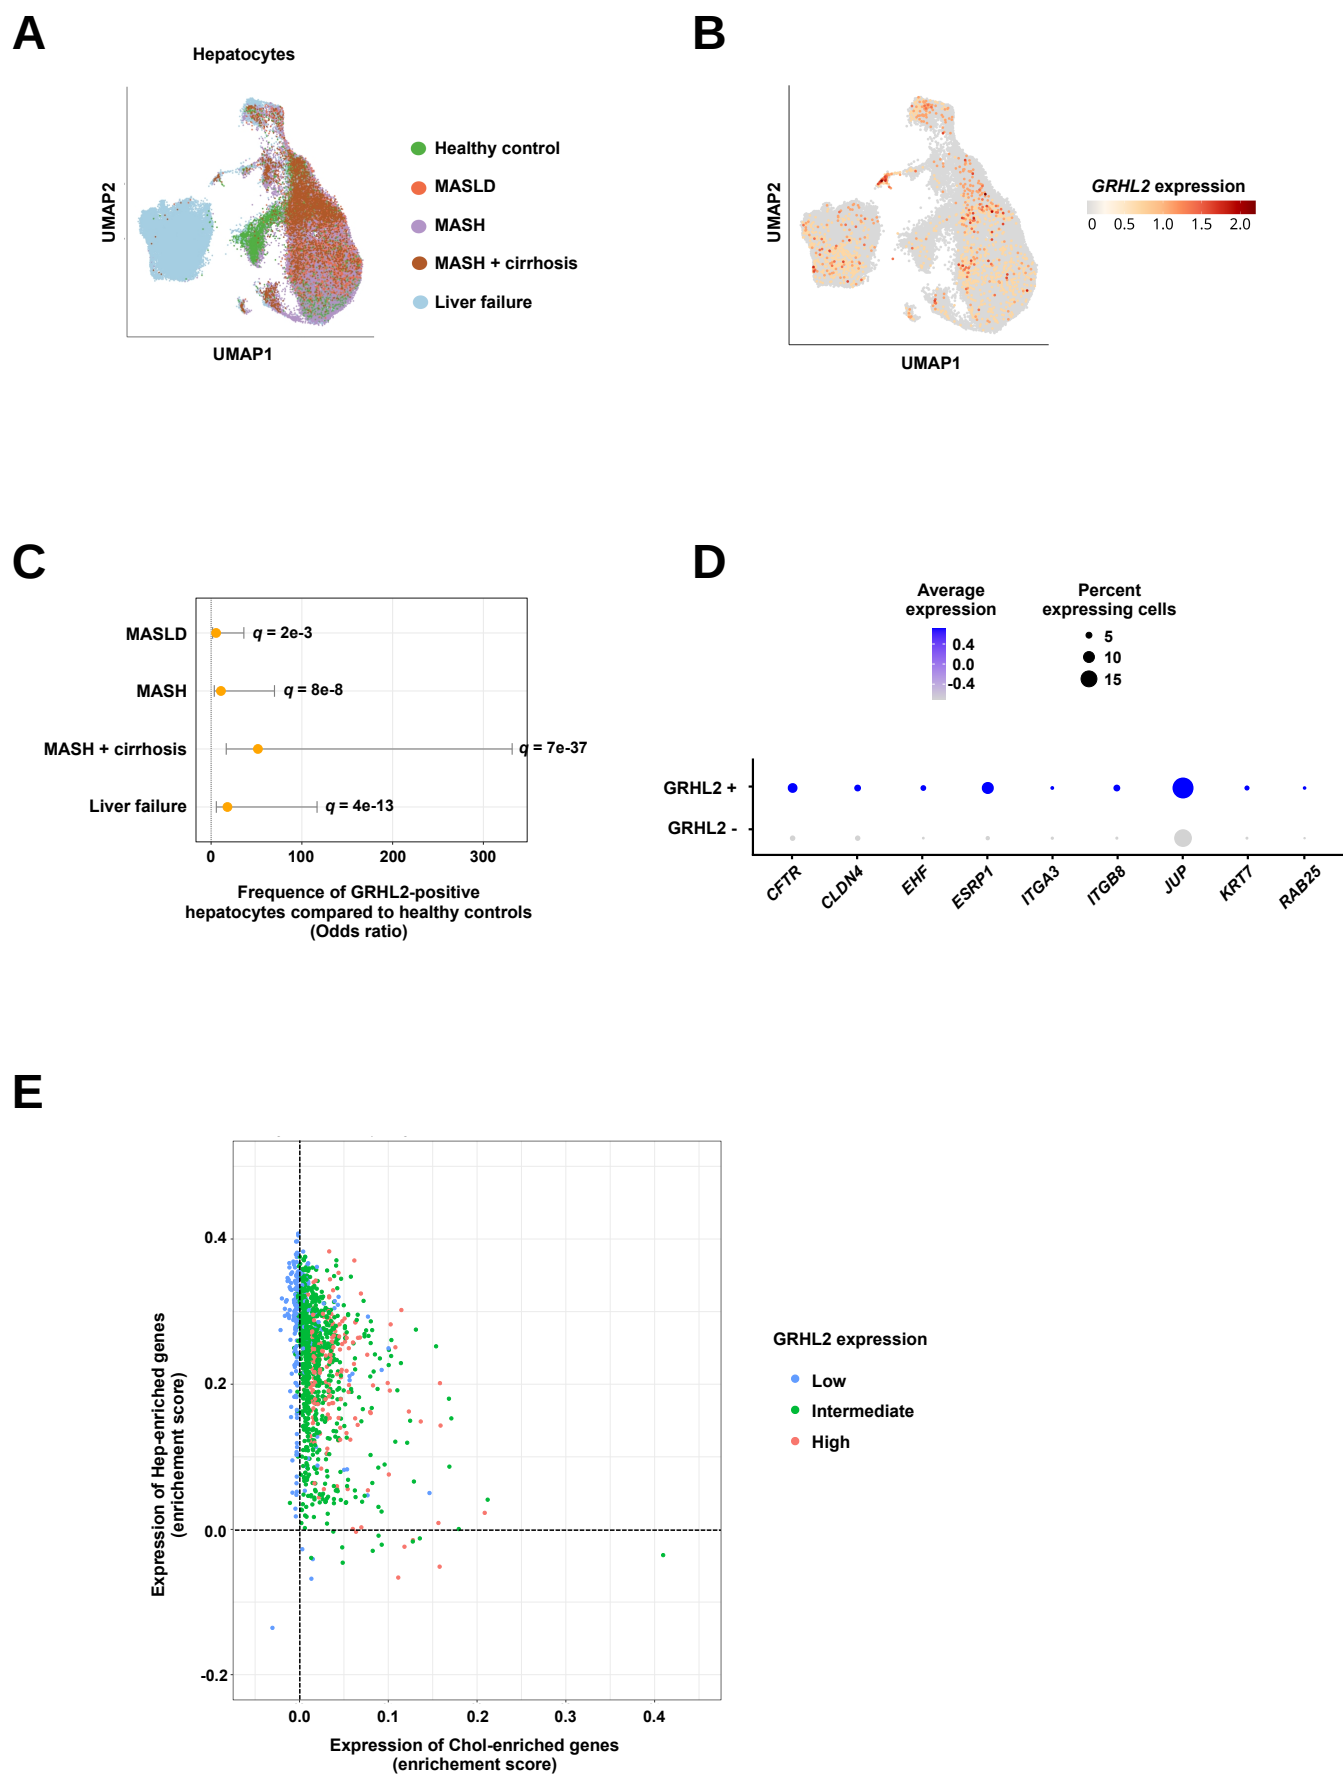

## **Supplementary Fig.12: Characterization of GRHL2-expressing hepatocytes in human MASLD using snRNA-seq data**

**(A-B)** Data from (Gribben et al. 2024) were used to monitor *GRHL2* expression in hepatocytes obtained from human livers of MASLD patients. Panel A shows the different stages of the disease hepatocyte originate from while panel B shows *GRHL2* expression in single nuclei.

**(C)** The fraction of *GRHL2*-expressing hepatocytes at each disease stage was retrieved and odds ratios were computed using hepatocytes from healthy controls as the reference. The forest plot shows odds ratio values (orange dots) together with 95 % confidence intervals. Statistical significance was assessed using two-sided Fisher exact tests with with Benjamini-Hochberg correction.

**(D)** Bubble plots showing expression of the indicated genes in hepatocytes negative (*GRHL2* - ) or positive (*GRHL2* +) for *GRHL2* expression (i.e. any hepatocytes from panel A where *GRHL2* expression was detected).

**(E)** *GRHL2*-positive hepatocytes were assessed for expression of the Chol-enriched or Hep-enriched gene sets using the AddModuleScore function of Seurat. Individual cells are colored according to *GRHL2* expression levels (i.e. tertiles defined as low, intermediate and high expression).

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547
**Supplement:** S13 Fig

A

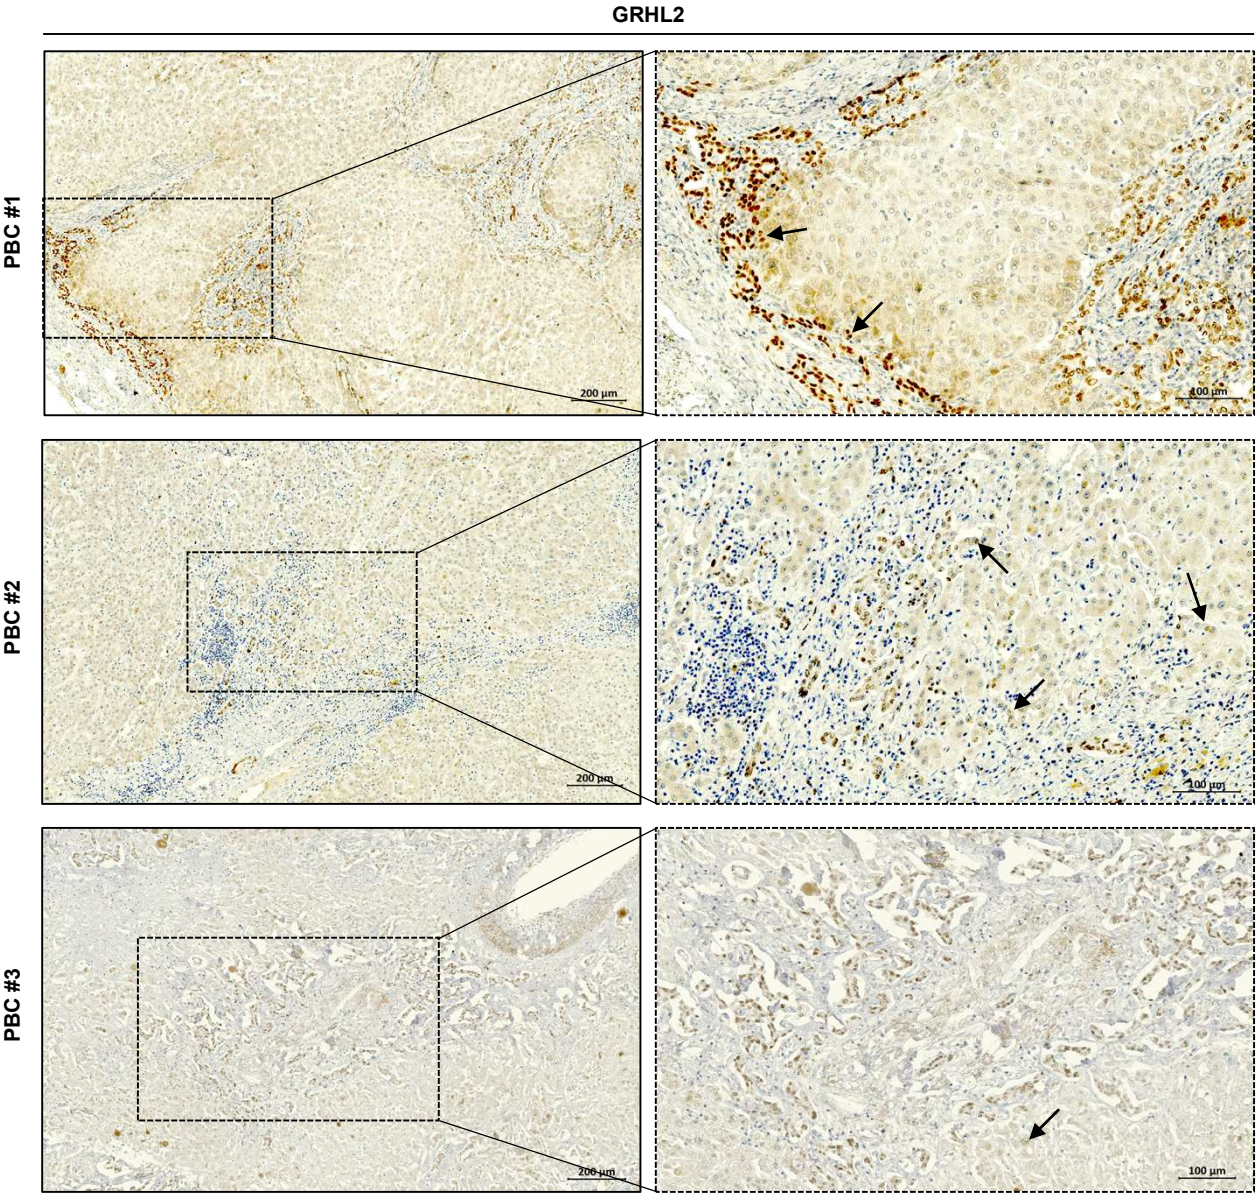

B

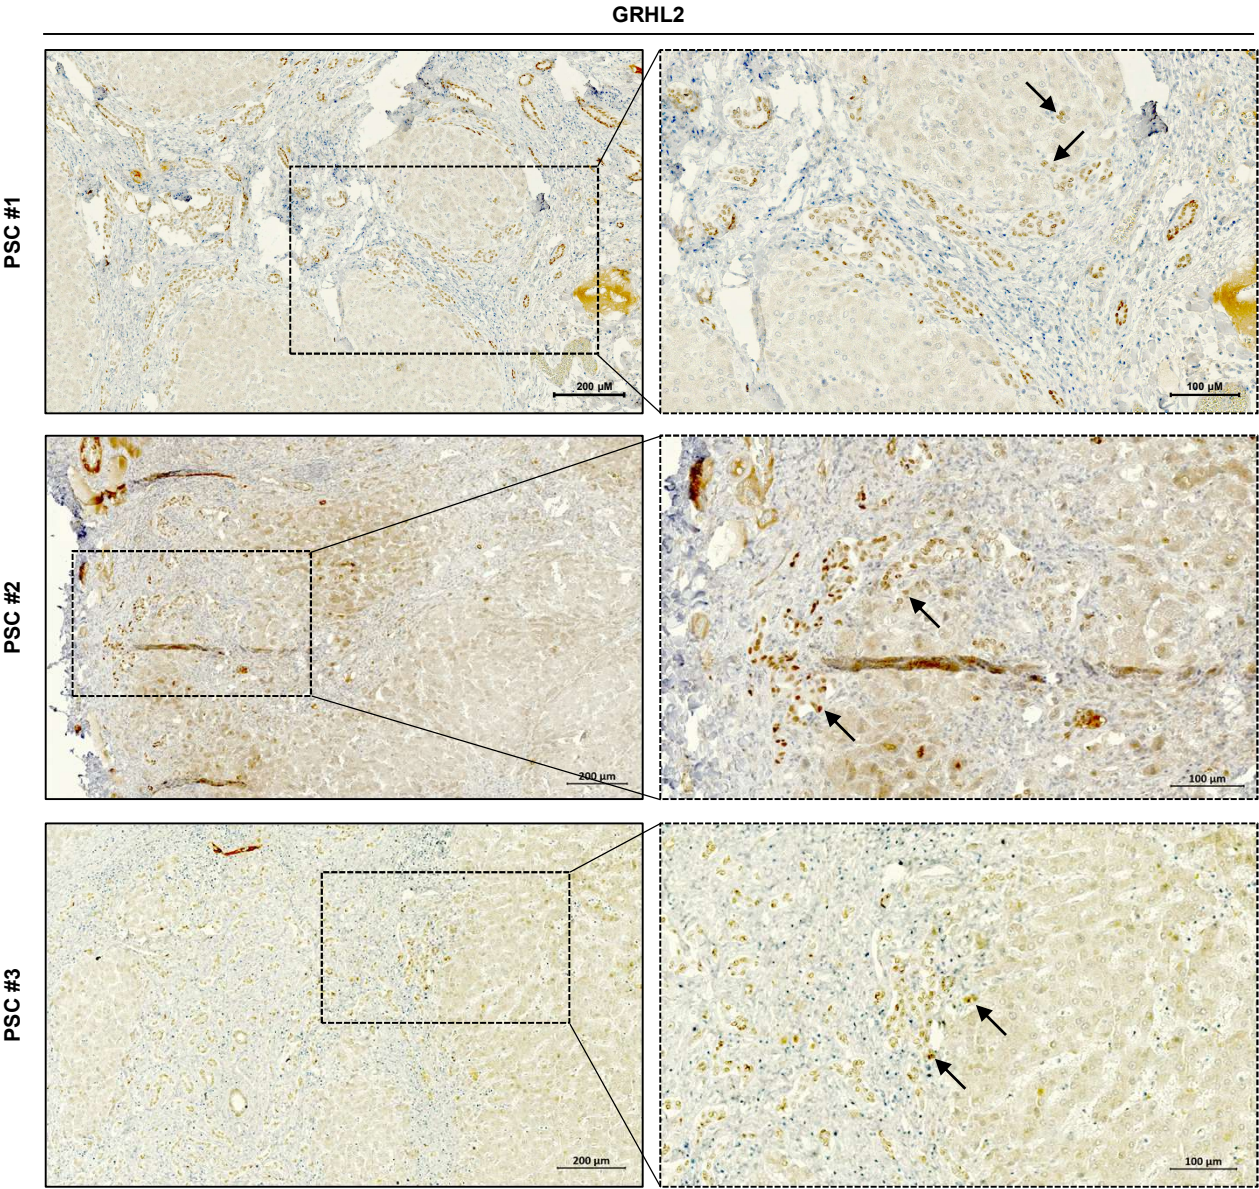

**Supplementary Fig.13: Additional immunostainings of GRHL2 in human PBC and PSC samples**

**(A-B)** Immunostaining of GRHL2 in human livers from donors with PBC- or PSC-related liver failure (n=3 each). PBC #1 and PSC #1 are those shown in [Fig.8F](#). Zoomed images of the area delimited by the dotted rectangles is shown on the right. Arrows point to examples of GRHL2-positive hepatocytes.

## References

- Bou Saleh M, Louvet A, Ntandja-Wandji LC, Boleslawski E, Gnemmi V, Lassailly G, Truant S, Maggiotto F, Ningarhari M, Artru F et al. 2021. Loss of hepatocyte identity following aberrant YAP activation: a key mechanism in alcoholic hepatitis. *J Hepatol* **75**: 912-923.
- Bravo Gonzalez-Blas C, Matetovici I, Hillen H, Taskiran, II, Vandepoel R, Christiaens V, Sansores-Garcia L, Verboven E, Hulselmans G, Poovathingal S et al. 2024. Single-cell spatial multi-omics and deep learning dissect enhancer-driven gene regulatory networks in liver zonation. *Nat Cell Biol* **26**: 153-167.
- Breschi A, Muñoz-Aguirre M, Wucher V, Davis CA, Garrido-Martín D, Djebali S, Gillis J, Pervouchine DD, Vlasova A, Dobin A et al. 2020. A limited set of transcriptional programs define major cell types. *Genome Research* **30**: 1047-1059.
- Dubois-Chevalier J, Gheeraert C, Berthier A, Boulet C, Dubois V, Guille L, Fourcot M, Marot G, Gauthier K, Dubuquoy L et al. 2023. An extended transcription factor regulatory network controls hepatocyte identity. *EMBO Rep* doi:10.15252/embr.202357020: e57020.
- Gribben C, Galanakis V, Calderwood A, Williams EC, Chazarra-Gil R, Larraz M, Frau C, Puengel T, Guillot A, Rouhani FJ et al. 2024. Acquisition of epithelial plasticity in human chronic liver disease. *Nature* doi:10.1038/s41586-024-07465-2.
- Grindheim JM, Nicetto D, Donahue G, Zaret KS. 2019. Polycomb Repressive Complex 2 Proteins EZH1 and EZH2 Regulate Timing of Postnatal Hepatocyte Maturation and Fibrosis by Repressing Gene Expression at Promoter Regions in Euchromatin in Mice. *Gastroenterology* doi:10.1053/j.gastro.2019.01.041.
- Merrell AJ, Peng T, Li J, Sun K, Li B, Katsuda T, Grompe M, Tan K, Stanger BZ. 2021. Dynamic transcriptional and epigenetic changes drive cellular plasticity in the liver. *Hepatology* doi:10.1002/hep.31704.
- Schaub JR, Huppert KA, Kurial SNT, Hsu BY, Cast AE, Donnelly B, Karns RA, Chen F, Rezvani M, Luu HY et al. 2018. De novo formation of the biliary system by TGFβ-mediated hepatocyte transdifferentiation. *Nature* doi:10.1038/s41586-018-0075-5.
- Zhang C, Macchi F, Magnani E, Sadler KC. 2021. Chromatin states shaped by an epigenetic code confer regenerative potential to the mouse liver. *Nat Commun* **12**: 4110.
- Zummo FP, Berthier A, Gheeraert C, Vinod M, Bobowski-Gerard M, Molendi-Coste O, Pineau L, Jung M, Guille L, Dubois-Chevalier J et al. 2023. A time- and space-resolved nuclear receptor atlas in mouse liver. *J Mol Endocrinol* **71**.

# Supplementary material for: Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation
**Source:** PLoS Biol. 2025 Dec 12;23(12):e3003547. doi: 10.1371/journal.pbio.3003547

Fig.4E – Immunoblotting on WES system on HepG2 treated or not with Ezhi

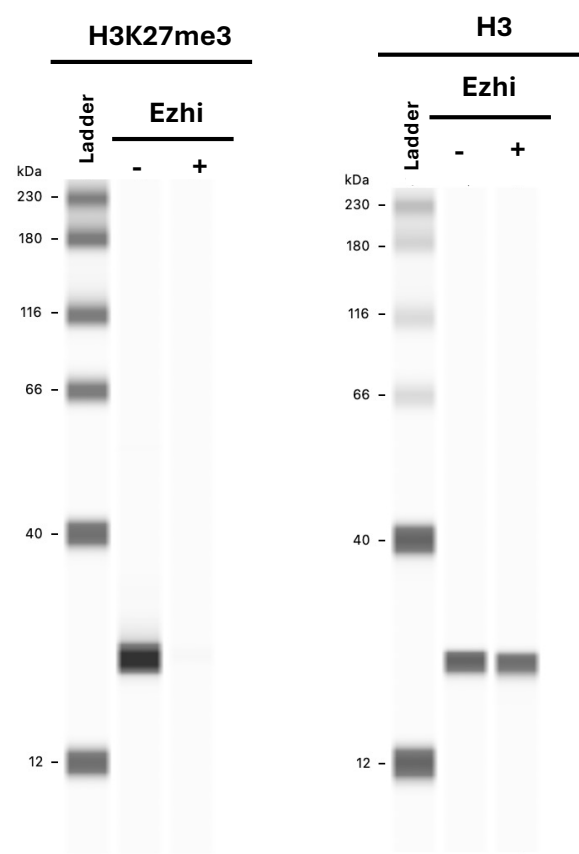

**Fig.4D – Immunoblotting on WES system on BMEL cells transfected with GRHL2 plasmid or empty control**

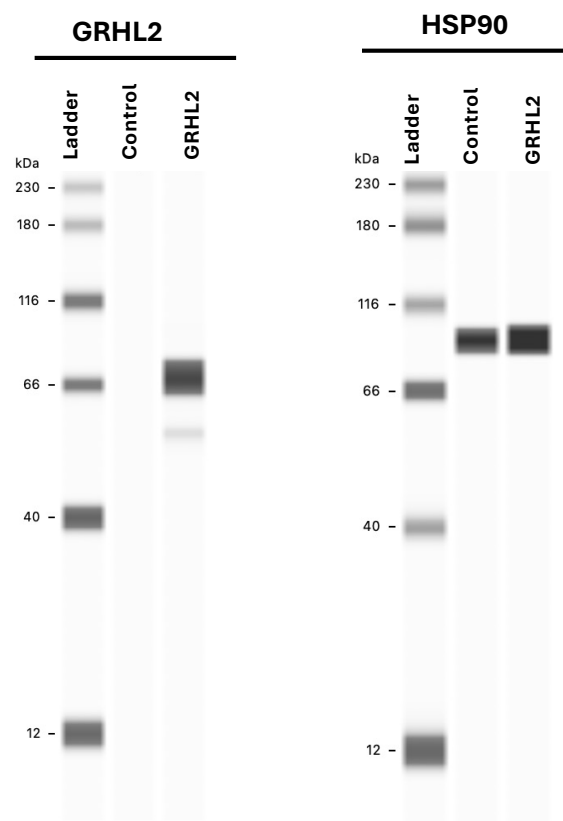

**Fig.6A – Immunoblotting on WES system on HepG2 cells transfected with GRHL2 plasmid or empty control**

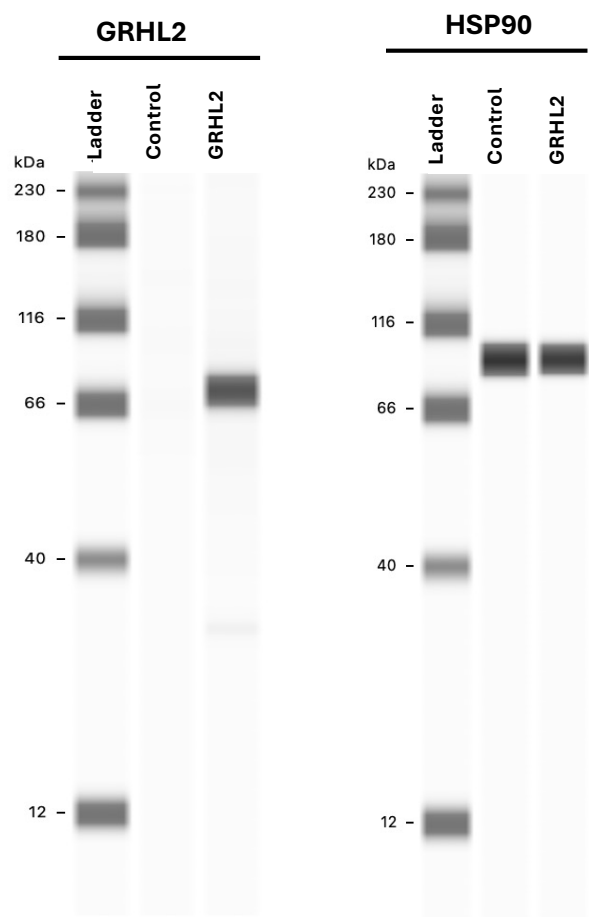

**Fig.6H – Immunoblotting on WES system on HepaRG cells transfected with GRHL2 plasmid or empty control**

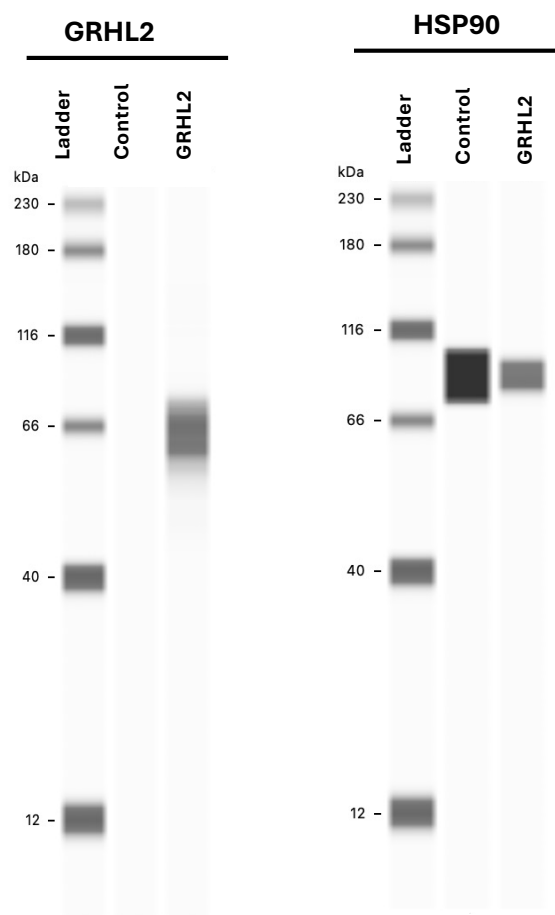

**Fig.7A – Immunoblotting on WES system on the liver of mice subjecting to hydrodynamic injection**

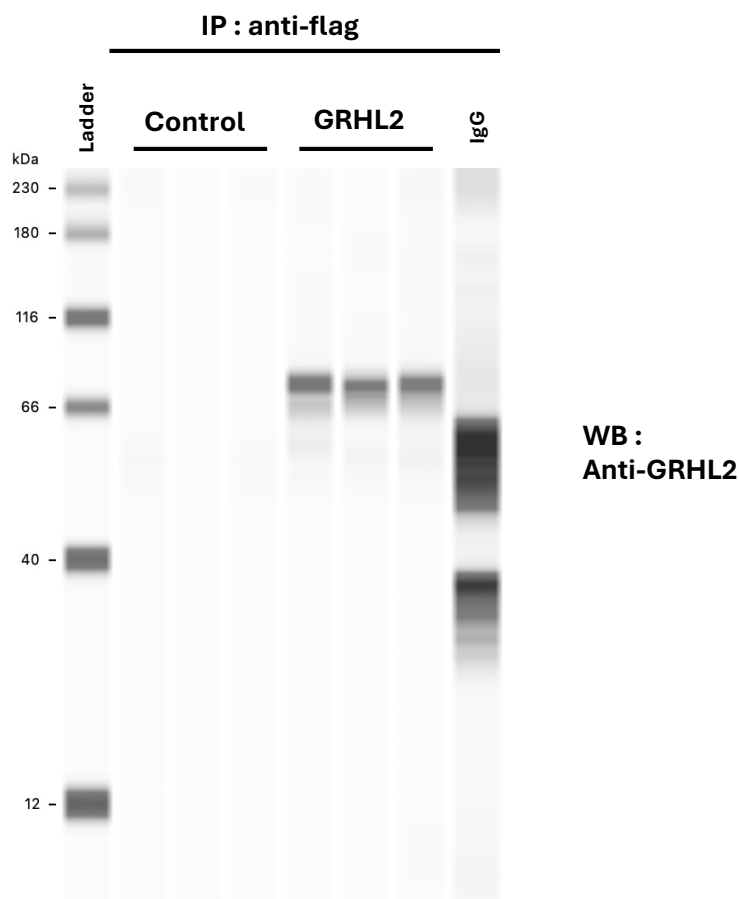

**Fig.7B – Immunoblotting on WES system on the liver of mice injecting with GRHL2 or GFP encoding AAV8**

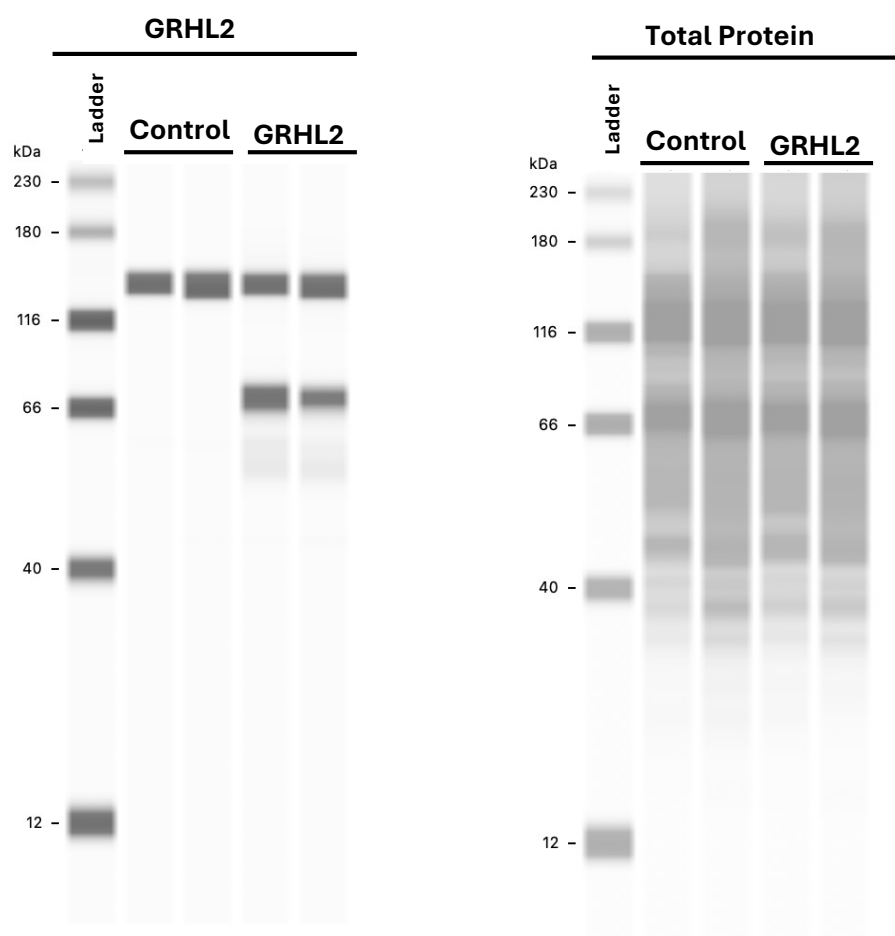

**Fig.8B – Immunoblotting on WES system of human samples from control and ALD-related liver failure**

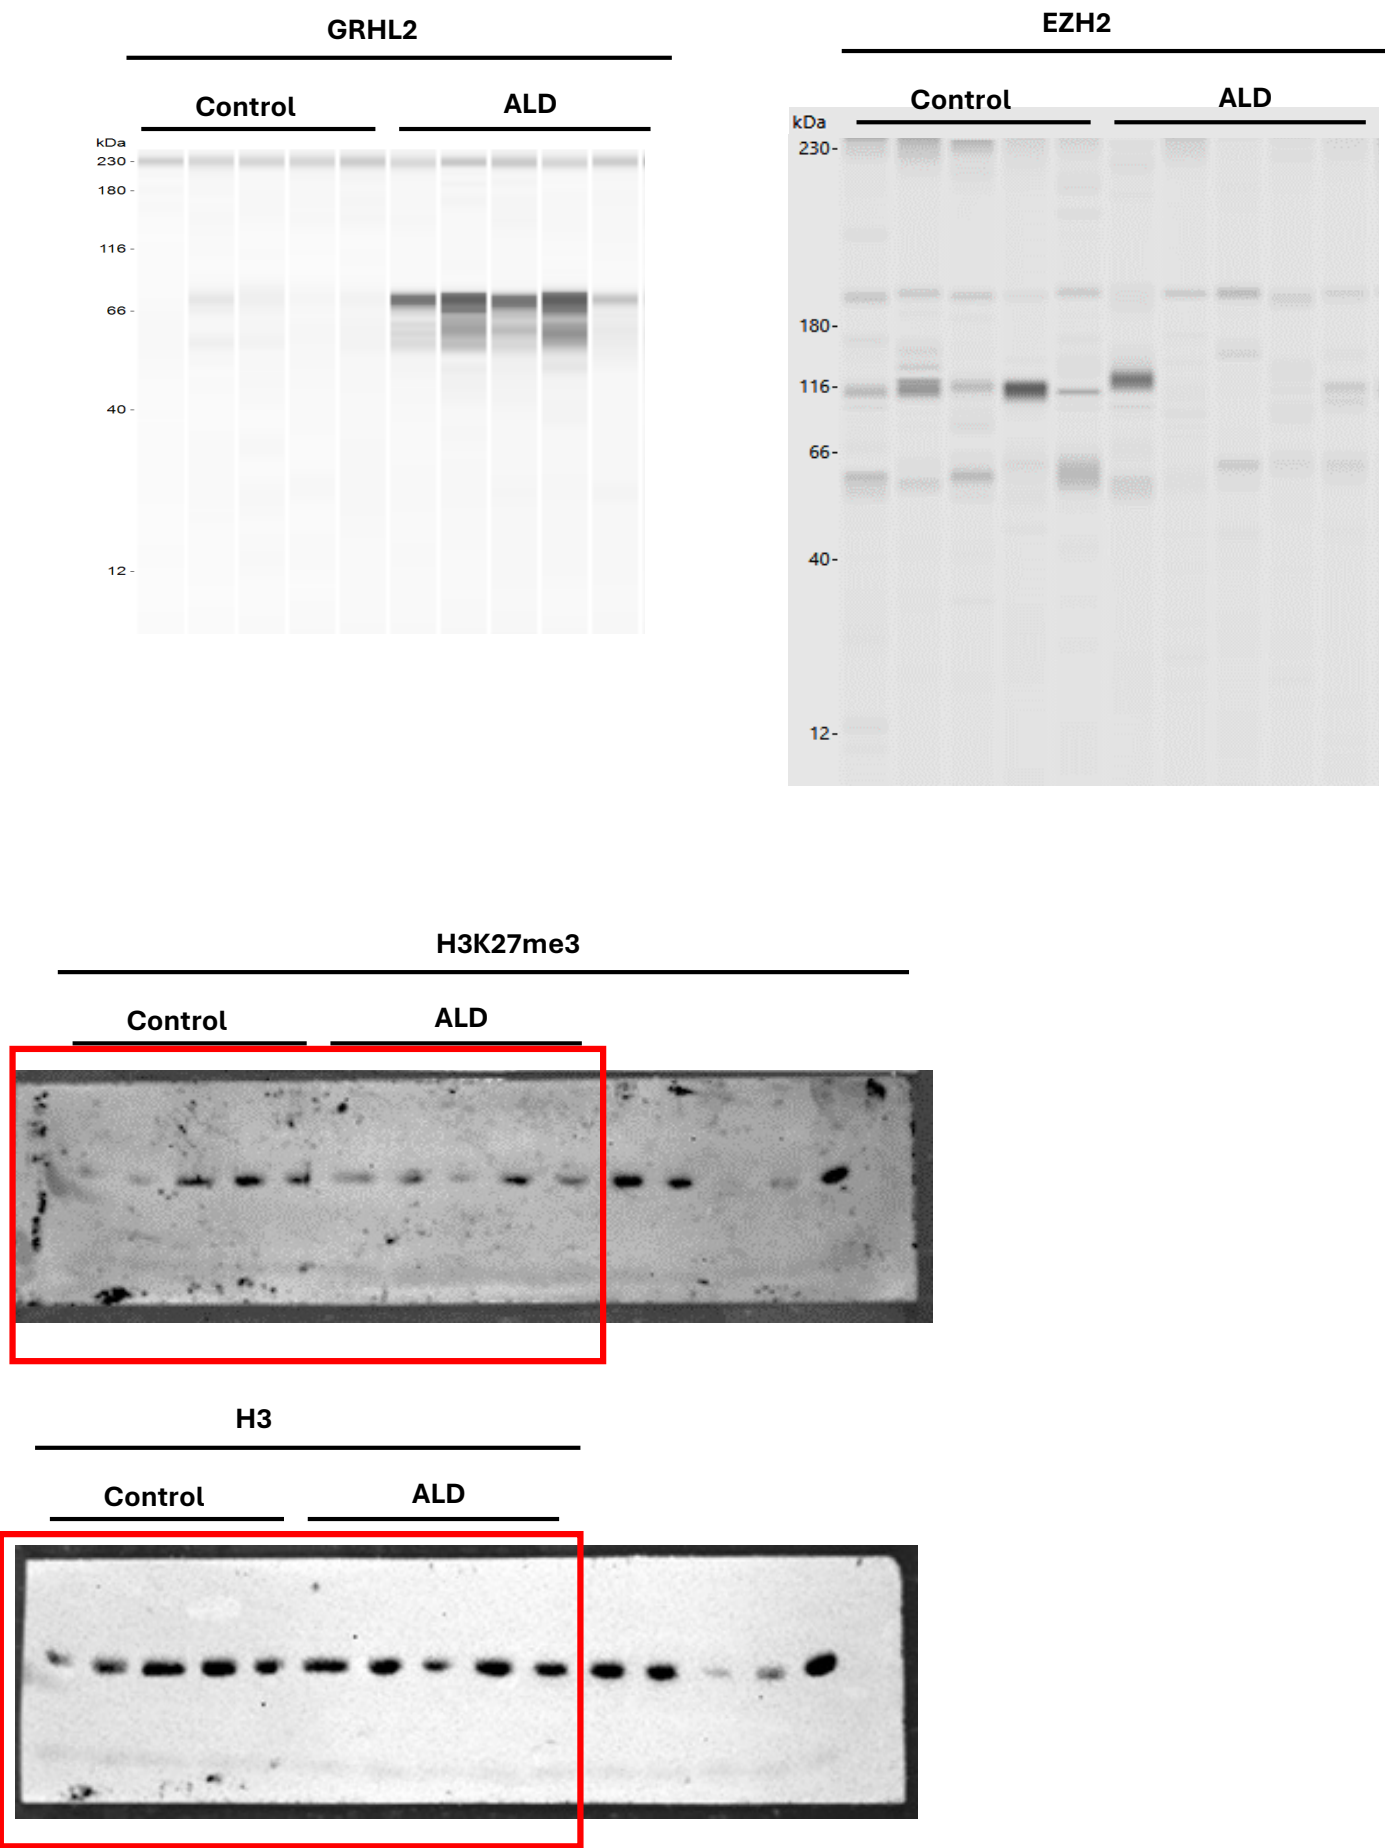

**Fig.S7A – Immunoblotting on WES system on BMEL cells transfected with GRHL2 plasmid or empty control**

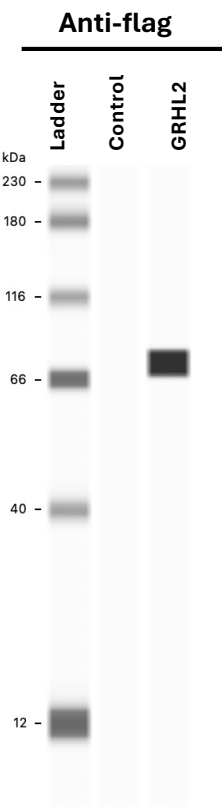

**Fig.S7C – Immunoblotting on WES system on HepG2 cells transfected with GRHL2 plasmid or empty control**

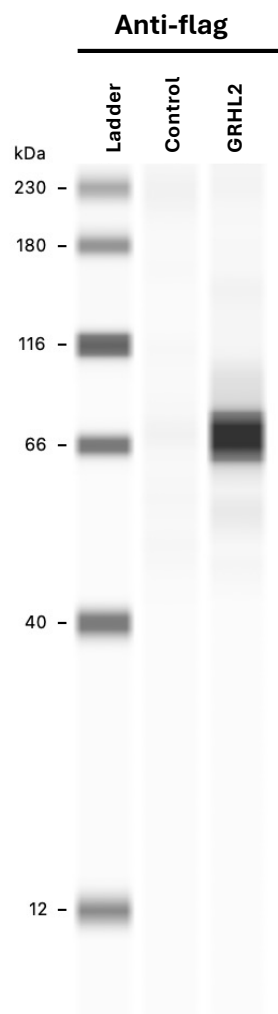

**Fig.S7G – Immunoblotting on WES system on HepG2 cells transfected with GRHL2 plasmid or empty control**

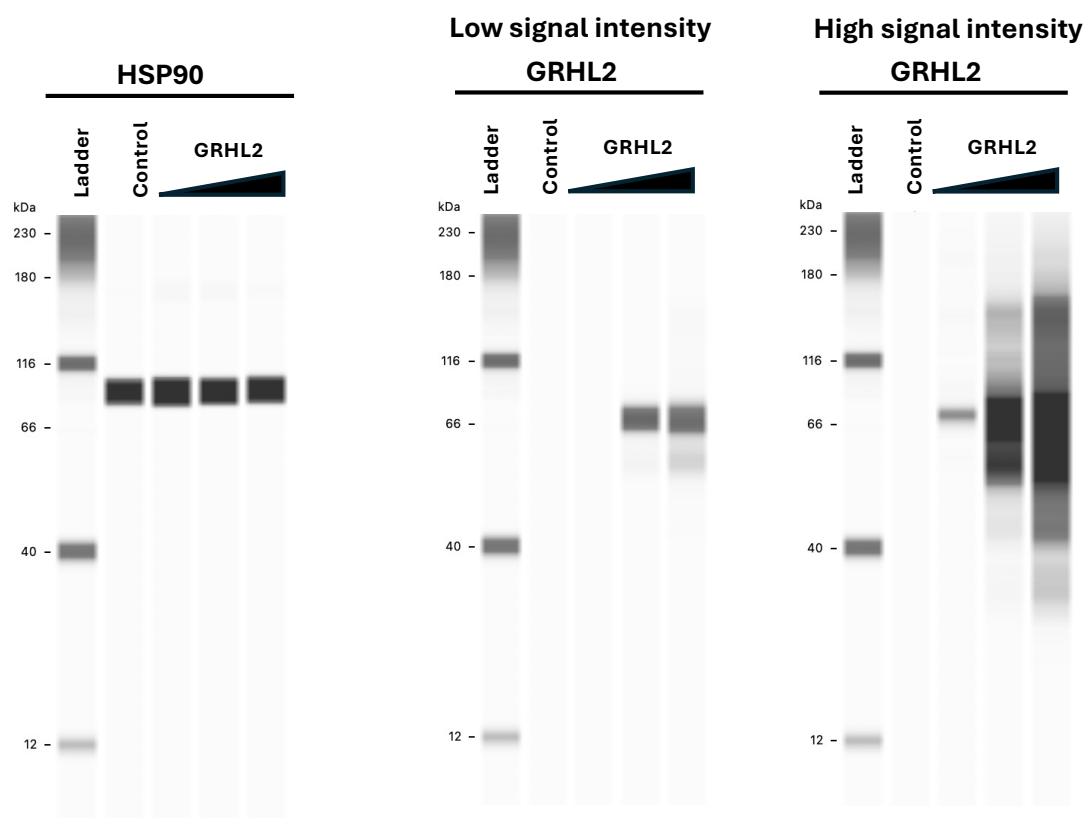

**Supplement:** S1 Raw Images

How the deposited data were processed for this re-analysis (not part of the article)

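RNA-seq was performed on 8 samples of BMEL cells harvested 48 h after transfection, 4 with the GRHL2 plasmid and 4 with the pcDNA3 control plasmid. Conditions and replicate numbers were taken from the sample labels and the methods, and the pairing of samples by number comes from the replicate numbers in the sample labels. The other experiments of the paper (HepG2, HepaRG, mouse liver, human samples and Matrigel cultures) were not analysed here.

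According to the methods, the authors mapped reads to mm10 with Hisat2, counted them on exons with HTSeq without regard to strand, removed genes with fewer than 10 cumulated reads, and divided the rlog values of DESeq2 by transcript lengths averaged over each symbol's transcripts. The methods open this description with public data, and that it covers the BMEL samples is an assumption. The values deposited by the authors are on a log2 scale, although the table is named for FPKM. This reading rests on the values: 7190 of the 149368 values are below 0, no value is missing or equal to 0, and the lower limit of value plus log2 transcript length lay between 0.30 and 0.39 in 5 groups of genes by length, near the 0.32 that 10 reads spread over 8 samples give. Transcript lengths for this check were the mean GENCODE M21 lengths, found for 18428 of the 18671 genes, whereas the authors took lengths from GRCm39. Read totals cannot be read from rlog values, so the depth of each sample is unknown and no interval that needs it is given. The rlog shrinks differences between samples more for genes with fewer reads, so log2 fold changes of low genes are understated.

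The analysis planned before the data were examined assumed linear FPKM values, with a pseudocount and a minimum mean FPKM. As the values are on a log2 scale, no pseudocount was added and all 18671 genes were tested, with the rest of the plan kept. Differential expression was tested with limma 3.58.1 in R 4.3.3 (linear model of the 2 groups, empirical Bayes with a mean-variance trend, Benjamini-Hochberg adjustment, adjusted p under 0.05). Gene sets came from S2 and S3 Tables, with symbols matched without regard to case. They were tested with fgsea 1.28.0 (weighted, 10000 gene permutations, genes ranked on the difference of group means), with limma's camera, and with an exact two-sided permutation test of each sample's median of gene-centred values. Fisher's exact test used all tested genes as the background. Positions are those of GENCODE M21 on GRCm38, matched by symbol.

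On simulated data with the real genes' means and spreads, in which 200 genes were changed by 0.5 or 1 on the log2 scale, limma called 192 of the 200 changed genes with the right sign and 17 of the 18471 unchanged genes. False calls were 8.13% of calls. The noise was independent between samples, without the deviations that same-numbered samples share. The planted changes exceeded the median changes of the genes called here (0.22 and -0.26), so the simulation does not give the sensitivity for such genes.

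The genes named in the text were chosen by a rule set before the data were examined: Grhl2, the 9 genes of S9 Table, further markers and TFs that the paper names, and the 5 largest increases and 5 largest decreases among called genes with all 4 GRHL2 samples beyond all 4 control samples. The rule also asked for a mean FPKM of at least 1 in the higher group, for which a log2 value of at least 0 was used. Apoc3 and Cyp3a11, which the rule names, are not among the genes of the table. Alternatives set before the data were examined were an equal upper quartile, an equal sum, the replicate number as a block, each sample left out in turn, no mean-variance trend, a log2 fold change beyond 1, ranking on the moderated statistic and camera. Alternatives chosen after seeing the data were a batch term for replicates 1 and 2 against 3 and 4, replicates 3 and 4 averaged, a mean value of at least 5, and a correction of each sample for the GC content of transcripts (lowess), without and with the replicate block.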

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

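The tests of the GC correction and of the batch cited here were chosen after the sample correlations and gene values had been seen. Of 76 groups of 4 samples (named genes and gene sets, each in control and in GRHL2 samples), 8 had a sample whose gap to its nearest neighbour exceeded Dixon's critical share of the range, where chance gives about 1 in 20 groups, or about 4.

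In 6 of these 8 groups the distant sample was replicate 2. In control replicate 2, Krt19 was at 14.86, the lowest of the control samples, whereas Esrp1 (3.06) and the median of the C3 genes (-0.041) were the highest. In GRHL2 replicate 2, Epcam (8.31), Ovol2 (4.20) and the median of the Epith-Signature (0.060) were the highest of the GRHL2 samples. In GRHL2 replicate 4, Gsta3 was the highest, at 6.11, and the median of the monopolar cell polarity genes the lowest, at 0.0098. Without control replicate 2, the log2 fold change of Krt19 was 0.10 with an adjusted p of 0.0277 (limma), against 0.16 and 0.0732 with all samples. Over the alternatives, the adjusted p of Krt19 ran from 0.0109 to 0.159. A batch shared by both groups is a candidate explanation for part of the spread between replicates: the difference of replicates 1 and 2 from replicates 3 and 4 in control samples went with that in GRHL2 samples (Pearson's r 0.746 across genes, which are not independent replicates). For the other 2 ways of dividing the 4 replicate numbers, r was 0.184 (1 and 3 from 2 and 4) and 0.213 (1 and 4 from 2 and 3). Such a batch does not describe all of the spread, since control replicate 1 was closer to control replicates 3 and 4 than to control replicate 2 (at the 749 genes with the highest levels, their differences had a spread of 4.14 and 4.20 times the expected sampling noise, against 6.01). Library size was not tested, since the depth is unknown, and no biological explanation was tested.

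The C3 cluster of TF-encoding genes, which the paper does not examine in BMEL cells, had a median log2 fold change of 0.092 (exact permutation test, two-sided, p = 0.0286, n = 4 against 4). Of its 74 genes in the table, 60 were higher in the GRHL2 samples, and limma called 30 up and 1 down. With sign flips within same-numbered pairs as the replicate block, the exact permutation p was 0.125, the smallest that 4 pairs allow. The median was 0.12 in replicates 1 and 2 and 0.079 in replicates 3 and 4. After the correction for GC content it was 0.056, with 21 genes called up and 3 down, so GC content may account for part of its size. The NES of C3 was 2.01, with an adjusted p of 0.000323 over 8 gene sets, and its adjusted camera p (limma) over the same sets was 3.02e-07. The exact p does not set C3 apart, as it was 0.0286 for 7 of the 8 sets, the Hep-enriched genes being the exception. By camera, the adjusted p was 0.0409 for the C2 cluster, 0.00449 for lower values of the C1 cluster and 0.222 for the monopolar cell polarity genes. The C2 cluster had a median of 0.016, an NES of 1.62 and 11 genes called up against 1 down. The C1 cluster had a median of -0.024, with 14 genes called up and 42 down, and this median became -0.00021 when the samples were scaled to the same sum. An induction of C3 genes by GRHL2 is a hypothesis, and cannot be told apart from other effects of the 2 plasmids, which differ by more than GRHL2.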

How the results depend on the processing

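The alternatives set before the data were examined that were not run are pseudocounts of 1 and of 0.01 and a minimum mean FPKM of 1, because the values are on a log2 scale, and no filter, because no filter was used.

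With each of the 8 samples left out in turn, the number of genes called up ran from 1326 to 1848 and the number called down from 690 to 1036, against 1957 and 1104 with all samples. In these 8 fits, the NES of the Epith-Signature ran from 2.67 to 2.77 and that of the Chol-enriched genes from 2.39 to 2.44, and the medians ran from 0.085 to 0.095 for the Epith-Signature, from 0.17 to 0.20 for the Chol-enriched genes, from 0.084 to 0.10 for C3 and from 0.028 to 0.059 for the Hep-enriched genes. The exact permutation p of the Hep-enriched genes ran from 0.114 to 0.286. For the other 3 sets it was 0.0286, the smallest possible, in each of these fits, which shows no stability, as all GRHL2 samples lie above all control samples before any is left out. The log2 fold changes of Fmo5 (-0.029 to 0.12), Ezh2 (-0.084 to 0.0036), Abcb11 (-0.0074 to 0.018) and Alb (-0.14 to 0.0079) changed direction in some of these fits.

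With each sample's upper quartile set to the same value, 3064 genes were called up, and the median log2 fold change of the Hep-enriched genes was 0.075 (exact permutation test, p = 0.0286), whereas with the samples scaled to the same sum it was 0.076 (exact permutation test, p = 0.114). The share of calls that were higher was 63.9%, against 75.9% with this scaling and 77.0% with the samples scaled to the same sum. The median log2 fold change of all genes moved from 0.0066 to 0.029 and 0.031 under the 2 scalings. With the replicate number as a block, 3396 genes were called up and 2589 down. The replicate block leaves the medians at 0.093 for the Epith-Signature, 0.19 for the Chol-enriched genes, 0.092 for C3 and 0.052 for the Hep-enriched genes, each with an exact permutation p of 0.125, the smallest that sign flips in 4 pairs can give. Among the named genes, 4 passed the threshold with the block and not in the main fit (Itga3, Krt19, Sox9 and Sox4). Without the block, Krt19 also passed with an equal upper quartile (adjusted p = 0.0497, limma). With the samples scaled to the same sum, Krt19 (0.0327) and Itga3 (0.0474) passed. A log2 fold change beyond 1 left 32 genes up and 9 down. The cause of these changes was not tested.

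The following alternatives were chosen after seeing the data. With a batch term for replicates 1 and 2 against 3 and 4, 3270 genes were called up and 2478 down, and the medians of 0.093 (Epith-Signature), 0.19 (Chol-enriched), 0.092 (C3) and 0.052 (Hep-enriched) each had p = 0.0556 in exact permutations within the batches, the smallest they can give, whereas the exact permutation p of the Hep-enriched genes was 0.171 without the batch term. With replicates 3 and 4 averaged, 1328 genes were called up and 521 down. The medians of the Epith-Signature, Chol-enriched and C3 genes were then 0.095, 0.21 and 0.099. Each had an exact permutation p of 0.1, the smallest that 3 against 3 allow. The median of the Hep-enriched genes was 0.049 (exact permutation test, p = 0.3), and Abcb11 was at -0.00068. Among the 10973 genes with a mean value of at least 5, 715 were called up, and the share of calls that were higher was 44.3%. With the GC correction and the replicate block, 3122 genes were called up and 2726 down, and the medians were 0.074, 0.16 and 0.056 with an exact permutation p of 0.125. The cause of these changes was not tested. Over all alternatives that give one, the NES of the Epith-Signature ran from 2.48 to 3.34 and that of the Chol-enriched genes from 2.39 to 2.56.

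The depth of the samples is unknown, so what it limits cannot be stated.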

Differences from the paper's values

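The NES of the Chol-enriched genes was 2.44, against the paper's about 1.4 in Fig. 5F, read by eye. The median log2 fold change of the Chol-enriched genes was 0.19 against the paper's about 1.1 in S7F Fig, read by eye, and that of the Hep-enriched genes 0.052 against the paper's about 0.2 in S7F Fig, read by eye. None of the alternatives set before the data were examined closed any of these 3 gaps. For the medians they could not undo the shrinkage of the rlog, as each used the same values. The paper's fold changes come from DESeq2 according to the methods.

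For all 9 genes of S9 Table the log2 fold change was smaller than the paper's, and for 6 of them by more than the replicate SD, taken as the larger of the 2 groups'. It was 1.71 for Cldn4 against the paper's 3.42, 1.16 for Ehf against the paper's 3.34, 0.56 for Esrp1 against the paper's 4.22, and 0.61 for Rab25 against the paper's 3.49. It was 0.046 for Cftr against the paper's 0.803, and 0.0086 for Itgb8 against the paper's 0.37. For the other genes, it was 0.17 for Itga3 against the paper's 0.233, 0.35 for Jup against the paper's 0.46, and 0.44 for Krt7 against the paper's 0.58. None of the alternatives set before the data were examined closed the gap for the 6 genes. As each used the same rlog values, they could not undo the shrinkage, so this outcome says nothing about the cause.

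Sox9, which S6 Table lists as higher in the GRHL2 samples, had an adjusted p of 0.0805 (limma) here. Of the alternatives set before the data were examined, the replicate block (adjusted p = 0.000510, limma) and the fits without control replicate 4 (0.0464) or GRHL2 replicate 1 (0.0338) called it. The batch term (0.00125) and the GC correction with the replicate block (0.000465), both chosen after seeing the values, called it too. Over all alternatives, its adjusted p ran from 0.000465 to 0.201.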

Other observations

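The tests of rlog shrinkage, of the unit, of replicates 3 and 4, of genes at low levels, of swapped pairs and of the 2 hand-written gene lists were chosen only after the results they bear on had been seen, at least in part.

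The log2 fold changes here are smaller than the paper's, and a candidate explanation is the shrinkage of the rlog. Across 3330 genes of S5 and S6 Tables, the ratio of the difference here to the paper's log2 fold change rose with the gene's level, its mean value plus log2 transcript length (Spearman's rho 0.997 across genes, which are not independent replicates). The median ratio was 0.030 in the 837 genes at a level under 4 and 0.72 in the 732 genes above 10.

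The lower limit of the values moved by 0.098 between groups of genes by transcript length once the log2 length was added, against 2.47 without it. This shows a log scale from which the log2 length was taken, and a log2 of FPKM would show it too. The length check alone therefore cannot tell rlog values less the log2 length from log2 FPKM.

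Ifit1, Ifit3 and Ifit3b were among the largest decreases. A list of 31 other interferon-stimulated genes was written by hand after these decreases had been seen, and one of its genes, Trim25, had already been seen as lower in S5 Table. All 31 were lower in the GRHL2 samples, and 30 were when the samples were scaled to the same upper quartile or sum. Their median log2 fold change was -0.18 (exact permutation test, two-sided, p = 0.0286, n = 4 against 4), and the exact permutation p was 0.125 with the replicate block. limma called 14 of them down and 0 up. The median was -0.13 in replicates 1 and 2 and -0.26 in replicates 3 and 4. Ddit3 and Ppp1r15a were lower too, and of 17 other genes of the integrated stress response, 15 were lower without scaling and under both scalings, with a median of -0.33 (exact permutation test, two-sided, p = 0.0286, n = 4 against 4; exact permutation p = 0.125 with the replicate block). limma called 10 of these down and 1 up. For both lists, 0.125 is the smallest p that 4 pairs allow. These values are consistent with a lower interferon and stress response in the GRHL2 samples of BMEL cells. In HepG2 cells, transfected with the same 2 plasmids, 144 genes that the authors list as lower and 229 that they list as higher were in the BMEL table by symbol. Of the former, 0 were from the interferon list and 0 from the stress list, and of the latter, 1 was from each. With lists this short, these counts do not show whether the response differs in HepG2 cells, whose samples were not analysed here. Whether GRHL2 lowers it or the pcDNA3 plasmid raises it cannot be told apart, because each plasmid was used in only one group.

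The genes called up lay lower in expression than those called down. At a level under 4, 772 genes were called up and 80 down, and at a level above 10, 146 were called up and 380 down. A general rise of genes near the lower limit could be part of this. Under a level of 4, 64.6% of the 5937 genes were higher in the GRHL2 samples. This share lies between the limits of 60% and 70% set for the test, so the test cannot tell. The share was 61.5% at levels from 4 to 6 and 60.4% from 6 to 8, so the excess was not confined to the lower limit. It was 47.8% from 8 to 10 and 36.7% above 10. Of 34 olfactory, vomeronasal and taste receptor genes, 41.2% were higher, which gives no sign of DNA carried over into the GRHL2 libraries. So few genes cannot exclude such a carry-over.

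The log2 fold change did not follow transcript length (Spearman's rho 0.018 across genes), but it rose with the GC content of the transcripts (rho 0.262). After a correction for GC content, 83.9% of the genes called before that have a GC value were called again, so GC content may account for part of the differences and not for most calls.

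The difference between GRHL2 and control samples was shared by replicates 1 and 2 and replicates 3 and 4 (Pearson's r 0.847 across genes). As both groups hold all 4 replicate numbers, an additive batch along these numbers cancels from the difference, and this correlation could not have shown otherwise. A split of the samples along these numbers gave 709 called genes, against 3061 for the real split. Among the 8 splits that part all 4 same-numbered pairs, 1 gave as many called genes and 1 as high a share of the Epith-Signature called on one side, the real split in both cases. The other 7 called 0 genes, with 102 to 700 genes at an unadjusted p under 0.05. The NES of the Epith-Signature was as far from 0 in 4 of the 8 splits and that of the Chol-enriched genes in 5 of the 8. These counts say little, as 4 of the other 7 splits swap 1 pair and keep the real grouping of the other 3 pairs. In these 4, the NES was at least 2.71 for the Epith-Signature and 2.45 for the Chol-enriched genes. In the 3 splits that swap 2 pairs, it ran from 1.58 to 1.95 and from 1.64 to 1.86, against 2.72 and 2.44 for the real split. With 8 splits, a share under 0.05 cannot be reached. The other 27 splits part fewer same-numbered pairs and called at most 709 genes.

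Replicates 3 and 4 were the closest pair in each group. At the 749 genes with the highest levels, their spread was 1.42 times the expected sampling noise in GRHL2 samples and 1.66 times in control samples, and at levels from 8 to 9, where the rlog lowers the spread, it was 0.82 and 0.80 times. Separate samples cannot be told apart from a library used again by these ratios.

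Among hepatocyte genes the paper names elsewhere, Gsta3 had a log2 fold change of 0.70 (adjusted p = 0.000197, limma), whereas Alb (-0.071), Fmo5 (0.021) and Abcb11 (0.0043) were not called. The paper reports all of these genes as reduced by GRHL2 in mouse liver in vivo, a different system. The rise of Gsta3 in BMEL cells ran the other way, and the authors' BMEL list also has it higher (log2 fold change 2.22). Afp, which the paper names as a hepatoblast marker, had a log2 fold change of -0.21 (adjusted p = 0.0124, limma). Ezh1 (0.096) and Ezh2 (-0.041) were not called either. Of the genes that the authors list as lower in HepG2 cells in S7 Table, 144 were in the BMEL table by symbol, and 47 of these were called down in BMEL cells.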
